# Essentiality of c-di-AMP in *Bacillus subtilis*: Bypassing mutations converge in potassium and glutamate homeostasis

**DOI:** 10.1371/journal.pgen.1009092

**Published:** 2021-01-22

**Authors:** Larissa Krüger, Christina Herzberg, Hermann Rath, Tiago Pedreira, Till Ischebeck, Anja Poehlein, Jan Gundlach, Rolf Daniel, Uwe Völker, Ulrike Mäder, Jörg Stülke

## Abstract

In order to adjust to changing environmental conditions, bacteria use nucleotide second messengers to transduce external signals and translate them into a specific cellular response. Cyclic di-adenosine monophosphate (c-di-AMP) is the only known essential nucleotide second messenger. In addition to the well-established role of this second messenger in the control of potassium homeostasis, we observed that glutamate is as toxic as potassium for a c-di-AMP-free strain of the Gram-positive model bacterium *Bacillus subtilis*. In this work, we isolated suppressor mutants that allow growth of a c-di-AMP-free strain under these toxic conditions. Characterization of glutamate resistant suppressors revealed that they contain pairs of mutations, in most cases affecting glutamate and potassium homeostasis. Among these mutations, several independent mutations affected a novel glutamate transporter, AimA (Amino acid importer A, formerly YbeC). This protein is the major transporter for glutamate and serine in *B*. *subtilis*. Unexpectedly, some of the isolated suppressor mutants could suppress glutamate toxicity by a combination of mutations that affect phospholipid biosynthesis and a specific gain-of-function mutation of a mechanosensitive channel of small conductance (YfkC) resulting in the acquisition of a device for glutamate export. Cultivation of the c-di-AMP-free strain on complex medium was an even greater challenge because the amounts of potassium, glutamate, and other osmolytes are substantially higher than in minimal medium. Suppressor mutants viable on complex medium could only be isolated under anaerobic conditions if one of the two c-di-AMP receptor proteins, DarA or DarB, was absent. Also on complex medium, potassium and osmolyte toxicity are the major bottlenecks for the growth of *B*. *subtilis* in the absence of c-di-AMP. Our results indicate that the essentiality of c-di-AMP in *B*. *subtilis* is caused by the global impact of the second messenger nucleotide on different aspects of cellular physiology.

## Author summary

Bacteria are exposed to constantly changing environmental conditions. In order to respond to these changes, they use nucleotide second messengers to transduce external signals and translate them into a specific cellular response. Among the repertoire of bacterial second messenger nucleotides, cyclic di-AMP (c-di-AMP) stands out as it is the only second messenger that is essential for the bacteria that produce it, including the Gram-positive model organism *Bacillus subtilis*. C-di-AMP plays a major role in the control of potassium homeostasis, and we found that glutamate is toxic to a *B*. *subtilis* strain lacking c-di-AMP to the same extent as potassium. These toxic conditions were the starting point for an extensive suppressor analysis, which led to the identification of a novel glutamate transporter (AimA). If the *B*. *subtilis* strain lacking c-di-AMP was cultivated on complex medium, the isolation of suppressor mutants was only possible under anaerobic conditions and if either of the two c-di-AMP-binding signal transduction proteins was absent. This suggests that these proteins are a major burden for the cell on complex medium in their c-di-AMP free state. Our result underline the complexity of c-di-AMP signaling and propose new directions for research.

## Introduction

To achieve appropriate responses to changing environmental conditions, all organisms use second messengers which are formed in response to an environmental cue. In bacteria, specific mono- and dinucleotides play a particularly important role as second messengers [1]. The common nucleotide second messengers cyclic AMP, cyclic di-GMP (c-di-GMP), and guanosine tetra/pentaphosphate ((p)ppGpp) are used to prioritize the utilization of carbon sources and to regulate virulence, to control the choice between sessile and motile lifestyles, and to downregulate essential cellular functions upon amino acid starvation, respectively [2–7]. The more recently discovered second messenger cyclic di-AMP is unique in several respects. First, this nucleotide is essential in many bacteria that produce it, suggesting that this molecule plays a role in central cellular activities. Essentiality of c-di-AMP has been observed in many Firmicutes, such as *Bacillus subtilis*, *Listeria monocytogenes*, *Streptococcus agalactiae*, and *Staphylococcus aureus*, but also in the genome-reduced bacterium *Mycoplasma pneumoniae* and in *Chlamydia trachomatis* [8–14]. Second, c-di-AMP is toxic if it accumulates in the cells, and in many bacteria this accumulation results in strongly increased stress sensititvity [9,15–19]. Third, c-di-AMP can bind to proteins and the mRNA molecules encoding them to control both the expression and the activity of certain proteins, as in the case of the *B*. *subtilis* potassium transporters KtrAB and KimA [20–23]. Last, but not least, c-di-AMP is not intrinsically present in eukaryotic organisms, and the presence of the molecule is an indication for infection with pathogenic bacteria. Indeed, c-di-AMP is recognized by the human immune system. It binds the STING protein thus resulting the induction of an innate immune response [10].

The essentiality and toxicity of c-di-AMP for many bacteria have induced a great interest in understanding the reasons behind it. Classically, genes were regarded to be essential if they were absolutely needed for growth under optimal growth conditions, typically on complex medium at 37°C [24–26]. However, many genes are not described as being essential because there may be paralogues that encode very similar functions as has been described for the c-di-AMP producing diadenylate cyclases in *B*. *subtilis* [8,9]. In some cases, one essential function can be carried out by very different proteins, and such genes are essential only under specific conditions, *i*. *e*. the absence of amino acids from the medium makes the corresponding biosynthetic genes essential. These genes have been called conditional essential genes. Finally, some genes may not be essential but their loss would cause a substantial decrease of fitness for the cells, resulting either in the disappearance of such mutants or in the acquisition of suppressor mutations. Such genes or proteins have been designated quasi-essential, and the effect of their loss has been studied for the *B*. *subtilis* DNA topoisomerase TopA, the endoribonuclease RNase Y, and the modulator of lipid biosynthesis, YqhY [27–29]. Very recently, essential processes have been ranked on a global scale for the first time by the determination of the speed of death of mutants [30].

Two lines of research have provided important insights into the reasons of c-di-AMP essentiality. Studies to identify target molecules that interact with c-di-AMP demonstrated that many proteins involved in potassium and osmolyte homeostasis–both transporters and their regulators–are controlled by c-di-AMP to limit the intracellular concentrations of potassium and osmotically compatible compounds to physiologically reasonable levels [11,13,23,31–38]. In a complementary approach, suppressor mutants of bacterial strains that either lack or accumulate c-di-AMP have been studied. These analyses revealed that c-di-AMP is conditionally essential in *L*. *monocytogenes*, *S*. *aureus* and *B*. *subtilis*. While the nucleotide is required for growth on complex media, it is dispensable on minimal media [21,39,40]. For a *B*. *subtilis* mutant lacking c-di-AMP, growth was only possible on minimal medium as long as the potassium concentration in the medium is low and glutamate is not present [21,41]. On complex medium, the lack of c-di-AMP leads to an accumulation of (p)ppGpp [39], the second messenger that results in a global reprogramming of transcription, translation, and metabolism upon amino acid starvation. Inactivation of the enzymes that produce (p)ppGpp restores the viability of the strain lacking c-di-AMP on complex medium. The accumulation of (p)ppGpp leads to the inability of the transcription factor CodY to bind to its targets and thus in deregulation of a large regulon that includes many genes for osmolyte uptake and amino acid metabolism, and this uncontrolled expression of the CodY regulon is responsible for the essentiality of c-di-AMP for *L*. *monocytogenes* on complex media [39]. In *S*. *aureus*, c-di-AMP is dispensable for growth on complex medium under anaerobic conditions or when the bacteria acquire suppressor mutations that affect osmolyte or glutamine uptake [40,42]. Both types of studies support the idea that the control of potassium and osmolyte homeostasis is the central essential function of c-di-AMP in many bacteria that produce it [43–45].

We are interested in c-di-AMP signaling in the model organism *B*. *subtilis*. In contrast to *S*. *aureus* or *L*. *monocytogenes*, *B*. *subtilis* encodes three diadenylate cyclases that produce c-di-AMP, the constitutively expressed enzymes CdaA and DisA, and the sporulation-specific enzyme CdaS [9,46]. Mutants lacking both the *cdaA* and *disA* genes that encode the constitutive enzymes are not viable on complex medium and tolerate only very low potassium concentrations and no glutamate in minimal medium. In *B*. *subtilis*, c-di-AMP binds to two signal transduction proteins, DarA and DarB, to several potassium, osmolyte and magnesium transporters, as well as to the riboswitch that controls the expression of the high affinity potassium transporters KtrAB and KimA [20,23,47]. The DarA protein is a member of the large PII superfamily of signal transduction proteins that modulate the acitivities of transporters, enzymes, and transcription factors upon ligand binding [47,48]. However, the precise function of DarA has not yet been elucidated. DarB consists of two so-called CBS domains. Under conditions of potassium starvation, DarB is present as an apo-protein and then binds the (p)ppGpp synthetase/ hydrolase Rel to trigger an increase of the (p)ppGpp concentration, and thus to switch off cellular activities [49,50]. *B*. *subtilis*, encodes three potassium uptake systems, the paralogous KtrAB and KtrCD channels, and the KimA transporter as well as three potassium exporters, KhtTU, CpaA, and YugO [51]. With the exception of the sporulation protein YugO, c-di-AMP binds to all proteins involved in potassium homeostasis, and inhibits and stimulates the activities of importers and exporters, respectively [23].

To get a better understanding of the global role of c-di-AMP for the physiology of *B*. *subtilis*, we performed extensive suppressor analysis of strains lacking c-di-AMP that had adapted to tolerate the presence of glutamate or that are viable on complex medium. These suppressor analyses were complemented by a transcriptome analysis to understand the roles of glutamate and potassium as well as of c-di-AMP for global gene expression in *B*. *subtilis*. Our results indicate that the adaptation to either glutamate or complex medium usually requires the simultaneous presence of multiple suppressor mutations that often affect potassium uptake, osmolyte uptake, or glutamate metabolism. Moreover, a mechanosensitive channel and phospholipid biosynthesis play an important role in the sensitivity of a strain lacking c-di-AMP to glutamate. Strikingly, this study identified the amino acid transporter YbeC (renamed AimA, amino acid importer A) as the major glutamate transporter in *B*. *subtilis*. On complex medium, the c-di-AMP-binding signal transduction proteins DarA and DarB seem to be toxic in the absence of c-di-AMP, and only in their absence we could isolate suppressor mutants. The obtained results shed light on the complexicity of c-di-AMP essentiality and open new directions of research.

## Results

### Growth of a strain lacking c-di-AMP in the presence of glutamate requires distinct combinations of suppressor mutations

A *B*. *subtilis* strain lacking all three diadenylate cyclases is unable to grow at potassium concentrations of 5 mM or higher or in the presence of glutamate (even at low potassium concentrations) [21,41]. To test the sensitivity of the mutant for glutamate in more detail, we compared the growth of wild typ strains and the c-di-AMP-free strain GP2222 (designated Δ*dac* from here on) at increasing glutamate concentrations (see S1 Fig). While the wild type strain grew better in the presence of glutamate than with ammonium as the single source of nitrogen, the Δ*dac* mutant was inhibited already at very low glutamate concentrations (0.05%). In order to get more comprehensive insights into the toxicity of glutamate for the Δ*dac* mutant, we decided to isolate and study a larger set of suppressor mutants that tolerate the presence of glutamate. For this purpose, we plated the Δ*dac* strain [21] on MSSM medium containing glutamate (1% w/v) and a low concentration of potassium (0.1 mM KCl). While suppressor mutants appear readily after overnight cultivation when potassium toxicity was the growth-limiting problem [21], the toxicity of glutamate could only be overcome after several days. Moreover, the number of suppressor mutants was strongly reduced as compared to selection in the presence of potassium and ammonium as the nitrogen source. After four days at 37°C, 14 colonies could be isolated (see Fig 1, Δ*dac*). These strains were subjected to whole genome sequencing to identify the responsible mutations (Table 1). The long time for suppressor mutations to appear can be explained by each mutant harboring multiple mutations. In addition, this explains why the overall number of suppressors was rather low.

**Fig 1:**
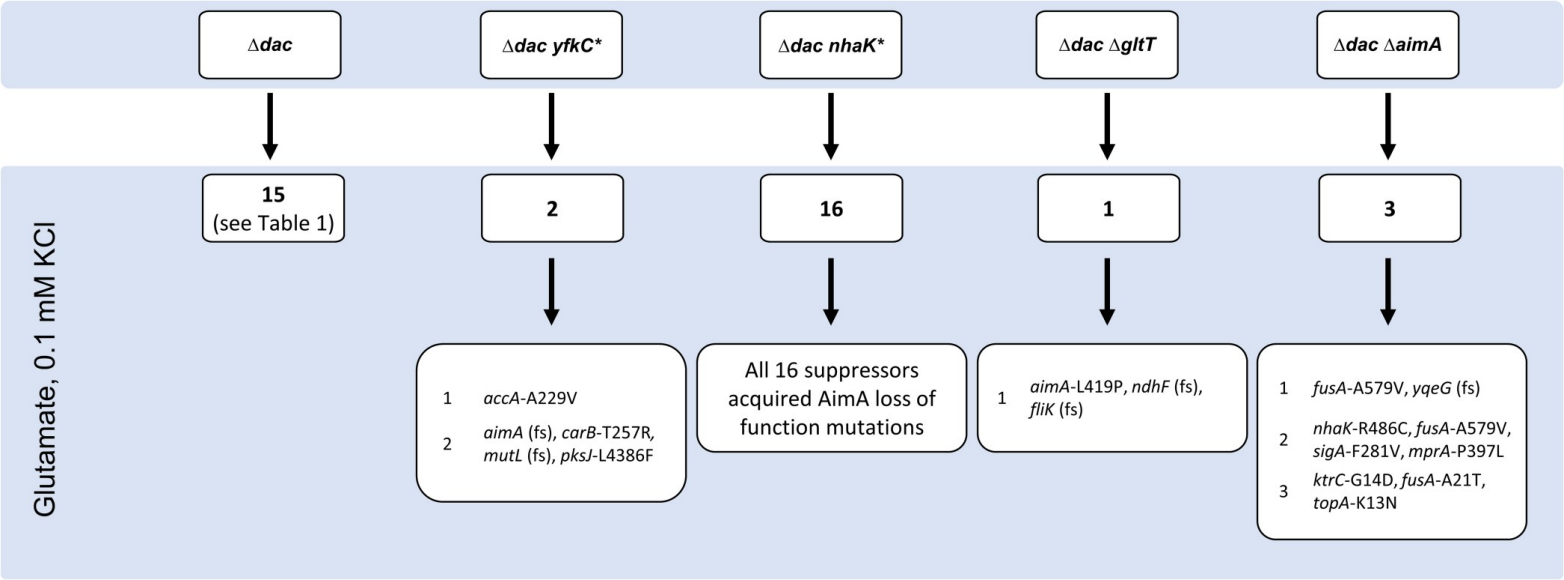
A suppressor screen with a strain lacking c-di-AMP reveals the complexity of glutamate toxicity. GP2222 (Δ*dac*), GP2814 (Δdac yfkC*), GP2223 (Δdac nhaK*), GP2259 (Δ*dac* Δ*gltT*), and GP3054 (Δ*dac* Δ*aimA*) were cultivated in MSSM medium with glutamate and 0.1 mM KCl and suppressors were isolated and analyzed by whole genome sequencing. Note that for GP2222 (Δ*dac*), 14 mutants were isolated in this study and one mutant was isolated previously [41] but studied in depth here, thus resulting in a total number of 15 mutants.

**Table 1:** Characterization of suppressor mutants derived from the Δ*dac* strain GP2222 in MSSM minimal medium with glutamate and 0.1 mM KCl^1^.

Strain	Genotype	Ammonium, 0.1 mM KCl	Ammonium, 5 mM KCl	Glutamate, 0.1 mM KCl	Glutamate, 5 mM KCl	LB
GP2840^2^	*ktrC* (fs) *plsC*-A61V *ndhF* (fs) *sigD*-G88D	+++	+++	+++	+++	-
GP3079	Δ(*abh-kinC-ykqA-ktrC*) *plsC*-L48P *yfkC*-R42W *fliP* (fs) *hbs*-I32T *ndoA*-G6S	++	+++	+++	+++	+++
GP3077	*ktrC* (fs) *aimA/glpQ* (trunc) *ybcC* (fs)	+++	+++	+++	+++	-
GP2841	*gudB*^+^ *accC*-H298Y *fliG* (fs)	+	+	++	+	-
GP2842	*nhaK*-S187F *aimA* (fs)	+++	+++	++	+	-
GP3078	*plsC*-A61V *aimA*-T374M *ktrB*-G313D *sigD*-G88D	+++	+	+++	-	-
GP2849	*ybcC*-K722L, I724F *aimA* (fs)	+++	+++	+++	+++	-
GP2837	*plsC*-L48P *yfkC*-R42W *fliP* (fs)	+++	+++	+++	+++	++
GP3099	*plsC*-L48P *yfkC*-R42W *fliP* (fs) *cotO*-I34F	+++	+	+++	-	-
GP3464	*plsC*-P110S *flhA* (fs)	++	++	++	-	+
GP2224	*yqeG* (fs) *aimA* (fs) *yqeV* (fs)	+++	+++	+++	+++	-
GP2838	*ndhF*-V237E, M241L, H242L, A243D, G244C, L245F ΔICEBs1 (*int-yddM*) *yoaI* (fs)	+++	++	++	++	+
GP3473	*ndhF* (fs) *aimA* (fs) *gudB*^+^ *fliH* (fs) *yuiE*-G37V	++	++	++	-	-
GP3474	*ndhF* (fs) *aimA* (fs) *ykpA* (fs) *ktrC* (fs) *fliK* (fs)	++	+++	+++	+++	-
GP2839	*fliK* (fs) *rpoB*-Q109P *rbsB*-R175L	++	++	++	-	-

1 Growth on different media was judged after plating on corresponding agar plates. +++, colony growth as observed with the wild type strain; ++, growth slightly reduced as compare to the wild type strain; +, faint growth; -, no growth.

2 This strain was isolated in a previous study [41].

As observed previously [41], three strains were affected in *ktrC*. In one of these strains (GP3079), the genomic region from *abh* to *ktrC* was deleted resulting in reduced uptake of potassium via KtrCD. Similarly, strain GP3078 has a mutation affecting the high-affinity potassium transporter KtrB, and GP2842 also carries a mutation (*nhaK*) that affects potassium homeostasis. Interestingly, the same mutation in the NhaK cation:proton antiporter NhaK (S187F) had been isolated in a suppressor screen of the Δ*dac* strain in the presence of 5 mM potassium [21] indicating that the mutant protein has an increased activity in potassium export.

As mentioned above, the suppressor strains usually had multiple mutations. Since we never experienced the systematic acquisition of multiple mutations in prior suppressor screens [15,27,52–54], it seems likely that more than one mutation is required to achieve the suppression. Since the selective pressure in our experiment was directed towards tolerating otherwise toxic glutamate, we expected that the suppressor mutants would contain mutations affecting glutamate metabolism. Indeed, the á priori cryptic glutamate dehydrogenase was decryptified by the deletion of nine base pairs in two mutants (GP2841 and GP3473), thus allowing glutamate degradation [55,56]. Moreover, seven independently isolated mutants carried mutations affecting an amino acid transporter, YbeC. This protein has recently been identified as the major serine transporter of *B*. *subtilis* [57], and it is tempting to speculate that YbeC is the major glutamate transporter as well (see below). However, seven of the isolated mutants did not carry any mutation that is easily linked to glutamate homeostasis. The previously reported suppressor mutant GP2840 had mutations affecting PlsC, NdhF, and SigD (acyl-ACP:1-acylglycerolphosphate acyltransferase, NADH dehydrogenase, Sigma factor σ^D^, respectively) in addition to the *ktrC* mutation [41]. Strikingly, *plsC* and *ndhF* are affected in six and four different suppressor mutants respectively. Several mutants carried mutations affecting motility: In addition to two *sigD* mutants, seven additional mutants carried mutations in flagellar genes that on one hand depend on a functional SigD for their expression, and on the other hand are required for SigD activity [58]. In addition, three of the 14 different independent suppressor mutants carry the same point mutation in the *yfkC* gene, encoding a mechanosensitive channel that releases ions from the cell [59,60]. This mutation results in a substitution of Arg-42 by a Trp residue.

We then tested the ability of the suppressor mutants to grow on minimal medium at low and high potassium concentrations with ammonium or glutamate as the nitrogen source. Moreover, the ability to grow on a complex medium was tested (see Table 1 and S2 Fig). Since the mutants were isolated in the presence of glutamate and 0.1 mM potassium, it is not surprising that all strains grew on the corresponding medium. Moreover, most of the strains were viable with ammonium as the single nitrogen source irrespective of the potassium concentration. Most of the mutants were also capable of growing at the elevated potassium concentration in the presence of glutamate. However, only four of the 15 tested strains were viable on complex medium. Two of them grew well on LB and these strains had the identical combination of mutations in *yfkC* and *plsC* (see Table 1, see below). This suggests that the adaptation to complex medium requires more than resistance to potassium and glutamate.

### Stepwise adaptation of a strain lacking c-di-AMP to growth on complex medium

Most of the suppressor mutants that tolerate the presence of glutamate and potassium were unable to grow on complex medium under standard laboratory conditions. The standard definition of essentiality refers to optimal growth conditions, *i*. *e*. to a complex medium and growth at 37°C in the presence of oxygen for *B*. *subtilis* [25,26]. This prompted us to investigate the growth requirements of the Δ*dac* mutant GP2222 more rigorously. First, we attempted to isolate suppressor mutants derived from GP2222 under standard conditions as defined above. However, we never succeeded in isolating a single suppressor mutant. A recent study on c-di-AMP essentiality in *S*. *aureus* revealed that the nucleotide is dispensable under anaerobic conditions [40]. Therefore, we tried to isolate suppressor mutants of GP2222 in the absence of oxygen. While the wild type strain *B*. *subtilis* 168 grew under these conditions, again no suppressor mutants of the Δ*dac* strain could be isolated (see Fig 2).

**Fig 2:**
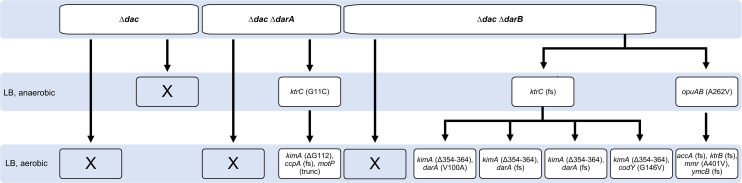
A suppressor screen with a strain lacking c-di-AMP on complex medium. GP2222 (Δ*dac*), GP2420 (Δ*dac* Δ*darA*), or GP2779 (Δ*dac* Δ*darB*) were cultivated on LB agar plates and incubated under aerobic or anaerobic conditions as indicated. The table shows how the parental strain evolved, and under which conditions suppressors could be isolated. The suppressor mutants were analyzed by whole genome sequencing.

In *B*. *subtilis*, c-di-AMP binds two signal transduction proteins, DarA and DarB [23,47]. In a suppressor screen using a *L*. *monocytogenes* strain lacking c-di-AMP, several mutations in the corresponding genes were observed [39]. We therefore constructed strains that lack both c-di-AMP and either the *darA* or the *darB* gene, and used these strains to isolate suppressors on complex medium under aerobic and anaerobic conditions. Again, no suppressors could be obtained under aerobic conditions; however, we detected one and two suppressors for the Δ*dac* Δ*darA* and Δ*dac* Δ*darB* mutants, respectively, under anaerobic conditions (see Fig 2). Whole genome sequencing revealed that the mutation present in the Δ*dac* Δ*darA* mutant changed Gly-11 of KtrC to a cysteine residue. The suppressor mutants derived from the Δ*dac* Δ*darB* mutant had a frameshift in *ktrC* resulting in the expression of a truncated KtrC protein or a mutation affecting the permease domain OpuAB of the OpuA glycine betaine transporter [61], respectively (Fig 2). These results strongly support the idea that the accumulation of potassium or of osmoprotective compatible solutes is the reason for the essentiality of c-di-AMP [39,40,43].

An initial characterization of these suppressor mutants revealed that they were viable under anaerobic conditions, but not in the presence of oxygen. Therefore, we used the three strains for a further round of suppressor isolation. Indeed, we were able to obtain suppressors that tolerate the presence of oxygen for all three mutants (Figs 2 and S3). Whole-genome sequencing revealed that the initial suppressors with defective KtrC proteins had all acquired very specific mutations in the *kimA* gene, encoding the major high-affinity potassium transporter KimA. In the mutant isolated from the *darA ktrC* mutant, the absolutely conserved glycine in transmembrane helix 3 of KimA was deleted. Helix 3 is essential for potassium binding of KimA [62]. All four independent suppressors isolated from the Δ*dac* Δ*darB ktrC* mutant had a deletion of 11 amino acids in the transmembrane helix 9. Based on the high conservation of the deleted residues, we conclude that the mutant KimA proteins were inactive or less active than the wild type protein. Again, the *kimA* suppressor mutations were accompanied by other mutations (see Fig 2). In the suppressor mutant GP3010 derived from the Δ*dac* Δ*darA ktrC* mutant, we found a 155 bp deletion that results in the truncation the global transcription regulator for catabolic genes and operons, CcpA, and in the conversion of the start codon of *motP*, encoding the Na^+^-coupled MotP flagellar stator protein to a stop codon. For the Δ*dac* Δ*darB ktrC* suppressor mutant, two aerobic suppressors were subjected to whole genome sequencing. In one strain (GP2845), we found a point mutation in the *darA* gene that results in a substitution of the conserved Val-100 residue by an alanine in the DarA protein. The second suppressor (GP3094) carried mutations affecting the CodY transcription factor (G146V substitution) and the unknown SPβ phage protein YonD (D255H). In two additional suppressor mutants, we found identical frameshift mutations in *darA* that result in a truncation of the DarA protein after amino acid 64. Finally, we also characterized an aerobic suppressor (GP2847) derived from the anaerobic Δ*dac* Δ*darB opuAB* suppressor mutant. In this case, again a potassium channel subunit (KtrB) was inactivated as the result of a frameshift mutation. Moreover, this strain carried a frameshift mutation in the essential *accA* gene encoding a subunit of acetyl-CoA carboxylase that resulted in the formation of a truncation after amino acid 108 and mutations in the genes encoding the putative methylenomycin A exporter Mmr and the tRNA methylthiotransferase YmcB. These results again highlight the importance of potassium homeostasis for the adaptation of strains lacking c-di-AMP.

Taken together, a *B*. *subtilis* strain lacking c-di-AMP is only able to grow under standard laboratory conditions if it acquires several suppressing mutations. The results of the two suppressor screens in the presence of glutamate and directly on complex medium demonstrate a distinct selective pressure under both conditions resulting in different sets of mutations that allow aerobic growth on complex medium. The importance of the initial loss of the c-di-AMP receptor proteins DarA and DarB for the direct adaptation to complex medium demonstrates that these proteins interfere with the growth of *B*. *subtilis* if they are present in the ligand-free apo-state. Indeed, apo-DarB was recently shown to trigger growth-inhibitory (p)ppGpp synthesis by the Rel protein [49,50]. For DarA, this is the first time that a phenotype for the corresponding mutant is reported. The repeated isolation of mutations affecting potassium uptake even in iterative cycles of suppressor screens highlights the severe toxicity of potassium for *B*. *subtilis* in the absence of c-di-AMP.

### A global transcription study of the regulatory effects of potassium, glutamate, and c-di-AMP

In order to obtain deeper insights into the physiological role of c-di-AMP, we decided to study the impact of a lack of this second messenger on global gene expression by a transcriptome analysis as a complementary approach to the suppressor analysis. Since c-di-AMP has been implicated in the interplay of potassium and glutamate homeostasis, we analysed the global gene expression for the wild type strain *B*. *subtilis* 168 at low (0.1 mM) and high (5 mM) potassium concentrations and in the presence of ammonium and glutamate as the nitrogen source (S1 Text). Moreover, we used the c-di-AMP free strain (Δ*dac*) GP2222 as well as the isogenic suppressor mutant GP2223 that is able to grow at 5 mM potassium (see Fig 3 for the regulatory network and S1 Table). 

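The transcriptome data cover 6 conditions with 2 biological replicates each, hybridised to 12 one-colour Agilent tiling arrays. The wild type 168 was grown with ammonium or with glutamate, at 0.1 mM and at 5 mM KCl. GP2222, which lacks the diadenylate cyclase genes cdaA, disA and cdaS, was grown with ammonium at 0.1 mM KCl, and GP2223, which carries the nhaK-S187F mutation in addition, with ammonium at 5 mM KCl. The cells were harvested at an optical density of 0.4 to 0.6, and Cy3-labelled cDNA was made from total RNA by a strand-specific method. Each of the 6 slides held a 0.1 mM and a 5 mM KCl array of the same replicate number. On 4 slides both were wild type arrays of one nitrogen source, and on the other 2 they were GP2222 and GP2223. The comparisons of potassium concentrations, and of GP2223 with GP2222, therefore lie within slides, and those of a mutant with the wild type or of the nitrogen sources lie between slides. The authors deposited the output of the Feature Extraction software for each array, in which the processed signal of a spot is already background-subtracted, and a table of gene-level intensities scaled on spike-in transcripts. Every array carried 383238 probes besides controls, and between 61.3% and 80.1% of them were well above background by the software's own test.

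Starting from the processed signals, outlier spots were left out and the log2 signal of each array was shifted by the mean of 7 of the 10 spike-in transcripts, whose spots were well above background on every array. The median over the probes of a gene was then taken, with a median of 32 probes per gene. The tests covered 3859 genes and 1414 RNA features that had a share of at least 0.5 of their probes well above background on both arrays of at least 1 condition. One limma model was fitted to all 6 conditions, and a change was called at an adjusted p below 0.05 and at least 2.5-fold, the latter being the limit of the methods. With 2 arrays per condition, an exact two-sided permutation test cannot give a p below 0.33, so the p values rest on the spread that limma shares among genes. Where under 0.5 of a gene's probes were well above background on both arrays of a condition, the change is given as at least N-fold. This bound sets the mean of the brighter condition against the mean, over the arrays of the other, of the gene's own signal or of the lowest signal well above background, whichever was higher. Base positions are those of the first and the last probe in the files, which name no genome build.

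Scaled on the spike-ins, the median log2 fold change of all features was 1.09 in GP2222 against the wild type, with 1.35 between the arrays of replicate number 1 and 0.83 between those of replicate number 2. The corresponding medians were 0.87 and -0.24 for 5 mM against 0.1 mM KCl with ammonium and with glutamate. They were 0.77 and -0.34 for glutamate against ammonium at 0.1 mM and 5 mM KCl. For GP2223 the median was 0.26 against GP2222 and 0.54 against the wild type at 5 mM KCl. For potassium with glutamate, the median was -0.26 between the arrays of replicate number 1 and -0.21 between those of replicate number 2, each pair on 1 slide. With 1 array left out, which breaks up such a pair, this median ranged from -0.65 to 0.18. For glutamate at 5 mM KCl, the median with 1 array left out ranged from -0.74 to 0.067, and at 0.1 mM KCl from 0.44 to 1.14. For GP2223 against GP2222 it ranged from 0.085 to 0.49. With each array scaled on the 75th percentile of its own signals instead, the median in GP2222 was 0.27. The array medians of the same condition varied with a pooled SD of 0.37 under spike-in scaling and 0.069 under 75th percentile scaling, so that much of the standard error of each gene is an offset shared by the whole array. With 543 prior degrees of freedom, this standard error was nearly the same for every gene, so an adjusted p mainly restates the fold change. In GP2222 the 2.5-fold limit alone called the same 2147 features.

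The labels of the strains were checked on the deleted genes. In GP2222, cdaA (BSU01750, 35 probes between bases 196219 and 197016) was at least 33.0-fold lower than in the wild type and disA (BSU00880, 46 probes between bases 107493 and 108535) at least 18.8-fold lower. In GP2223 they were at least 35.0-fold and 23.7-fold lower. The cdaS signal was not well above background in any condition with ammonium, so its deletion could not be checked in this way.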

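In GP2222 with ammonium at 0.1 mM KCl, 2147 of 5273 features were called against the wild type, 2002 higher and 145 lower, 93.2% of them higher. Among the genes, 1573 were called higher and 102 lower. The split depended on the scaling. On the 75th percentile of each array, 626 features were called, 292 higher and 334 lower, and 437 of the calls were shared. Quantile normalization, which moved the count most, gave 584 calls, 289 of them higher. Without the array of replicate 1 of GP2222 the count was 925. S1 Table lists 41 genes or operons, and 40 had a value on the arrays for their first gene. All 36 genes listed as lower in GP2222 had a lower mean signal there, with a median log2 fold change of -2.30. Of the 32 of them that could be tested, 31 were called lower, and 31 adjusted over the list alone. The study chose this list on the same samples, so neither the directions, the median nor the counts for it are independent evidence. Scaled on the 75th percentile, 32 were called lower, while with normexp background correction 11 of the 31 were no longer called. All 4 genes listed as higher (abrB, ndhF, glnR and nrgA, in the files amtB) were called higher, and 3 of them with 75th percentile scaling.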

Strikingly, expression of several genes involved in fermentation and respiration was strongly reduced in the absence of c-di-AMP (see S1 Table and S4A Fig for validation by quantitative RT-PCR). The *ldh-lctP* and *cydABCD* operons encoding lactate dehydrogenase and the lactate exporter as well as the terminal quinole oxidase, are repressed by the NADH-responsive transcription factor Rex [63,64]. The about 100-fold repression of these genes in the absence of c-di-AMP suggests that the NADH levels are reduced in the mutant. This conclusion is also supported by the increased expression (seven-fold) of the *ndhF-ybcC* operon (see S1 Table) which codes for a NADH dehydrogenase and thus also contributes to the oxidation of NADH_2_ to NAD [65]. 

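In the files, ldh is listed as lctE (BSU03050, 41 probes between bases 329781 and 330715). It was matched by its place directly upstream of lctP and by its profile over the 6 conditions, which was the closest of 4241 genes to that of ldh in S1 Table. Its log2 signal was 13.23 ± 0.54 in the wild type with ammonium at 0.1 mM KCl and 8.20 ± 0.066 in GP2222 (SD, n = 2 each). The log2 fold change was -5.03 (SE 0.48, limma adjusted p = 1.42e-20), or 32.7-fold lower. Relative to the median of all features it was -6.12. It was -5.85 with 75th percentile scaling, -4.78 with normexp background correction, which was chosen after the files were seen, and between -5.41 and -4.65 when any of the 4 arrays was left out. The gene lctP was 70.0-fold lower (limma adjusted p = 1.08e-29).

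In the cydABCD operon the change became smaller from cydA to cydD. Expression of cydA (BSU38760, 62 probes between bases 3977804 and 3979193) was at least 70.9-fold lower in GP2222 (limma adjusted p = 8.65e-30), and cydB was 16.3-fold lower (limma adjusted p = 3.81e-13), a log2 fold change of -4.03 and between -5.05 and -3.01 with 1 array left out. For cydC the log2 fold change was -1.13 (limma adjusted p = 0.0403), less than 2.5-fold. It was -2.36 without replicate 1 of the wild type and 0.11 without replicate 2, and it was called on the 75th percentile (-1.95). The change of cydD was not called (0.53, limma adjusted p = 0.339), and with 75th percentile scaling it was -0.29. The gene ywcJ, listed as nirC, was 11.4-fold lower. Of these 7 genes of the Rex regulon, 5 were called lower, with a median log2 fold change of -4.03 (camera adjusted p = 2.67e-32). This set also passed under fry and with an estimated correlation between its genes. Of 77 pairs of a gene set and a comparison, 55 passed camera with its preset correlation of 0.01, 33 of these also passed fry and 8 also passed camera with an estimated correlation. Here and for every other set in a comparison that the paper makes, as many genes were called when adjusted over the list alone. The lists of Rex, SigO, SigD and prophage genes come from S1 Table and Fig 3, which the study drew from these samples, so these counts are not independent evidence. From the lower expression of these genes in GP2222, the paper proposes that the NADH level is reduced in the mutant.

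**Figure D1:**
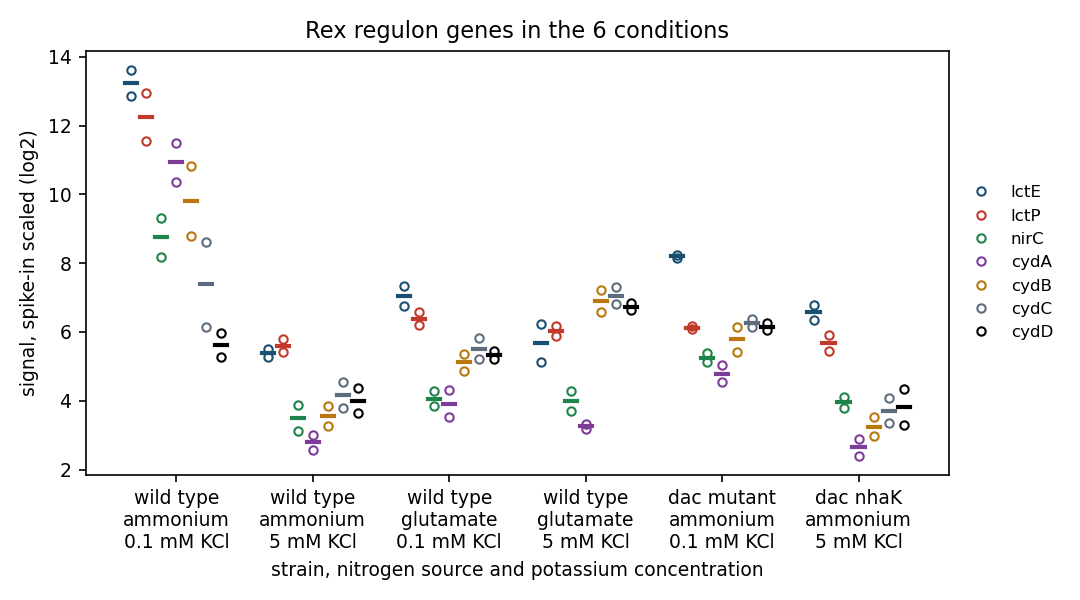
Log2 signal, scaled on the spike-ins, of lctE (ldh), lctP, nirC (ywcJ) and cydA to cydD in the 6 conditions. Circles are the 2 replicates and bars their means. The mean of lctE was 13.23 in the wild type with ammonium at 0.1 mM KCl, 8.20 in GP2222 and between 5.38 and 7.04 in the other 4 conditions.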

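Expression of ndhF (BSU01830, 67 probes between bases 205415 and 206912) was at least 4.87-fold higher in GP2222 than in the wild type with ammonium at 0.1 mM KCl. Its log2 signal rose from 4.35 ± 0.62 to 6.86 ± 1.68 (SD, n = 2 each), a fitted log2 fold change of 2.51 (SE 0.49, limma adjusted p = 1.41e-05). The change differed between the replicates, with 1.76 for replicate number 1 and 3.26 for replicate number 2. It was 1.32 without replicate 2 of GP2222, 1.69 with 75th percentile scaling, 1.71 with quantile normalization and 1.19 with normexp, and it was called in none of these cases. Without replicate 1 of GP2222 it was 3.70. Expression of ybcC was 5.41-fold higher, with a log2 fold change of 2.44 (limma adjusted p = 2.44e-05), and between 1.52 and 3.36 with 1 array left out. It was not called with 75th percentile scaling (1.62), quantile normalization (1.65) or normexp (1.25).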

Importantly, the *ndhF* gene and its downstream gene *ybcC* were affected in several of the suppressor mutants suggesting that these mutations counteract the increased expression of the conserved *ndhF-ybcC* operon. In addition to genes of the Rex regulon, genes of the SigO regulon that are involved in the response to acid stress [66] and several competence genes were severely reduced in the Δ*dac* mutant GP2222. 

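All 4 tested genes of the SigO regulon (oxdC, sigO, rsoA and rsiO) were called lower in GP2222, with a median log2 fold change of -3.69 (camera adjusted p = 7.24e-21), or -2.01 with 3 dim genes set to their bounds. Expression of oxdC was 33.5-fold lower (limma adjusted p = 7.99e-21), sigO at least 4.43-fold, rsoA at least 3.66-fold and rsiO at least 2.44-fold lower. With normexp background correction, rsoA and rsiO were no longer called (-1.24 and -0.77).

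Among the competence genes, each of the 7 genes of the comG operon was called lower. The bounds lay between at least 1.86-fold for comGF and at least 4.32-fold for comGB, and comGA was at least 3.96-fold lower (limma adjusted p = 2.32e-09). Under normexp the log2 fold change of comGA was -1.21, and none of the 7 was called. Over 14 late competence genes, those of the comG operon and, from general knowledge, of the comC, comE and comF operons, the median log2 fold change was -1.30, with 7 called lower and 1 higher (camera adjusted p = 9.78e-14). The median was -0.79 with 7 genes set to their bounds. This set did not pass under fry or with an estimated correlation. The 7 genes called lower were those of the comG operon, and no gene of the comC, comE or comF operons was called lower. Without replicate 2 of GP2222, comGF was at -1.27 and not called.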

The strong reduction of competence gene expression in response to the absence of c-di-AMP suggests that this second messenger might be required for genetic competence and transformation in *B*. *subtilis*. To test this hypothesis, we attempted transformation of strain GP2222 using chromosomal DNA. No transformants were obtained, whereas the control strain 168 was efficiently transformable. Thus, the lack of c-di-AMP results in a loss of genetic competence as a result of reduced competence gene expression.

**Fig 3:**
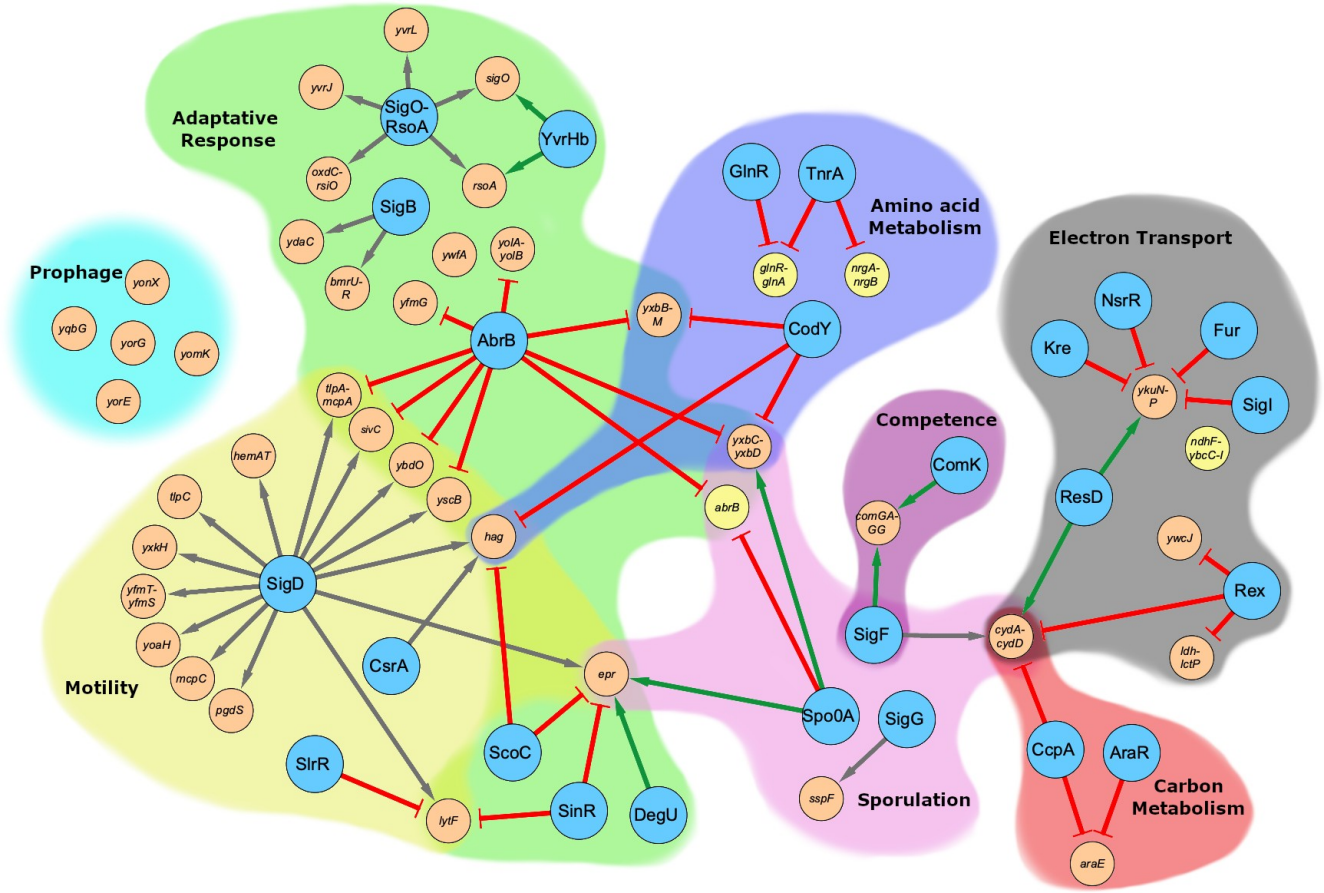
Regulatory network of the most strongly up- and downregulated genes as a result of the lack of c-di-AMP. Expression ratios of *B*. *subtilis* wild type and GP2222 (Δ*dac*) with ammonium and 0.1 mM KCl were calculated and the most up- or downregulated genes were clustered into operons, regulons, and grouped depending on their physiological function. Regulators are depicted as large blue nodes, and regulated operons or genes as yellow and orange nodes for up- and downregulated genes, respectively). Arrows: green: activation; gray: sigma-factor; red: repression.

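The 3 largest rises in GP2222 among genes well above background in both strains were those of katA (log2 fold change 3.67), yflN (3.38) and licH (3.37), and the largest falls were those of lctP, oxdC and lctE. On the 75th percentile the rises were 2.85, 2.56 and 2.56. Expression of abrB was 10.3-fold higher (limma adjusted p = 2.05e-09). The 15 tested genes that the network links to SigD were all called lower, with a median log2 fold change of -2.18 and a range from -4.25 to -1.80 (camera adjusted p = 2.75e-34). They did not pass under fry or with an estimated correlation. Over the 45 flagellar and chemotaxis genes as a whole, the median was 0.62, which is -0.48 relative to all other features, with 3 genes called higher and 6 lower (camera adjusted p = 3.86e-04), and fry gave the opposite direction without passing. Camera sets these genes against all other features, while fry tests their own change, so the opposite directions do not contradict each other. Of the prophage genes in the network, yomK was at least 5.82-fold lower (limma adjusted p = 1.74e-11), and yqbG changed by -1.30 (limma adjusted p = 0.0178), less than 2.5-fold. The latter was called on the 75th percentile (-2.12), with quantile normalization (-1.87), with all 10 spike-ins (-1.36) and without replicate 1 of the wild type (-1.62). The genes yonX, yorE, yorG and yvrJ were not well above background in enough probes to be tested.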

It has been shown before that the expression of the high affinity potassium uptake systems KtrAB and KimA is repressed in the presence of potassium via a c-di-AMP sensitive riboswitch [20–22]. In agreement with those results, these genes were most strongly repressed by potassium in our analysis in the wild type strain 168. 

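With glutamate, 1833 features were called between 5 mM and 0.1 mM KCl, 1059 higher and 774 lower, and quantile normalization gave 972 higher and 1196 lower. Single arrays also moved this split, with 954 higher and 1415 lower without replicate 1 at 5 mM KCl, 1277 and 364 without replicate 2 at 5 mM KCl, 1338 and 451 without replicate 1 at 0.1 mM KCl, and 920 and 1338 without replicate 2 at 0.1 mM KCl. Leaving out 1 array breaks up the pair on its slide. With the pairs kept, the median log2 fold change with glutamate was -0.26 for replicate number 1 and -0.21 for replicate number 2. With ammonium 1855 were called, 1650 higher and 205 lower, and with 75th percentile scaling 1092, of which 650 were higher and 442 lower. Without replicate 1 of the wild type with ammonium at 5 mM KCl, 1141 were called. Among the 3859 genes tested and ordered by log2 fold change, kimA had the largest fall at 5 mM KCl with glutamate, ktrA was at position 3 and ktrB at position 6. With ammonium, kimA was at position 8, ktrA at position 59 and ktrB at position 165. This order includes genes near background at 5 mM KCl, whose falls are bounds. Among the genes with a share of at least 0.5 of their probes well above background on all 4 arrays, kimA was at position 5, ktrA at position 31 and ktrB at position 110 with ammonium, and kimA still had the largest fall with glutamate, where ktrB was at position 3 and ktrA was not among these genes.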

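At 5 mM against 0.1 mM KCl, expression of kimA (BSU04320, 80 probes between bases 486443 and 488222) in the wild type changed by -6.92 on the log2 scale with glutamate (SE 0.48, limma adjusted p = 3.88e-38), which is 121-fold lower. Its log2 signal fell from 14.00 ± 0.16 to 7.08 ± 0.40 (SD, n = 2 each). With ammonium it was 14.2-fold lower, from 12.89 ± 0.057 to 9.06 ± 0.55 (log2 fold change -3.83, limma adjusted p = 1.24e-12). With all arrays, the values under the other settings lay between -4.66 and -3.66 with ammonium and between -7.29 and -6.38 with glutamate. With 1 array left out they lay between -4.22 and -3.44 and between -7.20 and -6.64. Expression of ktrA (BSU31090, 28 probes between bases 3188414 and 3189047) was 27.6-fold lower at 5 mM KCl with glutamate (log2 fold change -4.78, limma adjusted p = 4.37e-20) and 3.87-fold lower with ammonium (-1.95, limma adjusted p = 3.88e-04). With glutamate at 5 mM KCl, 82.1% and 46.4% of the ktrA probes were well above background on the 2 arrays, so the fold with glutamate is no bound but rests on a weak signal. The corresponding values of ktrB were 20.6-fold and 2.16-fold. The latter was not called (limma adjusted p = 0.0492), but it was with 75th percentile scaling (-1.80).

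**Figure D2:**
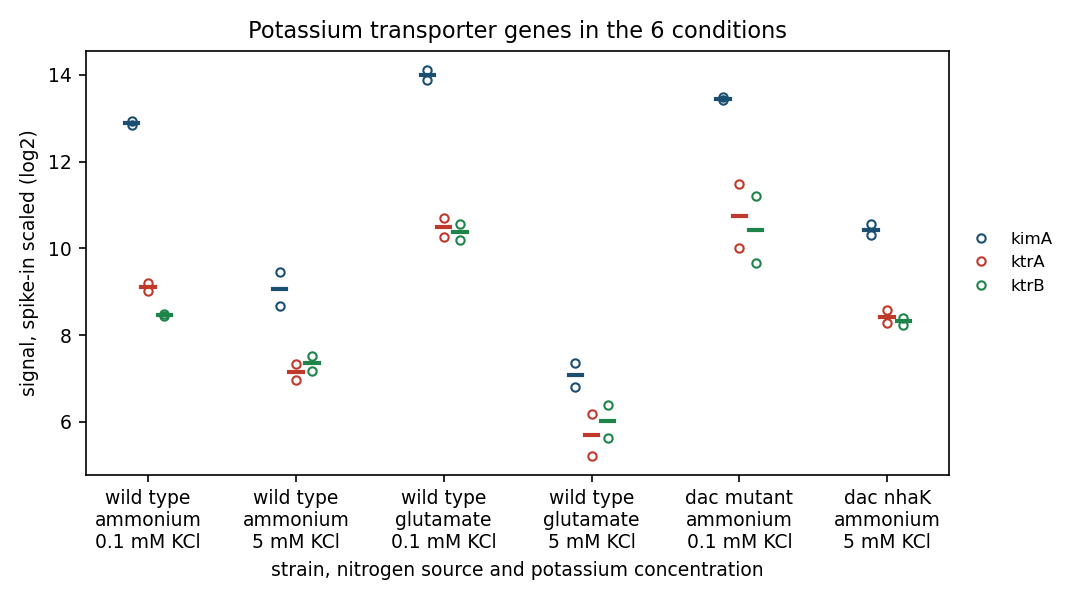
Log2 signal, scaled on the spike-ins, of kimA, ktrA and ktrB in the 6 conditions. Circles are the 2 replicates and bars their means. The mean of kimA was 14.00 with glutamate at 0.1 mM KCl and 7.08 at 5 mM KCl.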

The expression of the *kimA* transporter gene was 112- and 17-fold repressed at 5 mM potassium in the presence of glutamate or ammonium, respectively; whereas the expression of the *ktrAB* channel operon was reduced 29- and 4-fold, respectively (see S2 Table). As expected, the expression of both *kimA* and *ktrAB* is increased in the absence of c-di-AMP; however, both genes are still repressed by potassium (eight- and five-fold, respectively), indicating a second, c-di-AMP independent mechanism of transcriptional regulation of these potassium transport systems (see S1 Table and S4B Fig for validation by quantitative RT-PCR, see S12 Fig for a reporter analysis). 

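In GP2222 against the wild type with ammonium at 0.1 mM KCl, the log2 fold change of kimA was 0.56 (SE 0.48, limma adjusted p = 0.311) and was not called. It was -0.53 relative to the median of all features, -0.26 with 75th percentile scaling and -0.45 with quantile normalization. Expression of ktrA was 3.10-fold higher (limma adjusted p = 0.00316) and that of ktrB 3.92-fold higher (limma adjusted p = 4.58e-04). Relative to the median of all features these changes were 0.55 and 0.88. Neither was called on the 75th percentile (0.82 and 1.15) or with quantile normalization (0.79 and 1.14). Without replicate 2 of GP2222 they were 0.89 and 1.20, not called either, and without replicate 1 of the wild type ktrA was at 1.54 and not called. At 5 mM KCl, kimA was 2.59-fold higher in GP2223 than in the wild type (limma adjusted p = 0.0454), and ktrA changed by 1.27 (limma adjusted p = 0.0695), which was called only with the mean over probes (1.34). The call of kimA was lost with 75th percentile scaling (0.84), with quantile normalization, with all 10 spike-ins, with the slide as a random block, and when any of the 4 arrays was left out (0.98 to 1.76).

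Between GP2222 at 0.1 mM KCl and GP2223 at 5 mM KCl, kimA was 8.10-fold lower (log2 fold change -3.02, limma adjusted p = 5.89e-08) and ktrA 4.98-fold lower (-2.32, limma adjusted p = 4.84e-05). For ktrB the value was 4.34-fold. Without replicate 2 of GP2222, ktrA (-1.57) and ktrB (-1.35) were no longer called. GP2223 carries the nhaK mutation and GP2222 does not, so the potassium concentration and the nhaK allele change together in this comparison. The potassium effect in these strains differed from that in the wild type with ammonium by 0.81 for kimA (limma adjusted p = 0.551) and by -0.36 for ktrA (limma adjusted p = 0.788), a comparison chosen after the files were seen. The paper reads both genes as still repressed by potassium without c-di-AMP, and takes this as indicating a further control independent of c-di-AMP.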

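In the wild type with glutamate at 0.1 mM KCl, the signal of kimA was the 49th highest of 4241 genes in the mean of both arrays. It was at position 57 on the array of replicate 1 and at position 35 on that of replicate 2. The position was 50.0 with quantile normalization, 46.0 with the mean instead of the median over its probes and 43.0 with normexp. Signals of different probes depend on their sequence as well as on the amount of RNA, so the position is approximate. Because the files do not say which genes encode transporters, the position of kimA among these was not determined.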

The particular importance of potassium for the cell and for KimA as a major high-affinity transporter is highlighted by the fact that the *kimA* gene belongs to the most strongly expressed genes at 0.1 mM potassium (position #50 in the presence of glutamate), and that it is even the most strongly expressed transporter in *B*. *subtilis* under these conditions (see https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156738 for the full data set).

Taken together, the global transcription analysis supported the idea that c-di-AMP is involved in multiple cellular functions. Moreover, the analysis confirmed a particular role of genes involved in controlling NADH homeostasis, as already suggested by the suppressor analysis and by the differential effects of aerobic and anaerobic conditions to allow suppressor formation of the strains lacking c-di-AMP.

### A reduction of phospholipid biosynthesis helps to overcome the lack of c-di-AMP

The analysis of suppressor mutants that were viable in the presence of glutamate or on complex medium identified several mutations that affect proteins involved in phospholipid biosynthesis, *i*. *e*. AccA, AccC, and PlsC (see Figs 1, 2 and S5 and Table 1 for an overview on lipid synthesis in *B*. *subtilis*). The *accA* and *accC* genes encode subunits of the essential acetyl-CoA carboxylase. Unexpectedly, a frameshift had occurred in the *accA* gene of strain GP2847. Since malonyl-CoA synthesis is the essential first step in fatty acid and phospholipid biosynthesis, it is likely that this mutation can be intrinsically suppressed and thus does not result in a complete loss of AccA synthesis. The *accA* mutation isolated in the Δdac yfkC* mutant results in an A229V substitution in the active site of the enzyme [67,68] (see S6 Fig). For AccC, the mutation (H298Y) is located in the highly conserved active site motif of the enzyme (S6 Fig). The localization of these mutations strongly suggests that the initial step of lipid biosynthesis, the formation of malonyl-CoA, is severely impaired in the suppressor mutants.

PlsC is the acyl-ACP:1-acylglycerolphosphate acyltransferase that catalyzes the formation of phosphatidic acid in the synthesis of phospholipids. Interestingly, the *plsC* gene is essential for the growth of *B*. *subtilis*. In agreement with this essentiality, none of the three different mutations in the six independent mutants results in a frame shift or a deletion. Instead, residue L48 is replaced by a proline in three independently isolated mutants, A61 by a valine in two mutants, and P110 by serine in one mutant. All three residues are located in functionally important regions of the protein. L48 is close to the HXXXXD motif, which is part the active site of the enzyme. Similarly, A61 and P110 are in very close proximity to the active center of the enzyme [69] (S7 Fig). The location of all three mutations in the immediate vicinity of the active center as well as the fact that the mutations affect conserved residues suggest that they result in a reduced PlsC activity, and thus in impaired phospholipid biosynthesis.

### The mechanosensitive channel YfkC contributes to the glutamate sensitivity of a c-di-AMP free strain

Three of the suppressor mutants isolated in the presence of glutamate carry mutations affecting the mechanosensitive channel of small conductance, YfkC (see Table 1). Strikingly, all three independently isolated mutants carry precisely the same mutation that results in a R42W substitution in the protein (see S8 Fig). This residue is located at the end of the first trans-membrane helix [70] and the mutation may affect the relative positioning of the trans-membrane helices 1 and 2. Another striking feature is that this mutation is in all three cases accompanied by point mutations in the *plsC* gene (see below). The presence of the same amino acid substitution in YfkC in all three strains suggested that this mutation resulted in a gain of function rather than in a loss of YfkC activity (from here on, we designate the mutant allele yfkC*, the protein YfkC*). To address this question, we constructed Δ*dac* Δ*yfkC* and Δdac yfkC* strains lacking all diadenylate cyclases and assayed the growth of these strains on minimal medium containing glutamate or ammonium as the nitrogen source at high and low potassium concentrations (see Fig 4A). Both strains were viable when cultivated on plates containing ammonium and 0.1 mM potassium whereas they were unable to grow in the presence of glutamate or at the high potassium concentration. These observations indicate that neither the deletion of the *yfkC* gene nor yfkC* mutation alone were sufficient to allow suppression of the glutamate and potassium toxicity of the Δ*dac* mutant. To address this issue further, we attempted the isolation of suppressor mutants from the Δ*dac* strain either lacking *yfkC* or carrying the yfkC* allele in the presence of glutamate. No suppressor mutants could be isolated from the Δ*dac* Δ*yfkC* mutant, whereas two suppressor mutants were obtained from the Δdac yfkC* mutant (see Fig 1). This observation supports the idea that the specific R42W substitution of YfkC* is a prerequisite for the adaptation of the c-di-AMP-free strain to growth in the presence of glutamate. Whole genome sequencing of the two glutamate-resistant suppressor mutants identified a mutation in *accA* in strain GP2850 (see below). This mutation supports the requirement of paired mutations affecting *yfkC* and lipid biosynthesis. The second suppressor strain, GP3105, carries mutations affecting the amino acid transporter YbeC, the CarB subunit of the carbamoyl-phosphate synthetase, the endonuclease MutL and the polyketide synthase PksJ. Among these mutations, the frameshift in the *ybeC* gene is likely the most relevant (see below). These suppressor mutants were also tested for their growth in the presence of glutamate or increased potassium concentrations (see Fig 4A). Both were viable in the presence of glutamate irrespective of the potassium concentration. However, the growth in the presence of glutamate was much better in the case of the yfkC* *plsC* (L48P) mutant GP2837 (Fig 4A). Taken together, these results suggest that the yfkC* mutation in combination with the lipid biosynthetic or *ybeC* mutations is rather specific for the protection of the Δ*dac* mutant from glutamate toxicity. In the growth assay, we also included the Δ*dac nhaK* (S187F) mutant that has been isolated for resistance to potassium [21]. As expected, this strain grew at 5 mM potassium but was as sensitive to glutamate as the original Δ*dac* mutant, however we observed the formation of suppressor mutants in the presence of glutamate. As the NhaK allele used in this experiment is thought to exhibit increased potassium export activity [21], it is tempting to speculate the mutant mechanosensitive channel YfkC* is able to export glutamate to overcome the toxicity of this amino acid.

**Fig 4:**
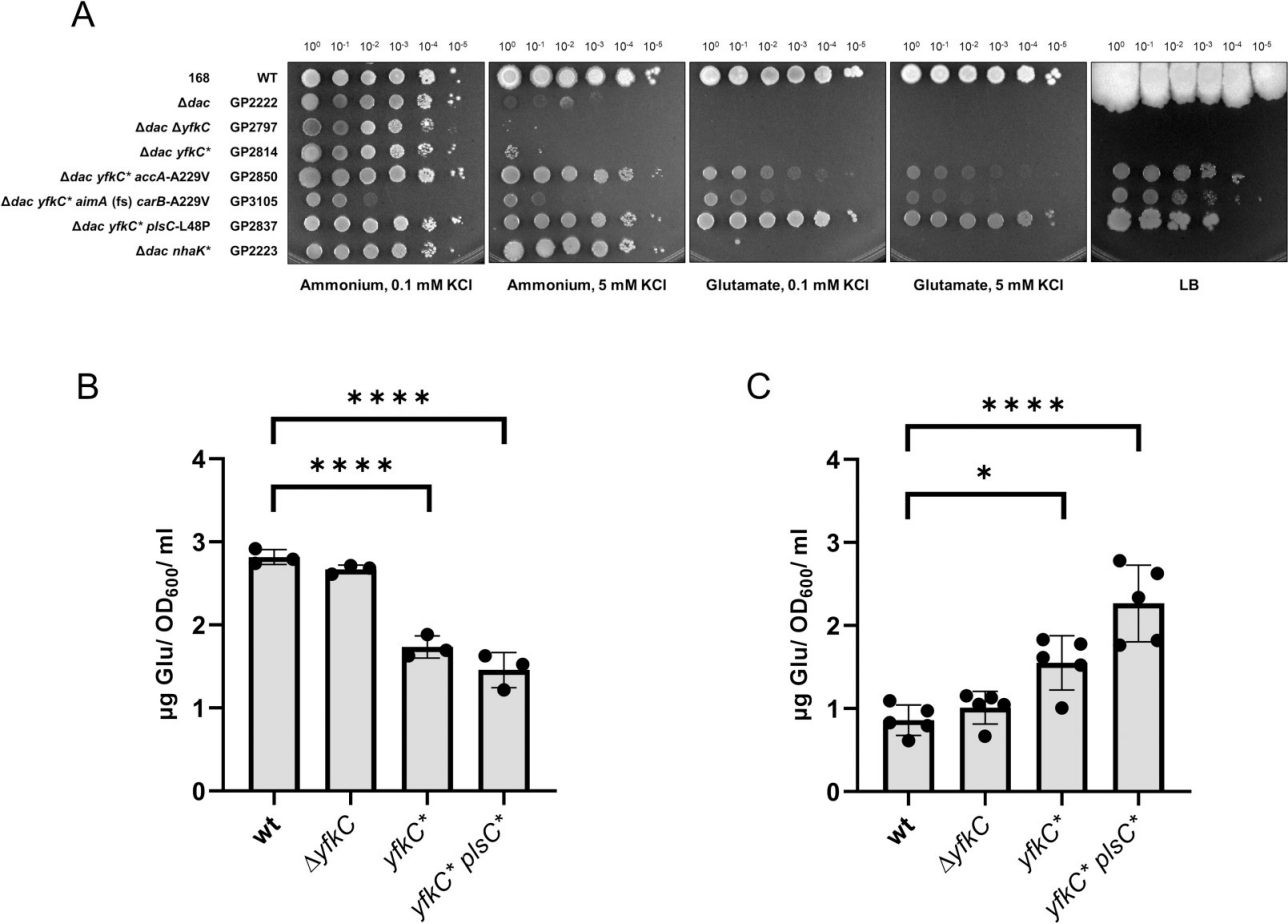
The influence of the mechanosensitive channel YfkC on growth of a *B*. *subtilis* strain lacking c-di-AMP in the presence of glutamate. (A) *B*. *subtilis* strains were cultivated in MSSM minimal medium with 0.1 mM KCl and glutamate. Cells were harvested, washed, and the OD_600_ was adjusted to 1.0. Serial dilutions were dropped onto MSSM minimal plates with the indicated potassium concentration and ammonium or glutamate, or on LB plates. (B) The R42W amino acid substitution in the mechanosensitive channel YfkC reduces intracellular glutamate levels. The intracellular metabolites of *B*. *subtilis* wild type strain 168, and the isogenic Δ*yfkC*, yfkC*, and yfkC* plsC* mutants were extracted and analyzed by GC-MS. (C) The R42W in the mechanosensitive channel YfkC results in an enhanced export of glutamate. The glutamate concentration in the supernatant of *B*. *subtilis* cultures of wild type strain 168, and the isogenic Δ*yfkC*, yfkC*, and yfkC* plsC* mutants were analyzed by GC-MS. Statistical analysis was performed using a one-way ANOVA, followed by Tukey’s multiple comparisons test (**** P < 0.0001). The numerical data are presented in S4 Table.

### The mutant forms of the mechanosensitive channel YfkC and the lipid biosynthetic enzyme PlsC allow glutamate export

The requirement of the Δdac yfkC* mutant for an additional mutation reducing lipid biosynthesis to allow growth in the presence of glutamate in several of the suppressor mutants suggests that the membrane properties are important for controlling cellular glutamate homeostasis. This conclusion is supported by the well-established functional interaction between mechanosensitive channels and lipid molecules [71,72]. It is tempting to speculate that the combination of altered lipid composition and the mutation in the trans-membrane helix of YfkC results in a change of channel properties that facilitates the export of glutamate by YfkC. To test this hypothesis, we determined the intracellular and extracellular glutamate concentrations in the wild type strain 168, and in the isogenic Δ*yfkC*, yfkC* and yfkC* plsC* mutants (Fig 4B and 4C). The wild type strain contained about 2.8 μg glutamate per OD_600_ and ml, and the same glutamate concentration was detected in the Δ*yfkC* mutant. This is in good agreement with the observation that the deletion of the *yfkC* gene did not confer glutamate resistance to the Δ*dac* mutant. In contrast, the intracellular glutamate concentrations were reduced in the yfkC* mutant (1.7 μg/OD_600_ and ml) and even more so in the yfkC* plsC* double mutant (1.4 μg/OD_600_ and ml). On the other hand, the glutamate concentration in the supernatant of the wild type strain and the Δ*yfkC* mutant was low (1 μg/OD_600_ and ml), and a moderate increase to 1.3 μg/OD_600_ and ml was observed in the presence of the yfkC* mutation. The extracellular glutamate concentration was most elevated in the yfkC* plsC* double mutant (2.3 μg/OD_600_ and ml). These results support the idea that the point mutation in YfkC* is crucial for lowering the intracellular glutamate concentration by facilitating export of the amino acid. In agreement with previous findings on the functional interactions between mechanosensitive channels and lipid molecules [71,72], the reduced lipid biosynthesis due to the PlsC* mutation further enhances glutamate export via YfkC*.

### AimA (YbeC) is a novel major glutamate transporter

The acquisition of suppressor mutations that provide resistance to glutamate to the Δ*dac* mutant was a rare event that took several days to occur (see above). However, we observed the rapid appearance of glutamate-resistant suppressor mutants if the strain already carried a *nhaK* mutation that facilitates potassium export. To determine the requirements for glutamate resistance in more detail, we isolated a set of 16 new suppressor mutants (see Fig 1). Since the originally isolated suppressor mutant GP2842 carried a combination of mutations in *nhaK* and the *ybeC* gene encoding an amino acid transporter, we sequenced the *ybeC* allele in all glutamate-resistant suppressor mutants isolated from the Δ*dac nhaK*(S187F) (from now on referred to as nhaK* and NhaK* for the gene and protein, respectively). Strikingly, all 16 strains carried mutations in *ybeC*. Among these mutations are frameshifts in ten strains, an insertion of 2 amino acids after residue 226 in one strain, and amino acid substitutions in the remaining five strains (for details, see Table 2). The high number of mutants with inactivated *ybeC* genes strongly suggests that the combination of NhaK* and loss of YbeC allows growth of the Δ*dac* mutant in the presence of glutamate. To test this hypothesis, we deleted the *ybeC* gene in the Δ*dac* mutant. The resulting strain, GP3054, was unable to grow in the presence of glutamate, indicating that only the combination of the nhaK* and the *ybeC* mutations conferred resistance to glutamate to the Δ*dac* mutant.

**Table 2:** Bacterial strains used in this study.

Strain	Genotype	Reference
168	*trpC2*	Laboratory collection
BKE14130	*trpC2 ΔdarB*::*erm*	[90]
GP94	*trpC2 ΔcdaA*::*spc*	[21]
GP342	*trpC2 amyE*::(*gltA*-*lacZ kan*)	[91]
GP987	*trpC2 ΔdisA*::*tet*	[9]
GP991	*trpC2 ΔcdaS*::*ermC ΔdisA*::*tet*	[9]
GP997	*trpC2 ΔcdaA*::*cat*	[9]
GP1360	*trpC2 ΔcdaS*::*spc*	This study
GP1361	*trpC2 ΔcdaS*::*spc disA*::*tet*	GP1360 → GP987
GP1712	*trpC2 ΔdarA*::*cat*	[47]
GP2181	*trpC2 amyE*::(P-*kimA-*RS*-lacZ cat*)	pGP2912 → 168
GP2222	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet*	[21]
GP2223	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_	[21]
GP2224	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet aimA*_*frameshift*_ *yqeG*_*frameshift*_ *yqeV*_*frameshift*_	This study
GP2245	*trpC2 ΔcdaS*::*ermC ΔdisA*::*tet ΔgltT*::*kan*	GP2248 → GP991
GP2248	*trpC2 ΔgltT*::*kan*	This study
GP2259	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔgltT*::*kan ΔdisA*::*tet*	GP997 → GP2245
GP2413	*trpC2 ΔcdaS*::*ermC ΔdisA*::*tet ΔdarA*::*cat*	GP1712 → GP991
GP2420	*trpC2 ΔcdaS*::*ermC ΔdisA*::*tet ΔdarA*::*cat ΔcdaA*::*spc*	GP94 → GP2413
GP2777	*trpC2 ΔcdaS*::*spc ΔdisA*::*tet ΔdarB*::*ermC*	BKE14130 → GP1361
GP2779	*trpC2 ΔcdaS*::*spc ΔdisA*::*tet ΔdarB*::*ermC ΔcdaA*::*cat*	GP997 → GP2777
GP2785	*trpC2 ΔyfkC*::*kan*	This study
GP2786	*trpC2 ΔaimA*::*kan*	This study
GP2796	*trpC2 ΔcdaS*::*spc disA*::*tet ΔyfkC*::*kan*	GP2785 → GP1361
GP2797	*trpC2 ΔcdaS*::*spc disA*::*tet ΔyfkC*::*kan ΔcdaA*::*cat*	GP997 → GP2796
GP2798	*trpC2 yfkC*_*R42W*_ *kan*	This study
GP2813	*trpC2 ΔcdaS*::*spc disA*::*tet yfkC*_*R42W*_ *kan*	GP2798 → GP1361
GP2814	*trpC2 ΔcdaS*::*spc disA*::*tet yfkC*_*R42W*_ *kan ΔcdaA*::*cat*	GP997 → GP2813
GP2818	*trpC2 ΔgltP*::*cat ΔaimA*::*kan*	GP2786 → GP2824
GP2824	*trpC2 ΔgltP*::*cat*	This study
GP2825	*trpC2 ΔgltT*::*kan ΔgltP*::*cat*	GP2824 → GP2248
GP2831	*trpC2* Δ*gltT*::*kan* Δ*aimA*::*phleo*	LFH → GP2248
GP2837	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet yfkC*_*R42W*_ *plsC*_*L48P*_ *fliP*_*frameshift*_	This study
GP2838	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet ndhF*_*V237E*, *M241L*, *H242L*, *A243D*, *G244C*, *L245F*_ *ΔydcL-yddM yoaI*_*frameshift*_	This study
GP2839	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet fliK*_*truncated*_ *rpoB*_*Q109P*_ *rbsB*_*R175L*_	This study
GP2840	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet plsC*_*A61V*_ *ndhF*_*frameshift*_ *ktrC*_*frameshift*_ *sigD*_*G88D*_	[41]
GP2841	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet gudB*_*decrypt*._ *accC*_*H298Y*_	This study
GP2842	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*frameshift*_	This study
GP2845	*trpC2 ΔcdaS*::*spc ΔdisA*::*tet ΔdarB*::*ermC ΔcdaA*::*cat ktrC* (fs) *kimA*_*Δ354–364*_ *darA*_*V100A*_	This study
GP2849	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet aimA*_*frameshift*_ *ybcC*_*K722L/I724F*_	This study
GP2850	*trpC2 ΔcdaS*::*spc disA*::*tet yfkC*_*R42W*_ *kan ΔcdaA*::*cat accA*_*A229V*_ *yerC*_*T58K*_ *ypoP*_*KTEYF 111 I*_	This study
GP3010	*trpC2 ΔcdaS*::*ermC ΔdisA*::*tet ΔdarA*::*cat ΔcdaA*::*spc ykoX*_*K218STOP*_ *ktrC*_*G11C*_ *yfkF*_*G294S*_ *nusG*_*T82K*_ *kimA*_*ΔG112*_ *ccpA*_*Δbp850-1005 (incl 24bp downstream)*_	This study
GP3053	*trpC2 ΔcdaS*::*ermC ΔdisA*::*tet ΔaimA*::*phleo*	GP2831 → GP991
GP3054	*trpC2 ΔcdaS*::*ermC ΔdisA*::*tet ΔaimA*::*phleo ΔcdaA*::*cat*	GP997 → GP3053
GP3071	*trpC2 ΔgltT*::*kan ΔaimA*::*phleo ΔgltP*::*cat*	GP2824 → GP2831
GP3077	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet ktrC*_*frameshift*_ *aimA/glpQ*_*truncation*_ *ybcC*_*frameshift*_	This study
GP3078	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet plsC*_*A61V*_ *aimA*_*T374M*_ *ktrB*_*G313D*_ *sigD*_*G88D*_	This study
GP3079	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet yfkC*_*R42W*_ *plsC*_*L48P*_ *Δ(abh-kinC-ykqA-ktrC) hbs*_*I32T*_ *ndoA*_*G6S*_ *fliP*_*frameshift*_	This study
GP3093	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔgltT*::*kan ΔdisA*::*tet aimA*_*L419P*_ *ndhF*_*frameshift*_ *fliK*_*frameshift*_	This study
GP3094	*trpC2 ΔcdaS*::*spc ΔdisA*::*tet ΔdarB*::*ermC ΔcdaA*::*cat ktrC*_*frameshift*_ *kimA*_*Δ354–364*_ *codY*_*G146V*_ *yonD*_*D255H*_	This study
GP3099	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet plsC*_*L48P*_ *yfkC*_*R42W*_ *fliP*_*frameshift*_ *cotO*_*I34F*_	This study
GP3101	*trpC2 ΔcdaS*::*ermC ΔdisA*::*tet ΔaimA*::*phleo ΔcdaA*::*cat fusA*_*A579V*_ *yqeG*_*frameshift*_	This study
GP3102	*trpC2 ΔcdaS*::*ermC ΔdisA*::*tet ΔaimA*::*phleo ΔcdaA*::*cat nhaK*_*R486C*_ *sigA*_*F281V*_ *mprA*_*P397L*_ *fusA*_*A579V*_	This study
GP3103	*trpC2 ΔcdaS*::*ermC ΔdisA*::*tet ΔaimA*::*phleo ΔcdaA*::*cat ktrC*_*G14D*_ *topA*_*K13N*_ *fusA*_*A21T*_	This study
GP3105	*trpC2 ΔcdaS*::*spc disA*::*tet yfkC*_*R42W*_ *kan ΔcdaA*::*cat aimA*_*frameshift*_ *carB*_*T257R*_ *mutL*_*frameshift*_ *pksJ*_*L4386F*_	This study
GP3464	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet plsC*_*P110S*_ *flhA*_*frameshift*_	This study
GP3473	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet ndhF*_*frameshift*_ *aimA*_*frameshift*_ *gudB*^*+*^ *fliH*_*frameshift*_ *yuiE*_*G37V*_	This study
GP3474	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet ndhF* (fs) *aimA*_*frameshift*_ *ykpA*_*frameshift*_ *ktrC*_*frameshift*_ *fliK*_*frameshift*_ *fliH*_*silent*_	This study
GP3486	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*frameshift*_	This study
GP3487	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*frameshift*_	This study
GP3488	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*frameshift*_	This study
GP3489	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*P279H*_	This study
GP3490	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*I164N*_	This study
GP3491	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*frameshift*_	This study
GP3492	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*frameshift*_	This study
GP3493	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*frameshift*_	This study
GP3494	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*S106P*_	This study
GP3495	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*N349K*_	This study
GP3496	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*frameshift*_	This study
GP3497	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*frameshift*_	This study
GP3498	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*G70R*_	This study
GP3499	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*Insertion after aa 226 (+VA)*_	This study
GP3500	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*frameshift*_	This study
GP3701	*trpC2 ΔcdaA*::*cat ΔcdaS*::*ermC ΔdisA*::*tet nhaK*_S187F_ *aimA*_*frameshift*_	This study
GP3702	*trpC2 ΔcdaS*::*spc ΔdisA*::*tet ΔdarB*::*ermC ΔcdaA*::*cat ktrC*_*frameshift*_ *kimA*_Δ354–364_ *darA*_*frameshift*_	This study
GP3703	*trpC2 ΔcdaS*::*spc ΔdisA*::*tet ΔdarB*::*ermC ΔcdaA*::*cat ktrC*_*frameshift*_ *kimA*_Δ354–364_ *darA*_*frameshift*_	This study

Three lines of evidence suggest that YbeC is the major glutamate transporter of *B*. *subtilis*: (i) We isolated seven independent mutants affected in *ybeC* in the initial screen for mutations conferring glutamate resistance to the Δ*dac* strain, (ii) we reproducibly isolated a large number of *ybeC* mutants based on the Δdac nhaK* mutant, and (iii) YbeC is an amino acid transporter of the amino acid-polyamine-organocation (APC) superfamily. We have recently demonstrated that YbeC is the major serine transporter of *B*. *subtilis* [57]. It is well established that many amino acid transporters can take up multiple different amino acids. To test the possible role of YbeC in glutamate uptake, we first attempted functional complementation in *E*. *coli* that is unable to grow with glutamate as the single source of carbon and nitrogen due to the low activity of intrinsic glutamate transporters [73]. For this purpose, we transformed *E*. *coli* JM109 with plasmid pGP2987 that carries the *ybeC* gene or with the empty vector pWH844 [74]. The resulting transformants were tested for growth on minimal medium with glucose and ammonium or with glutamate as the only source of carbon and nitrogen (see Fig 5A). Whereas both strains grew well with glucose and ammonium, the strain carrying the empty vector was unable to utilize glutamate. In contrast, the expression of the *ybeC* gene allowed *E*. *coli* to use glutamate as source of carbon and energy. These findings confirm that YbeC indeed is a glutamate transporter. The protein and the gene were therefore renamed AimA and *aimA*, respectively (amino acid importer A).

**Fig 5:**
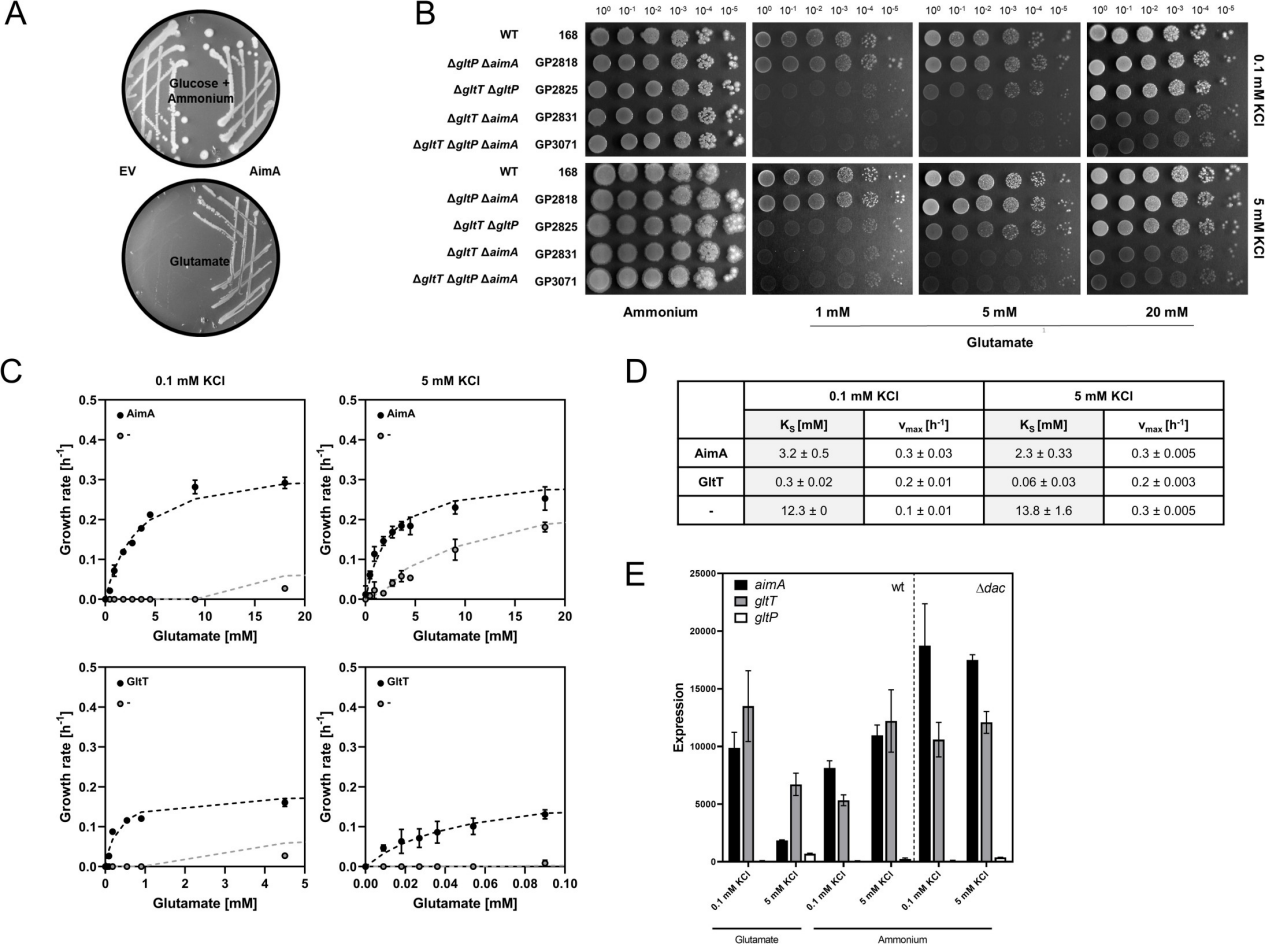
Identification of AimA as a novel low-affinity glutamate transporter. (A) *E*. *coli* JM109 was transformed with pGP2987 (AimA) and pWH844 (empty vector) and growth of *E*. *coli* JM109 was assessed on MSSM minimal medium with glucose and ammonium or glutamate as carbon and nitrogen source. (B) Growth assay of *B*. *subtilis* glutamate transporter mutants. *B*. *subtilis* strains were cultivated in MSSM minimal medium with 0.1 mM KCl and ammonium. Cells were harvested, washed, and the OD_600_ was adjusted to 1.0. Serial dilutions were dropped onto MSSM minimal plates with the indicated potassium concentration and ammonium or glutamate (1, 5, or 20 mM). (C) Determination of glutamate transporter kinetics. The growth rates of *B*. *subtilis* strains expressing either AimA (upper panel) or GltT (lower panel) as the only glutamate transporter were used to determine the apparent glutamate transporter kinetics of AimA and GltT. A *B*. *subtilis* strain lacking all glutamate transporters (Δ*gltT* Δ*aimA* Δ*gltP*; light grey) served as a control. The strains were grown in MSSM minimal medium with 0.1 mM or 5 mM KCl and various glutamate concentrations. The growth rate was plotted against the glutamate concentration. (D) Kinetic parameters (K_S_ and v_max_ values) for AimA and GltT. The numerical data are presented in S4 Table. (E) Expression of *gltT*, *aimA*, and *gltP*. The expression levels of the genes encoding the glutamate transporters GltT, AimA, and GltP were extracted from the transcriptomic analysis.

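The log2 signals of the 3 genes in the 6 conditions were as follows (mean ± SD, n = 2 arrays each). Expression of gltT (BSU10220, 56 probes between bases 1096576 and 1097834) was 10.05 ± 0.14 at 0.1 mM and 11.43 ± 0.43 at 5 mM KCl in the wild type with ammonium, and 11.55 ± 0.45 and 10.34 ± 0.41 with glutamate. In GP2222 it was 11.22 ± 0.26 and in GP2223 11.29 ± 0.13. The gene aimA is listed under its earlier name ybeC (BSU02120, 72 probes between bases 231353 and 232961). Its signal was 10.24 ± 0.021 and 10.89 ± 0.12 with ammonium at 0.1 mM and 5 mM KCl, 10.61 ± 0.37 and 8.19 ± 0.31 with glutamate, 11.63 ± 0.28 in GP2222 and 11.50 ± 0.078 in GP2223. For gltP (BSU02340, 54 probes between bases 253539 and 254750) the signals were 4.06 ± 0.11 and 5.78 ± 0.46 with ammonium, 4.03 ± 0.69 and 7.11 ± 0.43 with glutamate, 4.62 ± 0.50 in GP2222 and 6.50 ± 0.087 in GP2223. Because the signal also depends on the sequence of the probes, each gene is comparable between conditions but not with the other genes.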

It is very striking that our suppressor screens for glutamate-resistant mutants often identified AimA but never GltT or GltP, the two described glutamate transporters of *B*. *subtilis*. Therefore, we analyzed the contributions of these proteins to glutamate uptake by comparing the growth of strains expressing only one of the three proteins and a strain lacking all of them (see Fig 5B). All tested strains grew well in the presence of ammonium as the nitrogen source, reflecting their ability to synthesize glutamate. The strain GP3071 lacking all three presumptive glutamate transporters was only viable at high glutamate concentrations but not at 1 mM or 5 mM. This demonstrates that the bacteria need to transport glutamate if no ammonium is available for its synthesis. Moreover, it demonstrates that efficient glutamate transport is not possible in the absence of the three proteins. GP2818 expressing GltT grew at the three tested glutamate concentrations confirming its role as glutamate transporter. The strain GP2825 that expressed AimA as the only glutamate transporter did not grow at the lowest tested glutamate concentration (1 mM), but this strain was able to grow at 5 mM and 20 mM glutamate suggesting that AimA might be a low-affinity glutamate transporter. In contrast, the strain expressing GltP was only viable at highest glutamate concentration as observed for strain GP3071 lacking all three proteins. This suggests that GltP plays only a very minor, if any role, in glutamate uptake, and that yet another protein can transport glutamate at high concentrations.

To study the activities of AimA and GltT in glutamate transport in more detail, we assayed the growth of strains expressing only one of these transporters at different glutamate concentrations (see Fig 5C and 5D). Moreover, we performed this experiment in the presence of 0.1 mM and 5 mM KCl in the medium to see whether potassium has an effect on glutamate uptake as it has been observed with an activating effect of glutamate on potassium uptake by KtrCD [41]. As control, we used strain GP3071 that lacks AimA, GltT, and GltP. The results were used to calculate apparent K_S_ values that reflect the affinities of the transporters for glutamate. For GltT, we observed K_S_ values of 0.3 mM and 0.06 mM in the presence of 0.1 and 5 mM potassium, respectively. These results are in good agreement with the description of GltT as a high-affinity glutamate transporter [75]. Moreover, they show that the affinity of GltT for glutamate is five-fold increased in the presence of high potassium concentrations. For AimA, we determined apparent K_S_ values of 3.2 and 2.3 mM in the presence of 0.1 and 5 mM potassium, respectively. In good agreement with the drop dilution assay, this suggests that AimA is a low-affinity glutamate transporter, and that the affinity of AimA is not affected by the external potassium concentration. The strain GP3071 lacking all known and suspected glutamate transporters grew only at high glutamate concentrations. This suggests the presence of an additional transporter with very low affinity for glutamate (apparent K_S_ values of 12.3 and 13.8 mM in the presence of 0.1 and 5 mM potassium, respectively). Thus, AimA is the major glutamate transporter under standard growth conditions when glutamate is not limiting in the medium.

The role of AimA as the major glutamate transporter is in excellent agreement with the common isolation of glutamate-resistant Δ*dac aimA* mutants whereas no *gltT* mutants could be isolated. Indeed, the Δ*dac* Δ*gltT* mutant was unable to grow in the presence of glutamate, but again a suppressor mutant, GP3093, could be isolated (see Fig 1). Not surprisingly, this strain carries a mutation in *aimA* (Leu-419 Pro). Moreover, this strain carries frame-shift mutations in *ndhF* and *fliK*. The paired occurrence of *aimA* and *ndhF* suppressor mutations has been observed several times independently (see Table 1).

To get further insights into *gltP*, *gltT* and *aimA*, we determined the expression of these genes based on the transcriptome analysis under the relevant conditions (see Fig 5E). 

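The share of gltP probes well above background was 40.7% and 22.2% on the 2 arrays of the wild type with ammonium at 0.1 mM KCl, and 31.5% and 20.4% with glutamate. The arrays at 5 mM KCl had 92.6% and 53.7% with ammonium and 100% and 88.9% with glutamate. The gltP signal was at least 2.30-fold higher at 5 mM than at 0.1 mM KCl with ammonium (limma adjusted p = 0.00194) and at least 3.35-fold higher with glutamate (limma adjusted p = 2.68e-09). With normexp neither rise was called (0.58 and 1.21), and the rise with ammonium was not called with 75th percentile scaling (1.02) or without replicate 1 at 5 mM KCl (1.39) either.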

The expression of *gltP* was very low under all tested conditions, which is in agreement with the observation that GltP does not play a significant role in glutamate uptake. The expression of both GltT and AimA was significant. 

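For the wild type with glutamate, aimA (ybeC) was 5.37-fold lower at 5 mM than at 0.1 mM KCl, with a log2 fold change of -2.42 (SE 0.48, limma adjusted p = 3.63e-06). The gltT gene was 2.30-fold lower (-1.20, limma adjusted p = 0.0322), below the limit of 2.5-fold. The call limit was passed by gltT without replicate 2 at 0.1 mM KCl (-1.52) or without replicate 1 at 5 mM KCl (-1.50).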

In the presence of glutamate in the medium, the expression was reduced five- and two-fold for AimA and GltT, respectively, at the high potassium concentration (5 mM). 

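With ammonium, the change of aimA (ybeC) between 0.1 mM and 5 mM KCl was 0.65 on the log2 scale (SE 0.48, limma adjusted p = 0.267), and -0.045 with 75th percentile scaling. The gltT gene was 2.60-fold higher at 5 mM KCl (1.38, limma adjusted p = 0.0130). Relative to the median of all features its change was 0.51, and with 75th percentile scaling it was 0.69 and not called. The call was also lost without replicate 1 (1.48) or 2 (1.28) at 0.1 mM KCl and without replicate 1 at 5 mM KCl (1.08). The difference between the nitrogen sources in the response to potassium was -2.58 for gltT (limma adjusted p = 8.95e-04) and -3.07 for aimA (limma adjusted p = 6.15e-05).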

In the absence of glutamate, *aimA* expression did not respond to the supply of potassium whereas the expression of *gltT* was about two-fold increased at the increased potassium concentration. Thus, if glutamate is limiting, both the expression of *gltT* and the affinity of the GltT protein for glutamate are increased by potassium.

### Adaptation of a Δ*dac* Δ*aimA* mutant to growth in the presence of glutamate

To make the picture of the requirements for a Δ*dac* mutant to tolerate glutamate complete, we also adapted a Δ*dac* Δ*aimA* mutant to the presence of glutamate. As described above, this mutant was not viable in the presence of glutamate; however, we could isolate three glutamate-resistant suppressor mutants (see Fig 1). The mutations in these strains were identified by whole genome sequencing. Interestingly, all three suppressor mutants had mutations affecting the essential translation elongation factor G, in two strains (GP3101 and GP3103) the highly conserved Ala-579 was replaced by a Val (see S9 Fig). Ala-579 is located in immediate vicinity of a loop (Loop II) that is required for tRNA translocation in the ribosome [76,77], suggesting that the mutation interferes with translation. In the third strain (GP3102) we found an A21T substitution. This residue is the immediate neighbour of Asp-20, which binds the Mg^2+^ ion in the active site of the protein [78]. The presence of substitutions in highly conserved and functionally important regions of FusA in all three suppressors suggests that reduced translation efficiency helps the Δ*dac* Δ*aimA* mutant to adapt to the presence of glutamate. In addition to the mutations in *fusA* each strain had a distinct additional mutation. Strain GP3101 had a frameshift mutation in the *yqeG* gene encoding a putative HAD superfamily phosphatase [79], whereas the two other strains carried point mutations affecting potassium homeostasis (*nhaK* and *ktrC* for GP3102 and GP3103, respectively) again highlighting the toxicity of potassium in the presence of glutamate. Moreover, GP3102 carried amino acid substitutions affecting SigA, the housekeeping sigma factor (F281V) and MrpA (P397L), a subunit of the sodium exporter of *B*. *subtilis*, and GP3103 had a point mutation affecting the quasi-essential DNA topoisomerase 1 TopA (K13N). The analysis of these strains for growth in the presence of glutamate with 0.1 or 5 mM potassium revealed that all suppressors were viable at both potassium concentrations, however, the suppression was most efficient if the *yqeG* or *nhaK* genes were affected in addition to *aimA* (see S10 Fig).

## Discussion

Cyclic di-AMP is essential f or many bacteria that produce this second messenger; however, the reasons behind this essentiality have not been fully understood. In this study, we used the Gram-positive model organism *B*. *subtilis* to gain further insights into the critical functions of c-di-AMP. Based on a variety of distinct suppressor screens to adapt a *B*. *subtilis* strain lacking c-di-AMP to either the presence of glutamate or to growth on complex medium, we can conclude that the control of potassium homeostasis is the major bottleneck that limits growth of the mutant under both conditions. This is in good agreement with (i) the large variety of c-di-AMP target proteins and RNA molecules that are involved in the uptake and export of potassium in *B*. *subtilis* and other bacteria [11,13,20,21,23,31,34,45,80], (ii) the fact that the intracellular c-di-AMP levels seem to report the extracellular potassium concentrations [18,21,37], and the isolation of suppressor mutants affecting potassium homeostasis in response to altered cellular c-di-AMP levels also in other bacteria [18,37]. However, our study also clearly demonstrates that potassium is not the only problem for growth of *B*. *subtilis* in the absence of c-di-AMP since the presence of mutations that reduce potassium uptake or facilitate its export is not sufficient to overcome the toxicity of glutamate or complex medium. Suppressor studies with *L*. *monocytogenes* and *S*. *aureus* mutants lacking c-di-AMP revealed that those mutants often had acquired mutations in transporters for osmoprotectants such as glycine betaine indicating that intoxication by compatible solutes is the main reason for essentiality of c-di-AMP in these latter bacteria. The idea of a major role for c-di-AMP in osmoprotection rather than in potassium homeostasis in these pathogenic bacteria is also supported by the observation that potassium has only a minor impact on a *L*. *monocytogenes* strain lacking the only diadenylate cyclase [80]. Thus, while general features of c-di-AMP signaling are conserved in different bacteria, the specific roles and mechanisms may differ even between closely related bacteria.

Potassium and glutamate are the most abundant cation and anion, respectively, in every living cell, and the intracellular concentrations of the two ions need to be balanced [81]. In *B*. *subtilis*, c-di-AMP seems to play an important role in achieving this balance. The concentrations of the nucleotide respond both to the potassium and the nitrogen source availability, they are high at high potassium concentrations and in the presence of glutamate but not ammonium or glutamine [15,21,40]. Our work supports the idea of a close physiological integration of potassium and glutamate homeostasis: Both potassium and glutamate inhibit growth of the Δ*dac* mutant independently of each other. The accumulation of amino acids has also been shown to be a problem for the Δ*dac* mutants of *L*. *monocytogenes* and *S*. *aureus*. As presented in this study, in both organisms amino acid transporters were often inactivated in suppressor mutants that were capable of growing on complex medium despite the lack of c-di-AMP: In *L*. *monocytogenes*, several suppressor mutants carried mutations inactivating the OppABCD oligopeptide transporter [39] whereas the characterization of *S*. *aureus* suppressor mutants resulted in the identification of the AlsT glutamine transporter, thus indicating that glutamine rather than glutamate is toxic for the *S*. *aureus* Δ*dac* mutant [39,42]. Again, these differences between the related organisms support the idea that c-di-AMP has global overarching functions in the different bacteria, but these can be put into practice differently.

It had been established previously that the accumulation of glutamate can be toxic for *B*. *subtilis* [56,82]. In the case of the Δ*dac* mutant, our work has identified two essential requirements, i. e. the reduction of the intracellular glutamate and potassium concentrations (see Fig 6 for an overview). Since glutamate stimulates potassium uptake by the KtrCD channel [41] we can conclude that the increased potaasium uptake is the major reason for the toxicity of glutamate for the Δ*dac* mutant. Our work has unraveled three ways to reduce the intracellular glutamate concentrations: (i) Glutamate can be efficiently degraded upon decryptification of the otherwise inactive *gudB* gene encoding the major constitutive glutamate dehydrogenase of *B*. *subtilis*. Such a well established *gudB*^+^ mutation [55] was found in the suppressor mutants GP2841 and GP3473. (ii) The uptake of glutamate can be prevented, and this was indeed observed in many suppressor mutants. Surprisingly, the recently characterized serine transporter AimA (YbeC) was identified as the main glutamate transporter rather than the previsously studied GltT [75]. Even the Δ*dac* mutant lacking *gltT* was unable to grow in the presence of glutamate unless AimA had been inactivated (see Fig 1). This observation as well as our detailed kinetic analyses revealed that AimA is the major low affinity transporter for glutamate. Moreover, in the absence of c-di-AMP, the *aimA* gene is the most strongly expressed gene encoding a glutamate transporter (see Fig 5E). It is interesting to note that the expression of *aimA* responds to the availability of c-di-AMP (see Fig 5B), however, the mechanism responsible for this control has yet to be uncovered. 

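Against the wild type with ammonium at 0.1 mM KCl, aimA (ybeC) was 2.62-fold higher in GP2222, a log2 fold change of 1.39 (SE 0.48, limma adjusted p = 0.0109), or 0.30 relative to the median of all features. This call was lost with 75th percentile scaling (0.57), with quantile normalization (0.44), with normexp (1.22) and without replicate 1 of GP2222 (1.19) or without replicate 1 (1.40) or 2 (1.37) of the wild type. The change of gltT was 1.18 (limma adjusted p = 0.0301), below 2.5-fold, although it was called without replicate 2 of GP2222 (1.36). That of gltP was 0.55 (limma adjusted p = 0.320), with -0.27 under 75th percentile scaling. On the arrays of replicates 1 and 2 of GP2222 the log2 signals were 11.83 and 11.43 for aimA, 11.41 and 11.04 for gltT and 4.97 and 4.26 for gltP. Signals of different probes are not on one scale, so the 3 genes were not ranked against each other.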

We have previously demonstrated that a potassium channel (KtrCD) is directly activated and thus converted from a low- to a high-affinity uptake system in the presence of glutamate [41]. Here, we show that similarly the affinity of the high affinity glutamate transporter GltT is controlled by the presence of potassium: At high potassium concentrations, the affinity of GltT for glutamate is increased fivefold. Thus, the uptake systems for the two most abundant ions in the cell can respond to the presence of the other ion to keep their intracellular concentrations balanced. (iii) In addition to mutations activating glutamate degradation or preventing glutamate uptake, we found several mutants with paired mutations affecting lipid biosynthesis and the mechanosensitive channel of small conductivity YfkC. Moreover, the Δdac yfkC* mutant expressing the altered channel protein had to acquire additional mutations affecting either glutamate uptake (*aimA*) or lipid biosynthesis (*accA*) to tolerate the otherwise toxic glutamate. We suggest that the altered YfkC* protein in conjunction with altered membrane properties facilitates the export of glutamate. This idea is supported by the observation that YfkC needs a gain-of-function mutation to bypass glutamate toxicity. Moreover, MscS-like mechanosensitive channels have been shown to export glutamate in *Corynebacterium glutamicum* [83,84]. In this bacterium, a gain of function mutation affecting this channel results in constitutive glutamate secretion [85]. Finally, specific membrane properties in *C*. *glutamicum* such as reduced lipid amounts facilitate glutamate export by the MscS-like channel (see [86] for review). Our data that demonstrate reduced intracellular and increased extracellular glutamate concentrations in the yfkC* plsC* double mutant provides strong evidence for the idea that the combination of mutations reducing lipid biosynthesis and that affect the mechanosensitive channel YfkC allow glutamate export in *B*. *subtilis*, thus overcoming the toxic effect of this amino acid.

**Fig 6:**
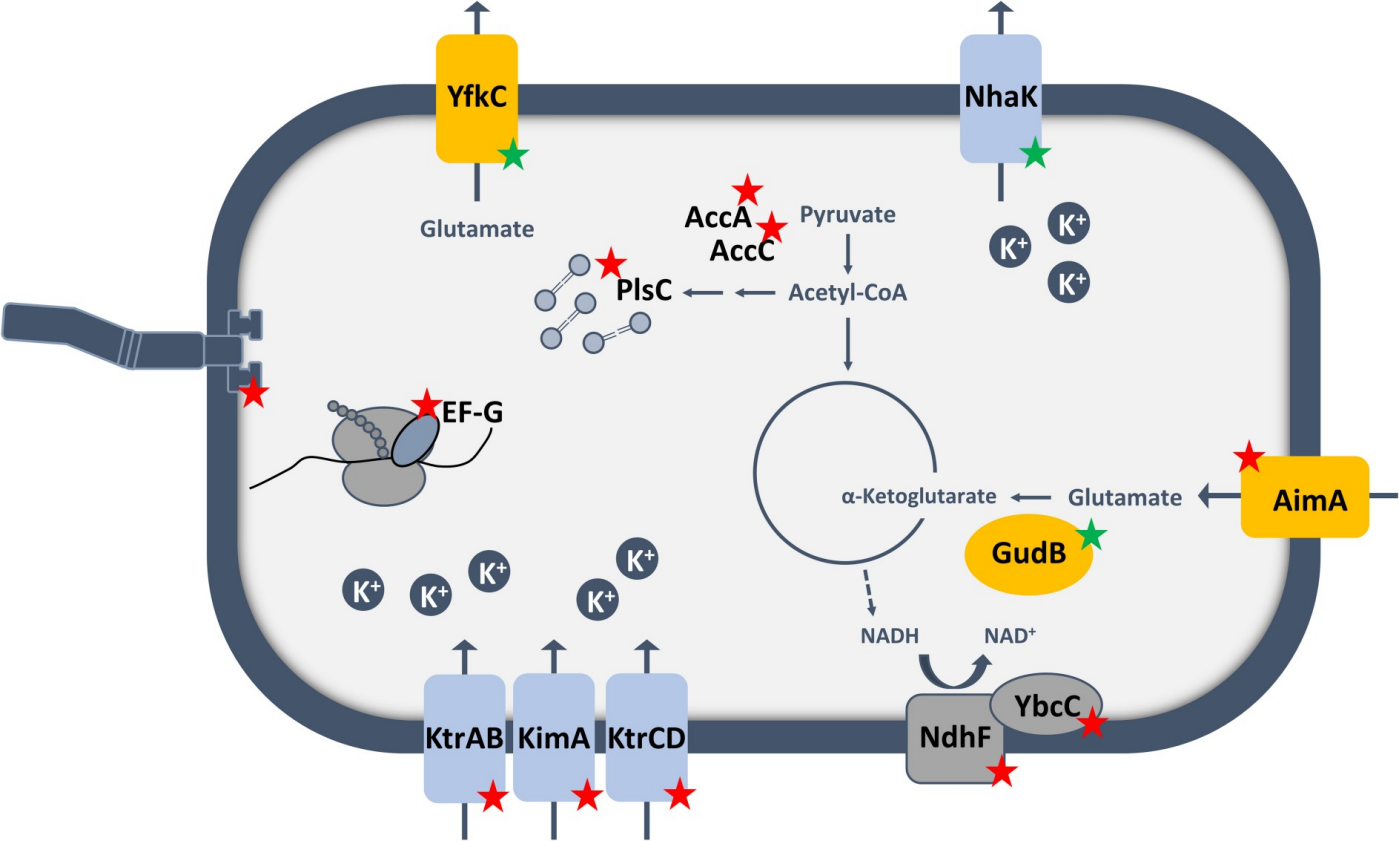
Acquisition of glutamate resistence in a *B*. *subtilis* strain lacking c-di-AMP. The pathways and functions affected in the isolated mutants obtained in the suppressor screen with glutamate (Table 1) and LB (Fig 2), are depicted in this model. Yellow: mutated proteins related to glutamate metabolism, blue: proteins involved in potassium homeostasis. Red stars indicate loss of function mutations, green stars indicate gain of function mutations.

Three lines of evidence suggest that respiration is a major bottleneck for *B*. *subtilis* in the absence of c-di-AMP. First, many suppressors isolated in the presence of glutamate had mutations that inactivate the *ndhF* gene encoding a subunit of a putative NADH dehydrogenase or the downstream *ybcC* gene of unknown function. It is tempting to speculate that the two proteins form a complex that catalyzes the oxidation of NADH_2_. Second, when we used complex medium to isolate suppressor mutants, this was initially only possible in the absence of oxygen if respiration activity was low. This is paralleled by the observation that the *S*. *aureus* Δ*dac* is viable in the absence but not in the presence of oxygen [40]. Finally, the lack of c-di-AMP results in an enhanced expression of the *ndhF*-*ybcC* operon and reduced intracellular NADH_2_ levels as indicated by the strong repression of the genes of the Rex regulon in the Δ*dac* mutant. Although it is not yet understood how precisely respiration interferes with the growth of the Δ*dac* mutant, it is tempting to speculate that the proton motive force generated by respiration plays a key role: the major potassium transporter KimA is actually a proton:potassium symporter [62],and potassium uptake by the KtrAB and KtrCD channels is directly driven by the proton motive force [87]. Thus, a reduced respiration lowers the proton motive force and may thus limit the uptake of potassium, the major growth-limiting factor for the *B*. *subtilis* Δ*dac* mutant.

The adaptation of the Δ*dac* mutant to complex medium confirmed the toxicity of potassium. Surprisingly, none of the suppressors isolated on complex medium carried mutations specifically related to glutamate. The acquisition of suppressor mutations that allow growth under anaerobic conditions on complex medium was only possible when one of the c-di-AMP binding signal transduction proteins DarA or DarB was absent (see Fig 2). This indicates that these proteins inhibit growth in their c-di-AMP-free apo form. It is possible that DarA and/or DarB have functions related to glutamate metabolism, and that the deletions of either of the corresponding genes already covers the aspect of glutamate homeostasis. For DarB it has very recently been shown that the apo protein stimulates the synthesis of (p)ppGpp by the alarmone synthetase Rel both in *B*. *subtilis* and *L*. *monocytogenes* [49,50], and excessive (p)ppGpp synthesis limits growth of both organisms [39,49,50]. For DarA, no function has been identified so far. It is interesting to note, however, that DarA seems to be even more inhibitory than DarB since the Δ*dac* Δ*darB* mutants tend to acquire additional mutations affecting DarA, suggesting that DarA might be involved in the control of glutamate metabolism.

Taken together, our study supports the idea that c-di-AMP plays a central role in the physiology of *B*. *subtilis*. Moreover, by comparing the results obtained with suppressor screens in closely related but distinct bacteria, it becomes clear that the overall themes of c-di-AMP signaling are similar in different bacteria whereas the precise mechanisms are not. While some of the functions of c-di-AMP in *B*. *subtilis* such as the control of potassium homeostasis are already well understood, there remain many open questions for future research such as the link between c-di-AMP and lipid biosynthesis and the function of the PII-like signal transduction protein DarA. The work described here provides a solid ground for further investigation.

## Materials and methods

### Strains, media and growth conditions

*E*. *coli* DH5α [88] was used for cloning and for the expression of recombinant proteins. *E*. *coli* JM109 (Promega) was used for glutamate transporter complementation assays. All *B*. *subtilis* strains used in this study are derivatives of the laboratory strain 168. They are listed in Table 2. *B*. *subtilis* was grown in Luria-Bertani (LB) or in sporulation (SP) medium [88,89]. For the assay of potassium and glutamate toxicity, *B*. *subtilis* was cultivated in MSSM medium [21]. In this modified SM medium KH_2_PO_4_ was replaced by NaH_2_PO_4_ and KCl was added as indicated. The media were supplemented with ampicillin (100 μg/ ml), kanamycin (10 and 50 μg/ ml for *B*. *subtilis* and *E*. *coli*, respectively), chloramphenicol (5 μg/ ml), tetracyclin (12.5 μg/ ml), spectinomycin (150 μg/ ml) or erythromycin and lincomycin (2 and 25 μg/ ml, respectively) if required.

### Suppressor screen

For identification of suppressor mutations that rescue the growth of the c-di-AMP lacking strain GP2222, a suppressor screen was set up. The same set-up was performed for the suppressor screens with GP2223, GP2814, GP3054, and GP2259 (see Fig 1). The respective strain was plated on MSSM minimal plates in the presence of ammonium and 0.1 mM KCl. After incubation for 2–3 days, cell material was scraped from the plates and washed three times in MSSM basal salts solution. These cells were either plated on MSSM minimal plates (Na-Glutamate, 0.1 mM KCl) or used for inoculation of 10 ml MSSM minimal medium (Na-Glutamate, 0.1 mM KCl). The bacteria were then incubated at 42°C for 3–4 days. As soon as suppressors appeared on the plates, they were picked and re-streaked three times. For liquid cultures, as far as growth could be observed, they were plated. Suppressors were picked and re-isolated again. For the suppressor screen on complex medium, GP2222, GP2420, and GP2779 were plated on LB plates. The plates were incubated at 37°C either under standard conditions (aerobic) or in an anaerobic jar to create an anaerobic environment. As soon as suppressors appeared, they were picked and re-isolated three times. For the two step adaptation to complex medium, suppressor mutants previously isolated in the anaerobic screen were plated on LB plates and incubated at 37°C under aerobic conditions. As soon as new suppressors appeared, they were picked and re-isolated three times. All isolated mutants were analyzed by whole-genome sequencing (see below).

### Phenotypic characterization

Amylase activity was detected on plates containing nutrient broth (7.5 g/liter), 17 g of Bacto agar per liter (Difco), and 5 g of hydrolyzed starch per liter (Connaught). The ability to degrade starch was detected by sublimating iodine onto the plates. For quantitative determination of *lacZ* expression in *B*. *subtilis*, cells were grown in MSSM medium with the nitrogen source and potassium concentration as indicated and harvested in the exponential phase. β-Galactosidase activity was determined with cell extracts obtained by lysozyme treatment as described previously [89]. One unit of β-galactosidase is defined as the amount of enzyme that produces 1 nmol of ο-nitrophenol per minute at 28°C. Experiments were performed in triplicate.

To assay growth of *B*. *subtilis* mutants at different potassium concentrations, the bacteria were inoculated in LB medium and precultured in MSSM medium with 0.1 mM KCl. The cultures were grown until exponential phase, harvested, washed three times in MSSM basal salts solution before the OD_600_ was adjusted to 1.0. Dilution series were then pipetted onto MSSM plates with ammonium or glutamate and 0.1 or 5 mM potassium.

Complementation in *E*. *coli* was assayed by transformation of strain JM109 that is unable to grow with glutamate as the single source of carbon and nitrogen. For this purpose, the strain was transformed with the complementation plasmid pGP2987 (*aimA*) and the empty vector control pWH844. Growth of the transformants was assessed on M9 minimal medium plates containing either ammonium and glucose or glutamate as carbon and nitrogen source [73].

### DNA manipulation and genome sequencing

Transformation of *E*. *coli* and plasmid DNA extraction were performed using standard procedures [88]. All commercially available plasmids, restriction enzymes, T4 DNA ligase and DNA polymerases were used as recommended by the manufacturers. Chromosomal DNA of *B*. *subtilis* was isolated as described [89]. *B*. *subtilis* was transformed with plasmid and genomic DNA according to the two-step protocol [89].

To identify the mutations in the suppressor mutants, their genomic DNA was subjected to whole-genome sequencing [92]. Briefly, the reads were mapped on the reference genome of *B*. *subtilis* 168 (GenBank accession number: NC_000964) [93] using the Geneious software package (Biomatters Ltd., New Zealand) [94]. Single nucleotide polymorphisms were considered as significant when the total coverage depth exceeded 25 reads with a variant frequency of ≥90%. All identified mutations were verified by PCR amplification and Sanger sequencing.

### Construction of mutant strains by allelic replacement

Gene deletion was achieved by transformation of *B*. *subtilis* 168 with a PCR product constructed using oligonucleotides to amplify DNA fragments flanking the target genes and an appropriate intervening resistance cassette as described previously [95]. The mutation *yfkC*-R42W was introduced by amplification of regions containing and flanking the mutation from strain GP2837, respectively, and a kanamycin resistance cassette was introduced downstream of *yfkC* in the non-coding region between *yfkC* and *yfkD* (terminator region of both genes present). The integrity of the regions flanking the integrated resistance cassette was verified by sequencing PCR products of about 1,000 bp amplified from chromosomal DNA of the resulting mutant strains.

### Plasmids

Construction of a reporter fusion of the *kimA* promoter region with the promoterless *lacZ* gene was done using the plasmid pAC6 [96]. The promoter fragment was cloned between the EcoRI and BamHI sites of pAC6. The resulting plasmid was pGP2912. The plasmid was linearized with ScaI and transformed into *B*. *subtilis* 168 for chromosomal integration into the *amyE* locus. For *E*. *coli* complementation assays, the *aimA* gene was amplified using the primer pair LK167 (5’ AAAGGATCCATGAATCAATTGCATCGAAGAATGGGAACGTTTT)/ AK324 (5’ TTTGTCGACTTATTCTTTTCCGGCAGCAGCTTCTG) and cloned between the BamHI and SalI sites of the expression vector pWH844 [74]. The resulting plasmid was pGP2987.

### Determination of apparent glutamate transporter kinetics

The growth characteristics of *B*. *subtilis* glutamate transporter mutants were used to determine the single glutamate transporter kinetics. The mutants were either positive for *gltT* (*ΔgltP*::*cat ΔaimA*::*kan*) or *aimA* (*ΔgltT*::*kan ΔgltP*::*cat*) or lacked both (*ΔgltT*::*kan ΔaimA*::*phleo ΔgltP*::*cat*). The nitrogen source was used as the limiting factor, so that transport of glutamate was the essential factor for growth. The bacteria were inoculated in LB medium and precultured in MSSM medium (ammonium) with 0.1/5 mM KCl. The cultures were grown until exponential phase and the cells were washed three times in MSSM basal salts solution. Afterwards, the cells were adjusted to OD_600_ 1.0 and used to inoculate a 96 well plate (Microtest Plate 96 Well, F, Sarstedt) containing the MSSM medium with the respective glutamate and potassium concentrations. The growth was tracked in an Epoch 2 Microplate Spectrophotometer (BioTek Instruments) at 37°C with linear shaking at 237 cpm (4 mm) for 20 h, and optical density at 600 nm was measured in 10 min intervals. The exponential growth phase was used to determine the growth rate μ [h^-1^]. μ was calculated from t_1_ (early exponential phase) and t_2_ (late exponential phase) and the corresponding OD_1_ and OD_2_ values. The resulting growth rates were then plotted against the glutamate concentrations. This allowed fitting to the Monod equation and calculation of V_max_ (h^-1^) and the apparent K_S_ (mM glutamate) using the solver tool of Excel 2012 (Microsoft). Experiments were repeated with three biological replicates.

### Metabolite analysis

Bacterial cells were cultivated in MSSM minimal medium with ammonium and 0.1 mM KCl until late exponential growth phase. 4 ml of each culture were harvested by filtration as described previously [97]. The filter was washed three times with 0.9% NaCl and transferred to 4 ml extraction solution (60% ethanol containing the internal ^15^N L-glutamic acid standard) and stored over night at -20°C. The extraction of metabolites and the derivatization was performed as described previously [92]. For the analysis of the medium, the cells were cultivated in the same medium until late exponential growth phase and harvested by centrifugation (8,500 rpm, 10 min). 100 μl of the supernatant were used for further analysis. ^15^N L-glutamic acid standard was added and the sample evaporated by nitrogen stream. The sample was dissolved in 15 μl Acetonitrile and 15 μl of N-methyl-N-(trimethylsilyl)trifluoroacetamide was added for derivatization. Analysis by GC-MS was performed with previously used equipment and settings [98].

### Transcriptome analysis

Wild type and the c-di-AMP-deficient strains GP2222 Δ*dac* and GP2223 Δ*dac nhaK*-S187F were grown in MSSM medium with ammonium or glutamate and low (0.1 mM) or high (5 mM) potassium concentrations. The strains were harvested by centrifugation (10.397 × g, 1 min, 4°C) at mid exponential phase (OD_600_ of 0.4–0.6). A total of two independent biological replicates were included. The pellets were frozen immediately in liquid nitrogen and stored at −80°C. Isolation of the total RNA was done as described previously [99,100], and the quality of the RNA preparations was assessed by means of an Agilent 2100 Bioanalyzer according to the manufacturer’s instructions. 5 μg of total RNA were used for cDNA synthesis. The synthesis and fluorescence labeling of cDNA followed a strand-specific method using the FairPlay III Microarray Labeling Kit (Agilent Technologies, Santa Clara, CA, USA) and actinomycin D (Calbiochem) [101]. 200 ng of Cy3-labeled cDNA were hybridized to the microarray following Agilent’s hybridization, washing and scanning protocol (One-Color Microarray-based Gene Expression Analysis, version 5.5). Data were extracted and processed using the Feature Extraction software (version 11.5.1.1). An aggregated expression value was computed for each annotated coding sequence and previously identified RNA feature [100]. Gene-level intensities were scaled based on the intensity values of ten different *in vitro*-synthesized transcripts contained in the One Color RNA Spike-In kit (Agilent Technologies) in order to account for technical variation associated with sample processing. Genes with at least 2.5-fold difference in expression levels of the wild type at the different conditions or between wild type and GP2222 mutant were considered significantly affected. The graphical presentation of the results was generated using GraphPad Prism version 8.0.0 for Windows, GraphPad Software, San Diego, California USA, www.graphpad.com (see S11 Fig).

To analyze the regulatory network, we compared the expression levels of the wild type strain and the GP2222 mutant at ammonium 0.1 mM KCl. The genes were clustered in operons according to their genetic localization, as described in *Subti*Wiki [51]. Additionally, gathered operons were grouped by their corresponding documented regulator/s and metabolism. The visual representation of the regulatory network was generated with Cytoscape and GIMP softwares [102,103].

### Quantitative Real-Time-PCR

For RNA isolation, the cells were grown in MSSM minimal medium containing ammonium or glutamate, and 0.1 mM or 5 mM KCl to an OD_600_ of 0.4 to 0.6 and harvested. Preparation of total RNA was carried out as described previously [104]. cDNAs were synthesized using a One-Step reverse transcription-PCR (RT-PCR) kit (Bio-Rad) [95]. Quantitative RT-PCR (qRT-PCR) was carried out on an iCycler instrument (Bio-Rad) following the manufacturer's instructions. The primers used for amplification are listed in S3 Table. The *alaS* and *gyrA* genes were used as internal controls, as their expression has been shown to be stable [105]. Data analysis and the calculation of expression ratios as fold changes were performed as described previously [95]. qRT-PCR experiments were performed in triplicates.

## Supporting information

S1 Text Global gene expression in the *B. subtilis* wild type strain in response to the potassium concentration and the nitrogen source. (DOCX) Click here for additional data file.

S1 Table Transcriptomic data for the genes that are most strongly affected by the absence of c-di-AMP (Ammonium 0.1 mM KCl). (DOCX) Click here for additional data file.

S2 Table Transcriptomic data of genes involved in c-di-AMP, potassium, and glutamate homeostasis. (DOCX) Click here for additional data file.

S3 Table Oligonucleotides used for qRT-PCR analyses. (DOCX) Click here for additional data file.

S4 Table Numerical data that underlies graphs or summary statistics. (XLSX) Click here for additional data file.

S1 Fig Determination of minimal inhibitory concentration of glutamate for Δdac mutant. Growth of *B*. *subtilis* 168 and GP2222 (Δ*dac*) was assessed on MSSM medium with ammonium and 0.1 mM and the indicated amount of glutamate (%).
(TIF) Click here for additional data file.

S2 Fig Acquisition of beneficial mutations allows growth of a c-di-AMP deficient strain in the presence of glutamate. Growth assay of *B*. *subtilis* wild type, GP2222 (Δ*dac*), and the isolated glutamate suppressor mutants. *B*. *subtilis* strains were cultivated in MSSM minimal medium with 0.1 mM KCl and ammonium. The cells were harvested, washed, and the OD_600_ was adjusted to 1.0. Serial dilutions were dropped onto MSSM minimal plates with the indicated potassium concentration and ammonium or glutamate, or on LB plates.
(TIF) Click here for additional data file.

S3 Fig Two-step adaptation to complex medium. Growth assay of *B*. *subtilis* wild type, GP2779 (Δ*dac* Δ*darB*), GP2420 (Δ*dac* Δ*darA*) and the isolated glutamate suppressor mutants. *B*. *subtilis* strains were precultivated in LB medium. The cells were harvested, washed, and the OD_600_ was adjusted to 1.0. Serial dilutions were dropped onto MSSM minimal plates with 0.1 mM KCl and ammonium or on LB plates.
(TIF) Click here for additional data file.

S4 Fig **Validation of the c-di-AMP dependent regulation of genes involved in respiration and fermentation (A) and potassium uptake (B).** *B*. *subtilis* wild type and Δ*dac* were cultivated in MSSM medium with ammonium and 0.1 mM KCl (A) or in MSSM medium with ammonium or glutamate and 0.1 mM or 5 mM KCl (B) and RNA was extracted and quantified by qRT-PCR. Changes in expression are represented as fold changes compared to the wild type grown with Ammonium and 0.1 mM KCl. The tables show a comparison of the ratios as determined by the transcriptomic analysis and qRT-PCR.
(TIF) Click here for additional data file.

S5 Fig Phospholipid biosynthesis in B. subtilis. In the suppressor screen with glutamate (Table 1) and LB (Fig 2), mutations in *accA*, *accC*, and *plsC*, which are involved in the synthesis of phospholipids, were obtained. All mutations were single amino acid substitutions from independently isolated clones. All mutations are located in highly conserved regions of AccA and AccC (Acetyl-CoA carboxylase, S7 Fig) and PlsC (acyl-ACP:1-acylglycerolphosphate acyltransferase, S8 Fig) close to the active center.
(TIF) Click here for additional data file.

S6 Fig Mutations in the acetyl-CoA carboxylase subunits. Mutations obtained in the suppressor screen with glutamate (Table 1) and LB (Fig 2). All mutations were single amino acid substitutions from independently isolated clones. Both mutations are located in highly conserved regions of AccA and AccC (hatched boxes) close to the active center.
(TIF) Click here for additional data file.

S7 Fig Mutations in the acyl-ACP:1-acylglycerolphosphate acyltransferase. Mutations in the *plsC* gene were obtained in the suppressor screen with glutamate (Table 1). All mutations were single amino acid substitutions from independently isolated clones. All mutations are located in functionally important regions of the enzyme.
(TIF) Click here for additional data file.

S8 Fig Mutations in the mechanosensitive channel YfkC. Mutations in the *yfkC* gene were obtained in the suppressor screen with glutamate (Table 1). The amino acid substitution Arg42 to Trp was observed in three independently isolated clones. In *E*. *coli* localization of S58 was observed to be highly dependent on the closing state of the channel, thus, it appears likely that amino acid residue 42 in *B*. *subtilis* is located close to the gate.
(TIF) Click here for additional data file.

S9 Fig Mutations in the elongation factor G (FusA). Mutations in the *fusA* gene were obtained in the suppressor screen of GP3054 (Δ*dac* Δ*aimA*) with glutamate (Fig 1). The amino acid substitution Ala21 to Thr was observed in one suppressor. Ala21 is adjacent to Asp20, an amino acid residue that binds the Mg ion and is therefore crucial for GTPase activity of the protein. In the two other suppressors Ala579 was mutated to Val. This amino acid residue is located in the conserved loop II that is required for proper translocation.
(TIF) Click here for additional data file.

S10 Fig Effect of the deletion of the glutamate transporters in a c-di-AMP deficient strain. Growth assay of *B*. *subtilis* wild type, GP2222 (Δ*dac*), GP3054 (Δ*dac* Δ*aimA*), GP2248 (Δ*dac* Δ*gltT*) and the isolated glutamate suppressor mutants. *B*. *subtilis* strains were cultivated in MSSM minimal medium with 0.1 mM KCl and ammonium. The cells were harvested, washed, and the OD_600_ was adjusted to 1.0. Serial dilutions were dropped onto MSSM minimal plates with the indicated potassium concentration and ammonium or glutamate, or on LB plates.
(TIF) Click here for additional data file.

S11 Fig Heatmap representation of the transcriptomic data. Representation of expression patterns of the most differentially expressed genes without c-di-AMP (see S1 Table). Blue and red indicate up- and downregulated expression, respectively. Color density represents the level of fold change. The figure was prepared with GraphPad Prism 8.
(TIF) Click here for additional data file.

S12 Fig Potassium and glutamate influenced promoters. The expression of the high-affinity potassium transporter *kimA* (A) and the glutamate synthase *gltA* (B) was assessed by fusion of the promoter to the reporter gene *lacZ*. The cells harboring the promoter-fusion were cultivated with ammonium or glutamate at 0.1 mM KCl (*kimA*) or ammonium and different potassium concentrations (0.1, 5, 20 mM; *gltA*). Promoter activity was analyzed by quantification of β-galactosidase activity. Statistical analysis was performed using a one-way ANOVA, followed by Tukey’s multiple comparisons test (**** P < 0.0001).
(TIF) Click here for additional data file.

## References

[1] GomelskyM. cAMP, c-di-GMP, c-di-AMP, and now cGMP: bacteria use them all! Mol Microbiol. 2011; 79: 562–565. 10.1111/j.1365-2958.2010.07514.x 21255104PMC3079424

[2] GörkeB, StülkeJ. Carbon catabolite repression in bacteria: many ways to make the most out of nutrients. Nat Rev Microbiol. 2008, 6: 613–624. 10.1038/nrmicro1932 18628769

[3] McDonoughKA, RodriguezA. The myriad roles of cyclic AMP in microbial pathogens: from signal to sword. Nat Rev Microbiol. 2012; 10: 27–38.10.1038/nrmicro2688PMC378511522080930

[4] HenggeR, HäusslerS, PruteanuM, StülkeJ, TschowriN, TurgayK. Recent advances and current trends in nucleotide second messenger signaling in bacteria. J Mol Biol. 2019; 431: 908–927. 10.1016/j.jmb.2019.01.014 30668970

[5] JenalU, ReindersA, LoriC. Cyclic di-GMP: a second messenger extraordinaire. Nat Rev Microbiol. 2017; 15: 271–284. 10.1038/nrmicro.2016.190 28163311

[6] LiuK, BittnerAN, WangJD. Diversity in (p)ppGpp metabolism and effectors. Curr Opin Microbiol. 2015; 24: 72–79. 10.1016/j.mib.2015.01.012 25636134PMC4380541

[7] HauryliukV, AtkinsonGC, MurakamiKS, TensonT, GerdesK. Recent functional insights into the role of (p)ppGpp in bacterial physiology. Nat Rev Microbiol. 2015; 13: 298–309. 10.1038/nrmicro3448 25853779PMC4659695

[8] LuoY, HelmannJD. Analysis of the role of *Bacillus subtilis* σ^M^ in β-lactam resistance reveals an essential role for c-di-AMP in peptidoglycan homeostasis. Mol Microbiol. 2012; 83: 623–639. 10.1111/j.1365-2958.2011.07953.x 22211522PMC3306796

[9] MehneFM, GunkaK, EilersH, HerzbergC, KaeverV, StülkeJ. Cyclic di-AMP homeostasis in *Bacillus subtilis*: both lack and high level accumulation of the nucleotide are detrimental for cell growth. J Biol Chem. 2013; 288: 2004–2017. 10.1074/jbc.M112.395491 23192352PMC3548507

[10] WoodwardJJ, LavaroneAT, PortnoyDA. c-di-AMP secreted by intracellular *Listeria monocytogenes* activates a host type I interferon response. Science 2010; 328: 1703–1705. 10.1126/science.1189801 20508090PMC3156580

[11] DevauxL, SleimanD, MazzuoliMV, GominetM, LanotteP, Trieu-CuotP, et al Cyclic di-AMP regulation of osmotic homeostasis is essential in group B *Streptococcus*. PLoS Genet. 2018; 14: e1007342 10.1371/journal.pgen.1007342 29659565PMC5919688

[12] CorriganRM, BowmanL, WillisAR, KaeverV, GründlingA. Cross-talk between two nucleotide-signaling pathways in *Staphylococcus aureus*. J Biol Chem. 2015; 290: 5826–5839. 10.1074/jbc.M114.598300 25575594PMC4342491

[13] BlötzC, TreffonK, KaeverV, SchwedeF, HammerE, StülkeJ. Identification of the components involved in cyclic di-AMP signaling in *Mycoplasma pneumoniae*. Front Microbiol. 2017; 8: 1328 10.3389/fmicb.2017.01328 28751888PMC5508000

[14] BarkerJR, KoestlerBJ, CarpenterVK, BurdetteDL, WatersCM, et al STING-dependent recognition of cyclic di-AMP mediates type I interferon responses during *Chlamydia trachomatis* infection. mBio 2013; 4: e00018–13. 10.1128/mBio.00018-13 23631912PMC3663186

[15] GundlachJ, MehneFMP, HerzbergC, KampfJ, ValeriusO, KaeverV, et al An essential poison: synthesis and degradation of cyclic di-AMP in *Bacillus subtilis*. J Bacteriol. 2015; 197: 3265–3274. 10.1128/JB.00564-15 26240071PMC4573722

[16] SmithWM, PhamTH, LeiL, DouJ, SoomroAH, BeatsonSA, et al Heat resistance and salt hypersensitivity in *Lactococcus lactis* due to spontaneous mutation in llmg1816 (*gdpP*) induced by high-temperature growth. Appl Environ Microbiol. 2012; 78: 7753–7759. 10.1128/AEM.02316-12 22923415PMC3485701

[17] HuynhTN, LuoS, PensingerD, SauerJD, TongL, WoodwardJJ. An HD-domain phosphodiesterase mediates cooperative hydrolysis of c-di-AMP to affect bacterial growth and virulence. Proc Natl Acad Sci USA. 2015; 112: E747–E756. 10.1073/pnas.1416485112 25583510PMC4343097

[18] ZarrellaTM, MetzgerDW, BaiG. Stress suppressor screening leads to detecting regulation of cyclic di-AMP homeostasis by a Trk-family effector protein in *Streptococcus pneumoniae*. 2018; J Bacteriol. 200: e00045–18. 10.1128/JB.00045-18 29483167PMC5971481

[19] ZhuY, PhamTH, NhiepTH, VuNM, MarcellinE, ChakraborttiA, et al Cyclic-di-AMP synthesis by the diadenylate cyclase CdaA is modulated by the peptidoglycan biosynthesis enzyme GlmM in *Lactococcus lactis*. Mol Microbiol. 2016; 99: 1015–1027. 10.1111/mmi.13281 26585449

[20] NelsonJW, SudarsanN, FurukawaK, WeingergZ, WangJX, BreakerRR. Riboswitches in eubacteria sense the second messenger cyclic di-AMP. Nat Chem Biol. 2013; 9: 834–839. 10.1038/nchembio.1363 24141192PMC3830699

[21] GundlachJ, HerzbergC, KaeverV, GunkaK, HoffmannT, WeißM, et al Control of potassium homeostasis is an essential function of the second messenger cyclic di-AMP in *Bacillus subtilis*. Sci Signal. 2017; 10: eaal3011 10.1126/scisignal.aal3011 28420751

[22] GundlachJ, HerzbergC, HertelD, ThürmerA, DanielR, LinkH, et al Adaptation of *Bacillus subtilis* to life at extreme potassium limitation. mBio 2017; 8: e00861–17. 10.1128/mBio.00861-17 28679749PMC5573677

[23] GundlachJ, KrügerL, HerzbergC, TurdievA, PoehleinA, TascónI, et al Sustained sensing in potassium homeostasis: Cyclic di-AMP controls potassium uptake by KimA at the levels of expression and activity. J Biol Chem. 2019; 294: 9605–9614. 10.1074/jbc.RA119.008774 31061098PMC6579464

[24] HutchisonCA, PetersonSN, GillSR, ClineRT, WhiteO, FraserCM, et al Global transposon mutagenesis and a minimal Mycoplasma genome. Science 1999; 286: 2165–2169. 10.1126/science.286.5447.2165 10591650

[25] CommichauFM, PietackN, StülkeJ. Essential genes in *Bacillus subtilis*: A re-evaluation after ten years. Mol Biosyst. 2013; 9: 1068–1075. 10.1039/c3mb25595f 23420519

[26] RancatiG, MoffatJ, TypasA, PvelkaN. Emerging and evolving concepts in gene essentiality. Nat Rev Genet. 2018; 19: 34–49. 10.1038/nrg.2017.74 29033457

[27] ReußDR, FaßhauerP, MrochPJ, Ul-HaqI, KooBM, PöhleinA, et al Topoisomerase IV can functionally replace all type 1A topoisomerases in *Bacillus subtilis*. Nucleic Acids Res. 2019; 47: 5231–5242. 10.1093/nar/gkz260 30957856PMC6547408

[28] Benda M, Woelfel S, Gunka K, Klumpp S, Poehlein A, Kálalová D, et al. Quasi-essentiality of RNase Y in *Bacillus subtilis* is caused by its critical role in the control of mRNA homeostasis. 10.1101/2020.05.20.106237.PMC826666634157109

[29] TödterD, GunkaK, StülkeJ. The highly conserved Asp23 family protein YqhY plays a role in lipid biosynthesis in *Bacillus subtilis*. Front Microbiol. 2017; 8: 883 10.3389/fmicb.2017.00883 28579978PMC5437119

[30] GallagherLA, BaileyJ, ManoilC. Ranking essential bacterial processes by speed of mutant death. Proc Natl Acad Sci USA. 2020; 117: 18010–18017. 10.1073/pnas.2001507117 32665440PMC7395459

[31] CorriganRM, CampeottoI, JeganathanT, RoelofsKG, LeeVT, GründlingA. Systematic identification of conserved bacterial c-di-AMP receptor proteins. Proc Natl Acad Sci USA. 2013; 110: 9084–9089. 10.1073/pnas.1300595110 23671116PMC3670340

[32] HuynhTN, ChoiPH, SurekaK, LedvinaHE, CampilloJ, TongL., et al Cyclic di-AMP targets the cystathione beta-synthase domain of the osmolyte transporter OpuC. Mol Microbiol. 2016; 102: 233–243. 10.1111/mmi.13456 27378384PMC5118871

[33] SchusterCF, BellowsLE, TosiT, CampeottoI, CorriganRM, FreemontP, et al The second messenger c-di-AMP inhibits the osmolyte uptake system OpuC in *Staphylococcus aureus*. Sci Signal. 2016; 9: ra81 10.1126/scisignal.aaf7279 27531650PMC5248971

[34] QuintanaIM, GibhardtJ, TurdievA, HammerE, CommichauFM, LeeVT, et al The KupA and KupB proteins of *Lactococcus lactis* IL1403 are novel c-di-AMP receptor proteins responsible for potassium uptake. J Bacteriol. 2019; 201: e00028–19. 10.1128/JB.00028-19 30745376PMC6482930

[35] LatoschaA, DrexlerDJ, Al-BassamMM, BanderaAM, KaeverV, FindlayKC, et al 2020. C-di-AMP hydrolysis by a novel type of phosphodiesterase promotes differentiation of multicellular bacteria. Proc Natl Acad Sci USA. 2020; 117: 7392–7400. 10.1073/pnas.1917080117 32188788PMC7132281

[36] MoscosoJA, SchramkeH, ZhangY, TosiT, DehbiA, JungK, et al Binding of cyclic di-AMP to the *Staphylococcus aureus* sensor kinase KdpD occurs via the Universal Stress Protein domain and downregulates the expression of the Kdp potassium transporter. J Bacteriol. 2015; 198: 98–110. 10.1128/JB.00480-15 26195599PMC4686210

[37] PhamHT, NhiepNTH, VuTNM, HuynhTN, ZhuY, HuynhALD, et al Enhanced uptake of potassium or glycine betaine or export of cyclic di-AMP restores osmoresistance in a high cyclic-di-AMP *Lactococcus lactis* mutant. PLoS Genet. 2018; 14: e1007574 10.1371/journal.pgen.1007574 30074984PMC6108528

[38] RubinBE, HuynhTN, WelkieDG, DiamondS, SimkovskyR, PierceEC, et al High-throughput interaction screens illuminate the role of c-di-AMP in cyanobacterial nighttime survival. PLoS Genet. 2018; 14: e1007301 10.1371/journal.pgen.1007301 29608558PMC5897029

[39] WhiteleyAT, PollockAJ, PortnoyDA. The PAMP c-di-AMP is essential for *Listeria monocytogenes* growth in macrophages and rich but not minimal medium due to a toxic increase in (p)ppGpp. Cell Host Microbe 2015; 17: 788–798. 10.1016/j.chom.2015.05.006 26028365PMC4469362

[40] ZedenMS, SchusterCF, BowmanL, ZhongQ, WilliamsHD, GründlingA. Cyclic di-adenosine monophosphate (c-di-AMP) is required for osmotic regulation in *Staphylococcus aureus* but dispensable for viability in anaerobic conditions. J. Biol. Chem. 2018; 293: 3180–3200. 10.1074/jbc.M117.818716 29326168PMC5836111

[41] KrügerL, HerzbergC, WarnekeR, PoehleinA, StautzJ, WeißM, et al Two ways to convert a low-affinity potassium channel to high affinity: Control of *Bacillus subtilis* KtrCD by glutamate. J. Bacteriol. 2020; 202: e00138–20. 10.1128/JB.00138-20 32253343PMC7253608

[42] ZedenMS, KviatkovskiI, SchusterCF, ThomasVC, FeyPD, GründlingA. Identification of the main glutamine and glutamate transporters in *Staphylococcus aureus* and their impact on c-di-AMP production. Mol Microbiol. 2020; 113: 1085–1100. 10.1111/mmi.14479 31997474PMC7299772

[43] CommichauFM, GibhardtJ, HalbedelS, GundlachJ, StülkeJ. 2018 A delicate connection: c-di-AMP affects cell integrity by controlling osmolyte transport. Trends Microbiol. 26:175–185. 10.1016/j.tim.2017.09.003 28965724

[44] HeJ, YinW, GalperinMY, ChouSH. Cyclic di-AMP, a second messenger of primary importance: tertiary structures and binding mechanisms. Nucleic Acids Res. 2020; 48: 2807–2829. 10.1093/nar/gkaa112 32095817PMC7102992

[45] StülkeJ, KrügerL. Cyclic di-AMP signaling in bacteria. Annu Rev Microbiol. 2020; 74: 159–179. 10.1146/annurev-micro-020518-115943 32603625

[46] MehneFMP, Schröder-TittmannK, EijlanderRT, HerzbergC, HewittL, KaeverV, et al Control of the diadenylate cyclase CdaS in *Bacillus subtilis*: An autoinhibitory domain limits c-di-AMP production. J Biol Chem. 2014; 289: 21098–21107. 10.1074/jbc.M114.562066 24939848PMC4110313

[47] GundlachJ, DickmannsA, Schröder-TittmannK, NeumannP, KaeslerJ, KampfJ, et al Identification, characterization and structure analysis of the c-di-AMP binding P_II_-like signal transduction protein DarA. J Biol Chem. 2015; 290: 3069–3080. 10.1074/jbc.M114.619619 25433025PMC4317042

[48] ForchhammerK, LüddeckeJ. Sensory properties of the P_II_ signaling protein family. FEBS J. 2016; 283: 425–437. 10.1111/febs.13584 26527104

[49] KrügerL, HerzbergC, WickeD, BähreH, HeidemannJL, Dickmanns, et al A meet-up of two second messengers: The c-di-AMP receptor protein DarB controls (p)ppGpp synthesis in *Bacillus subtilis*. Nat. Commun., in press. 10.1101/2020.08.27.268672.PMC790023833619274

[50] PetersonBN, YoungMKM, LouS, WangJ, WhiteleyAT, WoodwardJJ, et al (p)ppGpp and c-di-AMP homeostasis is controlled by CbpB in *Listeria monocytogenes*. mBio 2020; 11: e01625–20. 10.1128/mBio.01625-20 32843560PMC8549634

[51] MichnaR, ZhuB, MäderU, StülkeJ. *Subti*Wiki 2.0—an integrated database for the model organism *Bacillus subtilis*. Nucleic Acids Res. 2016; 44: D654–D662. 10.1093/nar/gkv1006 26433225PMC4702770

[52] RosenbergJ, MüllerP, LentesS, ThieleMJ, ZeiglerDR, TödterD, et al ThrR, a DNA-binding transcription factor involved in controlling threonine biosynthesis in *Bacillus subtilis*. Mol. Microbiol. 2016; 101: 879–893. 10.1111/mmi.13429 27260660

[53] ReußDR, RathH, ThürmerA, BendaM, DanielR, VölkerU, et al Changes of DNA topology affect the global transcription landscape and allow rapid growth of a *Bacillus subtilis* mutant lacking carbon catabolite repression. Metab. Eng. 2018; 45: 171–179. 10.1016/j.ymben.2017.12.004 29242163

[54] KampfJ, GerwigJ, KruseK, CleverleyR, DormeyerM, GrünbergerA, et al Selective pressure for biofilm formation in *Bacillus subtilis*: differential effect of mutations in the master regulator SinR on bistability. mBio 2018; 9: e00166–18. 10.1128/mBio.01464-18 30181249PMC6123443

[55] BelitskyBR, SonensheinAL. Role and regulation of *Bacillus subtilis* glutamate dehydrogenase genes. J Bacteriol. 1998; 180: 6298–6305. 982994010.1128/jb.180.23.6298-6305.1998PMC107716

[56] CommichauFM, GunkaK, LandmannJJ, StülkeJ. Glutamate metabolism in *Bacillus subtilis*: Gene expression and enzyme activities evolved to avoid futile cycles and to allow rapid responses to perturbations in the system. J Bacteriol. 2008; 190:3557–3564. 10.1128/JB.00099-08 18326565PMC2395005

[57] KlewingA, KooBM, KrügerL, PoehleinA, ReußD, DanielR, et al Resistance to serine in *Bacillus subtilis*: identification of the serine transporter YbeC and of a metabolic network that links serine and threonine metabolism. Environ. Microbiol. 2020; 22: 3937–3949. 10.1111/1462-2920.15179 32743959PMC8226366

[58] CalvoRA, KearnsDB. FlgM is secreted by the flagellar export apparatus in *Bacillus subtilis*. J Bacteriol. 2015; 197:8–91. 10.1128/JB.02324-14 25313396PMC4288692

[59] WahomePG, SetlowP. Growth, osmotic downshock resistance and differentiation of *Bacillus subtilis* lacking mechanosensitive channels. Arch Microbiol. 2008; 189: 49–58. 10.1007/s00203-007-0292-z 17665170

[60] HoffmannT, BoiangiuC, MosesS, BremerE. Responses of *Bacillus subtilis* to hypotonic challenges: physiological contributions of mechanosensitive channels to cellular survival. Appl Environ Microbiol. 2008; 74: 2454–2460. 10.1128/AEM.01573-07 18310427PMC2293136

[61] KempfB, BremerE. OpuA, an osmolytically regulated binding protein-dependent transport system for the osmoprotectant glycine betaine in *Bacillus subtilis*. J Biol Chem. 1995; 270: 16701–16713. 10.1074/jbc.270.28.16701 7622480

[62] TascónI, SousaJS, CoreyRA, MillsDJ, GriwatzD, AumüllerN, et al Structural basis of proton-coupled potassium transport in the KUP family. Nat Commun. 2020; 11: 626 10.1038/s41467-020-14441-7 32005818PMC6994465

[63] LarssonJT, RogstamA, von WachenfeldtC. Coordinated patterns of cytochrome bd and lactate dehydrogenase expression in *Bacillus subtilis*. Microbiology 2005; 151: 3323–3335. 10.1099/mic.0.28124-0 16207915

[64] GyanS, ShiohiraY, SatoI, TakeuchiM, SatoT. Regulatory loop between redox sensing of the NADH/NAD^+^ ratio by Rex (YdiH) and oxidation of NADH by NADH dehydrogenase Ndh in *Bacillus subtilis*. J Bacteriol. 2006; 188: 7062–7071. 10.1128/JB.00601-06 17015645PMC1636230

[65] QiY, HeY, SheQ, Larese-CasanovaP, LiP, ChaiY. Heterogeneity in respiratory electron transfer and adaptive iron utilization in a bacterial biofilm. Nat Commun. 2019; 10: 3702 10.1038/s41467-019-11681-0 31420537PMC6697725

[66] MacLellanSR, WeckeT, HelmannJD. A previously unidentified σ factor and two accessory proteins regulate oxalate decarboxylase expression in *Bacillus subtilis*. Mol Microbiol. 2008; 69: 954–967. 10.1111/j.1365-2958.2008.06331.x 18573182PMC2688449

[67] BilderP, LightleS, BainbridgeG, OhrenJ, FinzelB, SunF, et al The structure of the carboxyltransferase component of acetyl-CoA carboxylase reveals a zinc-binding motif unique to the bacterial enzyme. Biochemistry 2006; 45: 1712–1722. 10.1021/bi0520479 16460018

[68] SilversMA, PakhomovaS, NeauDB, SilversWC, AnzaloneN, TaylorCM, et al Crystal structure of carboxyltransferase from *Staphylococcus aureus* bound to the antibacterial agent moiramide B. Biochemistry 2016; 55: 4666–4674. 10.1021/acs.biochem.6b00641 27471863PMC5226424

[69] RobertsonRM, YaoJ, GajewskiS, KumarG, MartinEW, RockCO, et al A two-helix motif positions the lysophatidic acid acyltransferase active site for catalysis within the membrane bilayer. Nat Struct Mol Biol 2017; 24: 666–671. 10.1038/nsmb.3436 28714993PMC5616210

[70] ZhangX, WangJ, FengY, GeJ, LiW, SunW, et al Structure and molecular mechanism of an anion-selective mechanosensitive channel of small conductance. Proc Natl Acad Sci USA. 2012; 109: 18180–18185. 10.1073/pnas.1207977109 23074248PMC3497791

[71] PliotasC, DahlACE, RasmussenT, MahendranKR, SmithTK, MariusP, et al The role of lipids in mechanosensation. Nat Struct Mol Biol. 2015; 22: 991–998. 10.1038/nsmb.3120 26551077PMC4675090

[72] RasmussenT, RasmussenA, YangL, KaulC, BlackS, Galbiati, et al Interaction of the mechanosensitive channel, MscS, with the membrane bilayer through lipid intercalation into grooves and pockets. J Mol Biol. 2019; 431: 3339–3352. 10.1016/j.jmb.2019.05.043 31173776PMC6787928

[73] HalpernYS, LupoM. Glutamate transport in wild-type and mutant strains of *Escherichia coli*. J Bacteriol. 1965; 90: 1289–1295. 10.1128/JB.90.5.1288-1295.1965 5321483PMC315815

[74] SchirmerF, EhrtS, HillenW. Expression, inducer spectrum, domain structure, and function of MopR, the regulator of phenol degradation in *Acinetobacter calcoaceticus* NCIB8250. J Bacteriol. 1997; 179: 1329–1336. 10.1128/jb.179.4.1329-1336.1997 9023219PMC178833

[75] ZaprasisA, BleisteinerM, KerresA, HoffmannT, BremerE. Uptake of amino acids and their metabolic conversion into the compatible solute proline confers osmoprotection to *Bacillus subtilis*. Appl Environ Microbiol. 2015; 81: 250–259. 10.1128/AEM.02797-14 25344233PMC4272716

[76] LiuG, SongG, ZhangD, ZhangD, LiZ, LyuZ, et al EF-G catalyzes tRNA translocation by disrupting interactions between decoding center and codon-anticodon duplex. Nat Struct Mol Biol. 2014; 21: 817–824. 10.1038/nsmb.2869 25108354

[77] PengBZ, BockLV, Belardinelli, PeskeF, GrubmüllerH, RodninaMV. Active role of elongation factor G in maintaining the mRNA reading frame during translation. Sci Adv. 2019; 5: eaax8030 10.1126/sciadv.aax8030 31903418PMC6924986

[78] MaracciC, PeskeF, DanniesE, PohlC, RodninaMV. Ribosome-induced tuning of GTP hydrolysis by a translational GTPase. Proc Natl Acad Sci USA. 2014; 111: 14418–14423. 10.1073/pnas.1412676111 25246550PMC4210003

[79] TerakawaA, NatsumeA, OkadaA, NishihataS, KuseJ, TanakaK, et al *Bacillus subtilis* 5’-nucleotidases with various functions and substrate specificities. BMC Microbiol. 2016; 16: 249 10.1186/s12866-016-0866-5 27784292PMC5080769

[80] GibhardtJ, HoffmannG, TurdievA, WangM, LeeVT, CommichauFM. C-di-AMP assists osmoadaptation by regulating the *Listeria monocytogenes* potassium transporters KimA and KtrCD. J Biol Chem. 2019; 294: 16020–16033. 10.1074/jbc.RA119.010046 31506295PMC6827311

[81] GundlachJ, CommichauFM, StülkeJ. Of ions and messengers: an intricate link between potassium, glutamate and cyclic di-AMP. Curr Genet. 2018; 64:191–195. 10.1007/s00294-017-0734-3 28825218

[82] GunkaK, TholenS, GerwigJ, HerzbergC, StülkeJ, CommichauFM. A high-frequency mutation in *Bacillus subtilis*: requirements for the decryptification of the *gudB* glutamate dehydrogenase gene. J Bacteriol. 2012; 194: 1036–1044. 10.1128/JB.06470-11 22178973PMC3294779

[83] BeckerM, BörngenK, NomuraT, BattleAR, MarinK, MartinacB, et al Glutamate efflux mediated by *Corynebacterium glutamicum* MscCG, *Escherichia coli* MscS, and their derivatives. Biochim Biohys Acta. 2013; 1828:1230–1240.10.1016/j.bbamem.2013.01.00123313454

[84] WangY, CaoG, XuD, FanL, WuX, NiX, et al A novel *Corynebacterium glutamicum* L-glutamate exporter. Appl Environ Microbiol. 2018; 84:e02691–17. 10.1128/AEM.02691-17 29330181PMC5835739

[85] NakayamaY, YoshimuraK, IidaH. A gain-of-function mutation in gating of *Corynebacterium glutamicum* NCgl1221 causes constitutive glutamate secretion. Appl Environ Microbiol. 2012; 78:5432–5434. 10.1128/AEM.01310-12 22610427PMC3416442

[86] NakayamaY, HashimotoKI, KawasakiH, MartinecB. “Force-From-Lipids” mechanosensation in *Corynebacterium glutamicum*. Biophys Rev. 2019; 11:327–333. 10.1007/s12551-019-00524-3 31055761PMC6557938

[87] DiskowskiM, MikusevicV, StockC, HäneltI. 2015 Functional diversity of the superfamily of K^+^ transporters to meet various requirements. Biol. Chem. 396:1003–1014. 10.1515/hsz-2015-0123 25838295

[88] SambrookJ, RussellD. 2001 Molecular Cloning: A Laboratory Manual, Cold Spring Harbor Laboratory, Cold Spring Harbor.

[89] KunstF, RapoportG. Salt stress is an environmental signal affecting degradative enzyme synthesis in *Bacillus subtilis*. J Bacteriol. 1995; 177:2403–2407. 10.1128/jb.177.9.2403-2407.1995 7730271PMC176898

[90] KooBM, KritikosG, FarelliJD, TodorH, TongK, KimseyH, et al Construction and analysis of two genome-scale deletion libraries for *Bacillus subtilis*. Cell Syst. 2017; 4: 291–305. 10.1016/j.cels.2016.12.013 28189581PMC5400513

[91] WackerI, LudwigH, ReifI, BlenckeHM, DetschC, StülkeJ. The regulatory link between carbon and nitrogen metabolism in *Bacillus subtilis*: regulation of the *gltAB* operon by the catabolite control protein CcpA. Microbiology. 2003; 149: 3001–3009. 10.1099/mic.0.26479-0 14523131

[92] ReußDR, AltenbuchnerJ, MäderU, RathH, IschebeckT, SappaPK, et al Large-scale reduction of the *Bacillus subtilis* genome: consequences for the transcriptional network, resource allocation, and metabolism. Genome Res. 2017; 27:289–299. 10.1101/gr.215293.116 27965289PMC5287234

[93] BarbeV, CruveillerS, KunstF, LenobleP, MeuriceG, SekowskaA, et al From a consortium sequence to a unified sequence: the *Bacillus subtilis* 168 reference genome a decade later. Microbiology 2009; 155:1758–1775. 10.1099/mic.0.027839-0 19383706PMC2885750

[94] KearseM, MoirR, WilsonA, Stones-HavasS, CheungM, SturrockS, et al Geneious basic: an integrated and extendable desktop software platform for the organization and analysis of sequence data. Bioinformatics 2012; 28:1647–1649. 10.1093/bioinformatics/bts199 22543367PMC3371832

[95] DiethmaierC, PietackN, GunkaK, WredeC, Lehnik-HabrinkM, HerzbergC, et al A novel factor controlling bistability in *Bacillus subtilis*: the YmdB protein affects flagellin expression and biofilm formation. J Bacteriol. 2011; 193: 5997–6007. 10.1128/JB.05360-11 21856853PMC3194898

[96] StülkeJ, Martin-VerstraeteI, ZagorecM, RoseM, KlierA, RapoportG. Induction of the *Bacillus subtilis ptsGHI* operon by glucose is controlled by a novel antiterminator, GlcT. Mol Microbiol. 1997; 25: 65–78. 10.1046/j.1365-2958.1997.4351797.x 11902727

[97] KohlstedtM, Kumar SappaP, MeyerH, MaaßS, ZaprasisA, HoffmannT, et al Adaptation of *Bacillus subtilis* carbon core metabolism to simultaneous nutrient limitation and osmotic challenge: a multi-omics perspective. Environ. Microbiol. 2014; 16: 1898–1917. 10.1111/1462-2920.12438 24571712

[98] TouraineB, VignolsF, Przybyla-ToscanoJ, IschebeckT, DhalleineT, WuHC, et al Iron-sulfur protein NFU2 is required for branched-chain amino acid synthesis in *Arabidopsis* roots. J Exp Bot. 2019; 70: 1875–1889. 10.1093/jxb/erz050 30785184

[99] EymannC, HomuthG, ScharfC, HeckerM. *Bacillus subtilis* functional genomics: global characterization of the stringent response by proteome and transcriptome analysis. J Bacteriol. 2002; 184: 2500–2520. 10.1128/jb.184.9.2500-2520.2002 11948165PMC134987

[100] NicolasP, MäderU, DervynE, RochatT, LeducA, PigeonneauN, et al Condition-dependent transcriptome reveals high-level regulatory architecture in *Bacillus subtilis*. Science 2012; 335: 1103–1106. 10.1126/science.1206848 22383849

[101] MäderU, NicolasP. Array-based approaches to bacterial transcriptome analysis. In Methods in Microbiology, Vol. 39, eds. HarwoodC., WipatA. (Cambridge Academic Press), 151–182.

[102] ShannonP, MarkielA, OzierO, BaligaNS, WangJT, RamageD, et al Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 2003; 13: 2498–504. 10.1101/gr.1239303 14597658PMC403769

[103] The GIMP Development Team. GIMP. 2019; Retrieved from https://www.gimp.org.

[104] MeinkenC, BlenckeHM, LudwigH, StülkeJ. Expression of the glycolytic *gapA* operon in *Bacillus subtilis*: differential syntheses of proteins encoded by the operon. Microbiology 2003; 149: 751–761. 10.1099/mic.0.26078-0 12634343

[105] KirkDG, PalonenE, KorkealaH, LindströmM. Evaluation of normalization reference genes for RT-qPCR analysis of *spo0A* and four sporulation sigma factor genes in *Clostridium botulinum* Group I strain ATCC 3502. Anaerobe 2014; 26: 14–19. 10.1016/j.anaerobe.2013.12.003 24389585

# Supplementary material for: Essentiality of c-di-AMP in Bacillus subtilis: Bypassing mutations converge in potassium and glutamate homeostasis
**Source:** PLoS Genet. 2021 Jan 22;17(1):e1009092. doi: 10.1371/journal.pgen.1009092
**Supplement:** S1 Text

**S1 Supporting Information**

**Global gene expression in the *B. subtilis* wild type strain in response to the potassium concentration and the nitrogen source.**

In order to study the consequences of changing environmental potassium and glutamate concentrations, we cultivated *B. subtilis* 168 in MSSM minimal medium with 0.1 or 5 mM KCl and with ammonium or glutamate as the nitrogen source, and analyzed the global transcriptomes (see S1 Table and S11 Fig for the data).

First, we considered the expression of the genes involved in c-di-AMP homeostasis (S2 Table). 

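In the wild type, the share of cdaA probes well above background was at least 100% on each of the 8 arrays, and that of disA at least 100%. For cdaS (BSU19430, 26 probes between bases 2118514 and 2119118) it was at most 19.2% with ammonium or with glutamate at 0.1 mM KCl, and 96.2% and 76.9% on the arrays with glutamate at 5 mM KCl. The cdaS signal was at least 2.74-fold higher at 5 mM than at 0.1 mM KCl with glutamate (limma adjusted p = 7.40e-12), and at least 4.34-fold higher with glutamate than with ammonium at 5 mM KCl (limma adjusted p = 5.12e-15). The former was not called with normexp (log2 fold change 1.27). Its log2 signal was 3.29 ± 0.099 at 0.1 mM and 6.83 ± 0.49 at 5 mM KCl with glutamate (SD, n = 2 each). The level of cdaS was not set against those of cdaA and disA, which are read by other probes.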

Of the three genes encoding the diadenylate cyclases, *cdaA* and *disA* were expressed under all tested conditions, whereas the *cdaS* gene was not expressed with ammonium as the nitrogen source or with glutamate at a low potassium concentration. Even in the presence of 5 mM potassium and glutamate, the expression of *cdaS* was very low as compared to the other cyclase-encoding genes. 

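At 5 mM against 0.1 mM KCl with glutamate, cdaA was 3.99-fold lower (log2 fold change -2.00, SE 0.48, limma adjusted p = 1.90e-04) and disA 3.13-fold lower (-1.65, limma adjusted p = 0.00246). Without replicate 1 at 0.1 mM KCl, disA was at -1.30 and no longer called.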

The expression of *cdaA* and *disA* was about three-fold reduced at the high potassium concentration if glutamate was present. In contrast, these genes were not affected by the potassium concentration when ammonium was the nitrogen source. 

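With ammonium, the log2 fold change between 5 mM and 0.1 mM KCl was 0.081 for cdaA (SE 0.48, limma adjusted p = 0.902) and 0.33 for disA (limma adjusted p = 0.606). With 75th percentile scaling the values were -0.61 and -0.37, neither of them called. Without replicate 1 at 5 mM KCl, cdaA was at -0.11. The potassium effect with glutamate minus that with ammonium was -2.08 for cdaA (limma adjusted p = 0.00806) and -1.97 for disA (limma adjusted p = 0.0118).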

The *gdpP* and *pgpH* genes that encode the two c-di-AMP-degrading phosphodiesterases were also expressed under all tested conditions. 

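The change of gdpP (BSU40510, 89 probes between bases 4163646 and 4165621) at 5 mM against 0.1 mM KCl with glutamate was -1.15 on the log2 scale, or 2.22-fold lower (SE 0.48, limma adjusted p = 0.0417), which is below 2.5-fold. Expression of pgpH (BSU25330, 95 probes between bases 2612287 and 2614401) was 2.76-fold lower (-1.47, limma adjusted p = 0.00784). The gdpP change passed 2.5-fold without replicate 2 at 0.1 mM KCl (-1.36) or without replicate 1 at 5 mM KCl (-1.44), and the call of pgpH was lost without replicate 1 at 0.1 mM KCl (-1.14) or without replicate 2 at 5 mM KCl (-1.10). It was also lost when only the arrays compared were fitted. With ammonium the changes were -0.26 for gdpP (limma adjusted p = 0.687) and 0.70 for pgpH (limma adjusted p = 0.225). They were -0.95 and 0.014 with 75th percentile scaling, and -1.02 for gdpP with quantile normalization, all below 2.5-fold.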

Again, the expression was reduced at 5 mM potassium if glutamate was present as the nitrogen source. The fact that the diadenylate cyclase and phosphodiesterase genes are regulated in the same manner, even though the encoded enzymes catalyze opposing reactions, suggests that the control is mainly exerted at the post-transcriptional level.

In the presence of glutamate, the *kimA* and *ktrAB* genes encoding high-affinity potassium transporters were 112- and 29-fold induced by potassium limitation, whereas the *ktrC* and *ktrD* genes encoding the low-affinity potassium transporter were not affected by the potassium concentration. 

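The changes of ktrC and ktrD at 5 mM against 0.1 mM KCl with glutamate were -0.50 (SE 0.48, limma adjusted p = 0.419) and -0.62 (limma adjusted p = 0.299) on the log2 scale. Leaving out replicate 2 at 5 mM KCl turned the change of ktrC to 0.017.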

With ammonium as the nitrogen source, the *kimA* and *ktrAB* genes were much less responsive to potassium availability (17- and 4-fold induction by potassium limitation, respectively). 

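The potassium effect with glutamate minus that with ammonium was -3.09 for kimA (SE 0.68, limma adjusted p = 5.52e-05), -2.83 for ktrA (limma adjusted p = 2.64e-04) and -3.25 for ktrB (limma adjusted p = 2.15e-05). Relative to the median of all features, which was -1.08 for this difference, these values were -2.01, -1.76 and -2.18. With ammonium, ktrC was 2.59-fold higher at 5 mM KCl (limma adjusted p = 0.0136), and with 75th percentile scaling its log2 fold change was 0.68 and not called. It was likewise not called with quantile normalization (0.66), without replicate 1 (1.45) or 2 (1.30) at 0.1 mM KCl or without replicate 1 at 5 mM KCl (1.19). The change of ktrD was 0.60 (limma adjusted p = 0.311) and -0.094 with 75th percentile scaling.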

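At 0.1 mM KCl, the log2 fold changes with glutamate against ammonium were 1.11 for kimA (SE 0.48, limma adjusted p = 0.0637), 1.38 for ktrA, 1.91 for ktrB, 1.21 for ktrC and 1.29 for ktrD. Of these, ktrA (limma adjusted p = 0.0217) and ktrB (limma adjusted p = 0.00109) were called, while ktrC and ktrD had adjusted p values of 0.0431 and 0.0302 in limma but were below 2.5-fold. The call of ktrA was lost with normexp (1.25), with all 10 spike-ins (1.30), without either replicate with ammonium (1.28 and 1.47) or without replicate 1 with glutamate (1.16), and ktrC (1.57) and ktrD (1.64) were called without replicate 2 with glutamate. With 75th percentile scaling all 5 were higher with glutamate, by 0.44, 0.71, 1.25, 0.54 and 0.63 in the same order, and none was called. With quantile normalization ktrA (0.74) and ktrB (1.27) were not called either. Relative to the median of all features, the spike-in scaled change was 0.34 for kimA and 1.14 for ktrB. In this comparison 1223 features were called, 1093 higher and 130 lower, and with 75th percentile scaling 628, of which 302 were higher and 326 lower. Without replicate 1 with glutamate at 0.1 mM KCl 461 features were called, and without replicate 2 2233.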

Interestingly, the expression of all potassium transporters is increased in the presence of glutamate if potassium is limiting in the medium. The expression of the *gltAB* operon encoding the glutamate synthase is 8- and 33-fold repressed by glutamate in the presence of 0.1 mM and 5 mM KCl, respectively. 

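Expression of gltA was 5.88-fold lower with glutamate than with ammonium at 0.1 mM KCl (log2 fold change -2.56, SE 0.48, limma adjusted p = 4.32e-06), and that of gltB 7.15-fold lower (limma adjusted p = 2.28e-07). At 5 mM KCl, gltA was 29.6-fold lower (-4.89, limma adjusted p = 4.05e-21) and gltB 42.6-fold lower (-5.41, limma adjusted p = 3.40e-25). The log2 signals of gltA were 10.39 ± 0.098 and 7.83 ± 0.46 with ammonium and glutamate at 0.1 mM KCl, and 13.26 ± 0.30 and 8.38 ± 0.56 at 5 mM KCl (SD, n = 2 each). At 5 mM KCl, 1686 features were called between the nitrogen sources, 1001 higher and 685 lower with glutamate, and with quantile normalization 936 higher and 1006 lower. Leaving out replicate 1 with glutamate gave 879 higher and 1400 lower, leaving out replicate 2 1162 and 347, and leaving out replicate 1 with ammonium 971 and 367.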

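In the wild type with ammonium, gltA was 7.33-fold higher at 5 mM than at 0.1 mM KCl (log2 fold change 2.87, limma adjusted p = 1.15e-07) and gltB 5.74-fold higher (2.52, limma adjusted p = 3.70e-06). Relative to the median of all features these were 2.00 and 1.65, and with 75th percentile scaling 2.18 and 1.83, both still called.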

Importantly, in the absence of glutamate, the expression of the operon is fivefold enhanced at the increased potassium concentration. Thus, the gene expression data confirm the interrelation between potassium and glutamate homeostasis. 

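The difference between the nitrogen sources in the response to potassium was -2.33 for gltA (limma adjusted p = 0.00287) and -2.57 for gltB (limma adjusted p = 9.44e-04), with SE 0.68 and 0.68. From the control of the potassium transporter genes by glutamate and of gltAB by potassium, the paper concludes that potassium and glutamate homeostasis are connected.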

To obtain independent evidence for this hypothesis, we studied the activities of the *kimA* and *gltAB* promoters using fusions of a promoterless *lacZ* gene encoding β-galactosidase to the corresponding promoter regions. For the *kimA-lacZ* fusion present in *B. subtilis* GP2181, we observed a strong repression at increasing KCl concentrations, as described earlier [1]. In addition, the expression of *kimA* was strictly dependent on the presence of glutamate, even at low potassium concentrations (see S12 Fig). The expression of the *gltA-lacZ* fusion was assayed using strain GP342. In the absence of glutamate, glutamate synthesis, and thus expression if the *gltAB* operon, is essential for the bacteria. However, the activity of the *gltA* promoter is increased from 300 to about 450 units per mg of protein, if the potassium concentration in the medium is increased from 0.1 mM to 5 or 20 mM KCl (S12 Fig). Thus, the reporter assays support the conclusion that the expression of potassium transporters is increased in the presence of glutamate whereas the expression of the *gltAB* operon is enhanced at high potassium concentrations. These results are in excellent agreement with the observed interdependence of the cellular potassium and glutamate pools, and provide an explanation for this mutual dependence of the two ions.

We also analysed the transcriptome data to identify the genes and operons that are most strongly affected by the availability of potassium and glutamate. In addition to the potassium transporters, genes of the Rex regulon that are involved in respiration and fermentation are strongly repressed by potassium (in particular in the absence of glutamate): the *cydABCD* and the *ldh-lctP* operons encoding the high-affinity terminal quinol oxidase and the lactate dehydrogenase are repressed 563 and 327-fold, at increased potassium concentrations (see S1 Table and S11 Fig). In contrast, most sporulation genes are switched off at limiting potassium concentrations suggesting an increased demand for potassium in spores. 

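With ammonium, lctE (ldh) was 231-fold lower at 5 mM than at 0.1 mM KCl (log2 fold change -7.85, SE 0.48, limma adjusted p = 1.02e-45) and lctP 100.1-fold lower. With 75th percentile scaling the log2 fold change of lctE was -8.54 (limma adjusted p = 4.27e-07). For cydA the bound was at least 75.0-fold lower (limma adjusted p = 4.41e-48), since few of its probes were well above background at 5 mM KCl, where its log2 signal was 2.80 ± 0.31 (SD, n = 2). All 7 genes of the Rex regulon were called lower, with a median log2 fold change of -6.26 (camera adjusted p = 4.63e-41), or -5.10 with 5 genes set to their bounds. They passed under fry and with an estimated correlation. With glutamate, lctE was 2.56-fold lower at 5 mM KCl (limma adjusted p = 0.0148), and cydA changed by -0.67 (limma adjusted p = 0.264), with few of its probes well above background. This call of lctE was lost without replicate 1 at 0.1 mM KCl (-1.07), without replicate 2 at 5 mM KCl (-0.82), when only the arrays compared were fitted and with normexp (-0.74). The median of the 7 genes was -0.063 with glutamate, or 0.18 relative to all other features, which differ in sign, with 3 genes called higher and 1 lower and an upward direction in camera (adjusted p = 0.934).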

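Among 100 sporulation genes, chosen by their name (spoII to spoV, cot and ssp), 91 were called higher at 5 mM than at 0.1 mM KCl with glutamate and 1 lower. Their median log2 fold change was 4.84 (camera adjusted p = 1.10e-55), or 3.75 with 59 genes set to their bounds. They passed under fry and not with an estimated correlation. With ammonium, 28 of them were called higher and 1 lower. The median was 0.71 there and -0.16 relative to all other features, while camera gave an upward direction (adjusted p = 0.268) and only fry passed. The largest rises with glutamate among genes well above background at both concentrations were those of yjcZ (7.00), gerQ (6.81) and yrzQ (6.77).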

Finally, the genes of the Fur regulon that are normally induced upon iron starvation depend on potassium for their expression. 

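All 17 tested genes of the Fur regulon were called higher at 5 mM than at 0.1 mM KCl with ammonium, with a median log2 fold change of 3.44 (camera adjusted p = 1.27e-15), or 2.58 relative to all other features. With glutamate, 9 were called higher and none lower, with a median of 1.61 (camera adjusted p = 0.00270). Both passed under fry and neither with an estimated correlation. With 3 genes set to their bounds the medians were 3.43 and 1.23. Apart from ykuN and ykuP, listed in the files as fldN and fldP, and ykuO, the members of this list are not named in the paper.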

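All 23 tested genes of a list of genes activated by TnrA, drawn from general knowledge apart from nrgA and nrgB, which the paper names, were called higher with glutamate than with ammonium at both potassium concentrations. Their median log2 fold change was 4.95 at 0.1 mM KCl (camera adjusted p = 1.36e-70) and 5.53 at 5 mM KCl (camera adjusted p = 5.03e-28). Both passed under fry, and the former also with an estimated correlation. At 0.1 mM KCl the median was 4.35 with 10 genes set to their bounds. The genes nrgA and nrgB, listed as amtB and glnK, were 243-fold and 76.2-fold higher at 0.1 mM KCl, where they had the largest rises of all genes well above background in both conditions. Both were higher at 5 mM KCl too, 225-fold and 104-fold, and nasA was 299-fold higher (limma adjusted p = 1.67e-50), the largest rise there by the same criterion.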

The availability of glutamate, as expected, most drastically affected the genes of the TnrA regulon that are required for the acquisition of alternative nitrogen sources. These genes are strongly repressed by the preferred nitrogen source ammonium. Interestingly, the *tapA-sipW-tasA* and *epsA-O* operons encoding the major components of the extracellular biofilm matrix are both strongly dependent on the presence of glutamate, and the expression is further enhanced if sufficient potassium (5 mM KCl) is available. 

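With glutamate against ammonium at 0.1 mM KCl, tapA was at least 22.2-fold higher (limma adjusted p = 8.01e-34), sipW at least 22.7-fold, tasA 76.4-fold and epsA at least 15.4-fold higher. At 5 mM KCl the values were 14.4-fold for tapA (limma adjusted p = 1.04e-13), 16.7-fold for sipW, 26.8-fold for tasA and 13.8-fold for epsA. The 3 genes of the tapA operon had medians of 6.49 and 4.06 at 0.1 mM and 5 mM KCl (camera adjusted p = 2.01e-18 and 0.00223), the former 4.51 with 2 genes at their bounds. Of the 17 genes with an eps name, 15 were called higher at each concentration, and 2 were called lower at 5 mM KCl, with medians of 4.18 (camera adjusted p = 3.90e-27), or 3.50 with 10 genes at their bounds, and 3.17 (camera adjusted p = 1.08e-05). These 17 were chosen by name and are more than the letters A to O give, so some may lie outside the epsA-O operon.

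At 5 mM against 0.1 mM KCl with glutamate, the log2 fold changes were 0.26 for tapA (SE 0.48, limma adjusted p = 0.696), 0.73 for sipW (limma adjusted p = 0.216), 1.95 for tasA (limma adjusted p = 2.92e-04) and 1.83 for epsA (limma adjusted p = 7.09e-04). Only the last 2 were called, and without replicate 2 at 0.1 mM KCl neither of them was (1.26 and 1.14). Without replicate 1 at 0.1 mM KCl, sipW was called (1.41). Without replicate 2 at 0.1 mM KCl tapA was at -0.36, and without replicate 1 at 5 mM KCl at -0.19. The median of the eps genes was 2.06, with 15 called higher and 2 lower (camera adjusted p = 0.0232). They passed under fry and not with an estimated correlation (camera adjusted p = 0.708).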

The expression of these biofilm genes is not known to be regulated by any of the known regulators involved in nitrogen or potassium regulation. Finally, the Rex and SigD regulons involved in respiration and motility, are strongly repressed by glutamate in the presence of 0.1 mM or 5 mM KCl, respectively.

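At 0.1 mM KCl, lctE was 73.2-fold lower with glutamate than with ammonium (log2 fold change -6.19, limma adjusted p = 9.79e-31), lctP 58.1-fold lower and cydA at least 47.4-fold lower. Of the 7 Rex genes 6 were called lower, with a median of -4.70 (camera adjusted p = 4.69e-35), or -4.42 with 3 genes set to their bounds. They passed under fry and with an estimated correlation. At 5 mM KCl none of them was called lower and 3 were called higher, with a median of 0.49 (camera adjusted p = 0.136). The change of lctE there was 0.30, and -0.24 without replicate 1 with glutamate or -0.39 with quantile normalization.

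The 15 SigD genes were all called lower with glutamate at 5 mM KCl, with a median log2 fold change of -4.95 (camera adjusted p = 1.27e-15), and so were 44 of 45 flagellar and chemotaxis genes (median -4.95). Expression of hag was 35.0-fold lower (limma adjusted p = 4.00e-22). At 0.1 mM KCl none of the 15 SigD genes was called, with a median of 0.086, or -0.69 relative to all other features (camera adjusted p = 0.0340), and hag changed by -0.077 (limma adjusted p = 0.910). Without replicate 2 with glutamate at 0.1 mM KCl, hag was at 0.29. The SigD set did not pass there with 75th percentile scaling, and fry gave the opposite direction without passing.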

**Reference**

1. Gundlach J, Herzberg C, Kaever V, Gunka K, Hoffmann T, Weiß M, et al. Control of potassium homeostasis is an essential function of the second messenger cyclic di-AMP in *Bacillus subtilis*. Sci Signal. 2017; 10: eaal3011.

# Supplementary material for: Essentiality of c-di-AMP in Bacillus subtilis: Bypassing mutations converge in potassium and glutamate homeostasis
**Source:** PLoS Genet. 2021 Jan 22;17(1):e1009092. doi: 10.1371/journal.pgen.1009092
**Supplement:** S1 Table

**S1 Table.**

**Transcriptomic data for the genes that are most strongly affected by the absence of c-di-AMP (Ammonium 0.1 mM KCl). ^1^**

| Gene Name | Wild type | | | | GP2222 | GP2223 |
| --- | --- | --- | --- | --- | --- | --- |
|  | Glutamate 0.1 mM KCl | Glutamate  5 mM KCl | Ammonium 0.1 mM KCl | Ammonium 5 mM KCl | Ammonium 0.1mM KCl | Ammonium 5 mM KCl |
| Upregulated in ∆*dac* | | | | | | |
| *abrB* | 2656 | 2945 | 1141 | 2853 | 10065 | 15703 |
| *ndhF-ybcC* | 52 | 29 | 106 | 46 | 716 | 56 |
| *nrgAB* | 94214 | 140635 | 335 | 406 | 2064 | 793 |
| *glnRA* | 23015 | 10532 | 2487 | 8233 | 14422 | 18522 |
| Downregulated in ∆*dac* | | | | | | |
| *yoaH* | 1149 | 124 | 944 | 2844 | 206 | 957 |
| *lytF* | 3981 | 838 | 4508 | 23400 | 975 | 9865 |
| *yfmG* | 1575 | 9329 | 1116 | 2588 | 232 | 1657 |
| *hag* | 79726 | 10341 | 89536 | 289197 | 18386 | 183228 |
| *ybdO* | 1735 | 672 | 1539 | 7172 | 315 | 3364 |
| *epr* | 6635 | 557 | 5952 | 25153 | 1216 | 11613 |
| *bmrU-bmr-bmrR* | 319 | 325 | 1177 | 166 | 237 | 197 |
| *yqbG* | 160 | 28 | 132 | 342 | 26 | 94 |
| *pgdS* | 10133 | 1310 | 7581 | 26097 | 1453 | 7445 |
| *yolAB* | 8079 | 2632 | 6905 | 32510 | 1307 | 13367 |
| *yorG* | 32 | 26 | 124 | 18 | 23 | 16 |
| *ydaC* | 50 | 36 | 420 | 19 | 79 | 20 |
| *ykuNOP* | 28 | 452 | 150 | 1076 | 28 | 608 |
| *tlpC* | 650 | 250 | 386 | 1920 | 69 | 572 |
| *hemAT* | 3071 | 1448 | 2749 | 13874 | 477 | 3405 |
| *yfmTS* | 6151 | 794 | 6869 | 22920 | 1135 | 8665 |
| *sspF* | 150 | 1951 | 6456 | 351 | 996 | 455 |
| *yonX* | 34 | 153 | 300 | 17 | 46 | 18 |
| *mcpC* | 2789 | 605 | 5106 | 16420 | 770 | 6978 |
| *yscB* | 863 | 139 | 1373 | 4568 | 181 | 2124 |
| *ywfA* | 3525 | 3510 | 911 | 45 | 120 | 54 |
| *yxbCD* | 5251 | 21069 | 6976 | 6617 | 905 | 10137 |
| *araE* | 41 | 50 | 660 | 19 | 76 | 35 |
| *yxbBA-yxnB-asnH-yxaM* | 4359 | 36716 | 8577 | 10124 | 962 | 14183 |
| *yxkH* | 429 | 68 | 286 | 2268 | 30 | 457 |
| *sivC* | 5987 | 2337 | 9378 | 40055 | 899 | 25992 |
| *yorE* | 32 | 28 | 237 | 21 | 21 | 18 |
| *yvrJ* | 26 | 26 | 189 | 18 | 15 | 18 |
| *ywcJ* | 60 | 75 | 2449 | 42 | 163 | 75 |
| *comGA---GG* | 19276 | 7644 | 545 | 294 | 31 | 63 |
| *yomK* | 758 | 71 | 880 | 1993 | 50 | 1324 |
| *sboAX* | 178 | 40 | 659 | 29 | 34 | 74 |
| *sigO-rsoA* | 65 | 46 | 661 | 70 | 28 | 97 |
| *tlpA-mcpA* | 668 | 141 | 911 | 1777 | 38 | 890 |
| *oxdC-rsiO* | 1274 | 644 | 11113 | 1152 | 339 | 577 |
| *cydABCD* | 73 | 39 | 12484 | 22 | 138 | 18 |
| *ldh-lctP* | 697 | 297 | 58791 | 180 | 1484 | 474 |

^1^ The numbers indicate the intensities as determined by the transcriptome analysis. For operons, data for the first gene are shown. The data are sorted according to the ratio of expression in medium containing ammonium and 0.1 mM potassium for the wild type 168 vs. the Δ*dac* strain GP2222.

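The intensities listed in S1 Table and S2 Table are group means of the gene-level values that the authors deposited. For each of the 56 lines of both tables, the 6 values matched a line of the deposited table within 1 unit after averaging the 2 replicates. The deposited table holds 5737 lines without gene names on a linear scale, and the medians of its columns ranged from 719.9 to 1981. Values from the scanner output were therefore compared with the tables by their profile over the 6 conditions. Listed names that differ from those in the files were matched in this way and by their place beside a neighbouring gene of the same operon: ldh (lctE), nrgA (amtB), ywcJ (nirC), ykuN (fldN) and yfmT (vdhT). The matched gene was the closest of 4241 genes for the first 3, and at position 2 and 3 for fldN and vdhT.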

# Supplementary material for: Essentiality of c-di-AMP in Bacillus subtilis: Bypassing mutations converge in potassium and glutamate homeostasis
**Source:** PLoS Genet. 2021 Jan 22;17(1):e1009092. doi: 10.1371/journal.pgen.1009092
**Supplement:** S2 Table

**S2 Table.**

**Transcriptomic data of genes involved in c-di-AMP, potassium, and glutamate homeostasis.** ^1^

| Gene name | Wild type | | | | Δ*dac* | |
| --- | --- | --- | --- | --- | --- | --- |
|  | Glutamate | | Ammonium | | Ammonium | |
|  | 0.1 mM KCl | 5 mM KCl | 0.1 mM KCl | 5 mM KCl | 0.1 mM KCl | 5 mM KCl |
| c-di-AMP homeostasis | | | | | | |
| *cdaA* | 10727 | 3014 | 6228 | 5878 | 18 | 20 |
| *disA* | 7600 | 2513 | 2492 | 3003 | 15 | 17 |
| *cdaS* | 26 | 621 | 30 | 19 | 17 | 19 |
| *pgpH* | 6932 | 2678 | 2860 | 3549 | 6659 | 4696 |
| *gdpP* | 4593 | 2199 | 6286 | 3623 | 6064 | 4994 |
| Potassium homeostasis | | | | | | |
| *kimA* | 98837 | 884 | 49463 | 2988 | 60648 | 7702 |
| *ktrA* | 6534 | 227 | 2462 | 645 | 8091 | 1662 |
| *ktrB* | 6425 | 301 | 1329 | 732 | 6573 | 1600 |
| *ktrC* | 3838 | 3294 | 2117 | 4643 | 5309 | 9220 |
| *ktrD* | 2729 | 1823 | 1248 | 1530 | 3246 | 2209 |
| Glutamate metabolism | | | | | | |
| *gltA* | 1529 | 2373 | 9269 | 59982 | 32726 | 62696 |
| *gltB* | 1917 | 2107 | 14529 | 69399 | 41312 | 71655 |
| *gltT* | 13499 | 6714 | 5335 | 12208 | 10594 | 12087 |
| *gltP* | 69 | 698 | 81 | 247 | 90 | 381 |
| *aimA* | 9882 | 1846 | 8135 | 10972 | 18750 | 17509 |

^1^ The numbers indicate the intensities as determined by the transcriptome analysis.

# Supplementary material for: Essentiality of c-di-AMP in Bacillus subtilis: Bypassing mutations converge in potassium and glutamate homeostasis
**Source:** PLoS Genet. 2021 Jan 22;17(1):e1009092. doi: 10.1371/journal.pgen.1009092
**Supplement:** S3 Table

**S3 Table.**

**Oligonucleotides used for qRT-PCR analyses.**

| **Name** | **Sequence** | **Gene** |
| --- | --- | --- |
| LK427 | ATGTATTTGGCGCTCCGCTTG | fwd_*cydA* |
| LK428 | CGTTCCGAATGATACGAGCCA | rev_*cydA* |
| LK431 | GCGCTGTCATCTGTCGCATA | fwd_*kimA* |
| LK432 | GCCCTGCGGATAAGCGTAAA | rev_*kimA* |
| LK433 | GGTCAATGCATATGCTTCTTACG | fwd_*ktrA* |
| LK434 | AATAGGGTGGTCAGCGTACTC | rev_*ktrA* |
| LK435 | GCGATGAGTCTTGCTCGCAT | fwd_*ldh* |
| LK436 | CAGCTCAGTGATACCTGCGA | rev_*ldh* |

How the deposited data were processed for this re-analysis (not part of the article)

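The RNA of 12 cultures of B. subtilis was measured on one-colour tiling arrays, 1 array per culture. They form 6 groups of 2 biological replicates: the wild type 168 with ammonium or glutamate at 0.1 mM or 5 mM KCl, GP2222 with ammonium at 0.1 mM KCl and GP2223 with ammonium at 5 mM KCl. The authors reverse transcribed total RNA with actinomycin D, hybridised Cy3-labelled cDNA and read the scans with Agilent Feature Extraction. For each array they deposited this scanner output, a table of spots with linear intensity values. Its processed signal was background-subtracted and detrended within the array by the scanner software and was not scaled between arrays. The median signal of each spot and of its background, both raw intensity values, are in the same output. The authors also deposited a table of gene-level intensity values, scaled between arrays on 10 spike-in transcripts as the methods state. Its rule for combining probes is not stated in the text used here, its entries carry numbers and no gene names, and its scale is linear. The table was not centred, and intensities have no direction to turn. The medians of its columns for replicates 1 and 2 were 763 and 719.9 for the wild type with ammonium at 0.1 mM KCl and 1285 and 1038 at 5 mM KCl, 1452 and 885 with glutamate at 0.1 mM KCl and 1736 and 1195 at 5 mM KCl, 1366 and 1019.6 for GP2222 and 1611 and 1981 for GP2223.

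Of 387021 spots, 383238 were probes other than controls. Spots marked by the software as outliers were left out (151 to 1575 per array), and no spot was saturated. Probes belong to 5826 features in the files: 4241 genes with a locus tag and 1585 RNA features. Of the genes, 4237 matched the locus tags of a RefSeq gene table (ASM904v1), and 158993 of their 159032 probes lay inside the matched gene. A gene had between 1 and 746 probes. The log2 processed signal of an array was shifted by the mean of the 7 of 10 spike-in probes whose spots were all well above background on every array, each with 63 spots per array. A feature's value is the median over its probes, which can disagree within a feature. A feature was tested if a share of at least 0.5 of its probes was well above background on both arrays of at least 1 group, which held for 5273 features. A condition in which fewer probes passed gives only a bound, the brighter mean against the higher of the feature's own signal and the lowest signal well above background on each array. This bound was 1 value per array and is stated as at least N-fold.

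Depth on an array is the share of probes well above background, which was between 61.3% and 80.1%. The lowest signal well above background lay between 17.9 and 46.2 intensity units. Over all features, the SD of the log2 difference between the 2 replicates of a group was between 0.41 and 0.54, apart from an offset of the whole array.

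Group means were fitted to all 12 arrays with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8 and statmod 1.5.0, and 6 residual degrees of freedom. The prior degrees of freedom were 543 with a prior SD of 0.48 under spike-in scaling, and 3.24 with 0.23 under 75th percentile scaling. The p values of each comparison were adjusted by the Benjamini-Hochberg method over all features tested, and a change was called at an adjusted p below 0.05 and at least 2.5-fold. The comparisons were GP2222 against the wild type at 0.1 mM KCl, GP2223 against the wild type at 5 mM KCl, GP2223 against GP2222, 5 mM against 0.1 mM KCl with each nitrogen source, glutamate against ammonium at each potassium concentration, and the interaction of potassium and nitrogen source. The potassium response of the dac strains against that of the wild type was added after the data were examined. Lists of genes were tested with camera at a preset correlation of 0.01 and, beside it, with fry and with an estimated correlation, adjusted over 77 pairs of 11 lists and 7 comparisons. Camera tests a list against all other features, and fry tests the change of the list itself. Where most features shift, their directions can therefore differ. The comparisons, thresholds, lists and alternatives were set before the data were examined, except where another time is stated.

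The genes named are those listed in S1 Table or S2 Table or named with an expression claim in the paper, whose values in the paper's tables had been seen before. Added to these are the 3 largest rises and the 3 largest falls of each of the first 7 comparisons, among called genes that changed the same way in every pairing of arrays and were well above background on both sides, and the deleted and mutated genes with their direct neighbours. Names in the paper that are absent from the files were matched through the reference table and through the profile in the paper's tables. The comparisons were tested on simulated data made from the mean and the spread of each real feature with 200 features changed. For the 7 comparisons of pairs of groups 96.5% to 98% of the changed features were recovered, and 83% for the interaction, with 5 to 15 unchanged features called and no wrong sign. All simulated changes were well above the 2.5-fold limit, and the simulated spike-ins removed the offsets of the arrays without error. The simulation therefore says nothing on changes near 2.5-fold or on the offsets that remain between the real arrays.

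The alternatives were scaling on the 75th percentile of each array, quantile normalization, normexp background correction with an offset of 50, the mean over the probes, no filter on dim features, the replicate number or the slide as a block, a fit of the compared groups alone, an intensity trend with a robust prior, either threshold alone, the deposited gene-level intensity values, and each array left out in turn. For normexp the mean spot signal was planned, but the scanner output holds the median signal, which was used instead. A scaling on all 10 spike-ins was added after the data were examined. The files name no genome build, so positions are given as in the files. Because levels of different genes are read by different probes, they were not set against each other, apart from the approximate position of kimA among all genes, which the paper also gives. The gene sivC of S1 Table is not in the files under a name that could be matched. The laboratory assays, the reporter assays and the quantitative RT-PCR were not analysed here.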

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

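The interaction of potassium and nitrogen source was planned, while its tests against the scaling and the background, the comparison of the potassium response between the strains and the tests on RNA features were chosen only after the result was seen.

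The response to potassium differed between ammonium and glutamate for 2530 of 5273 features, 742 with a higher and 1788 with a lower change under glutamate, by a test of the difference itself in limma. The paper describes the response under each nitrogen source and does not report this test. The median over all features was -1.08, so the spike-in scaling matters here. With 75th percentile scaling 2021 features were called, 1019 higher and 1002 lower. Of the calls, 1741 were made with both scalings in the same direction, which argues against the spike-in scaling as their cause. For the other 789 the scaling remains a possible explanation. Signal near background would also make potassium effects unequal. Yet of the 3594 features with at least the share of 0.5 of their probes well above background on all 8 wild type arrays, 1526 were called, 902 of them with both scalings in the same direction, which argues against signal near background as their cause. Each wild type slide holds both potassium concentrations of 1 nitrogen source and replicate, so a difference between slides cancels within each potassium effect. The median over all features was -1.47 without replicate 2 with glutamate at 0.1 mM KCl and -0.66 without replicate 2 with glutamate at 5 mM KCl. The size of this shift therefore depends in part on single arrays. Leaving out 1 array also breaks up the pair on its slide, so that an offset of the slide no longer cancels. With the pairs kept, the median was -1.29 for the arrays of replicate number 1 and -0.84 for those of replicate number 2. For the calls made with both scalings, the planned test thus found a response to potassium that differs with the nitrogen source. The tests against the scaling and the background were chosen after this was seen, on the same arrays. That the nitrogen source alters the response therefore remains a hypothesis.

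Among these, 161 features were called in both nitrogen sources in opposite directions, and 67 of them also with 75th percentile scaling. The genes named for other reasons include 22 of them, 9 also with 75th percentile scaling: cheD, cydB, cydD, lytF, sspF, tlpC, ybdO, yolA and yxkH. For lytF the log2 fold change at 5 mM against 0.1 mM KCl was 2.61 with ammonium and -2.28 with glutamate (interaction -4.89, limma adjusted p = 8.99e-11), and for cheD it was 2.09 and -3.46 (interaction -5.54, limma adjusted p = 1.40e-13). All 161 kept both signs with 75th percentile scaling, called or not, so the features not kept lost only a call. This outcome was fixed beforehand. The scaling shifts every feature alike, by -0.69 with ammonium and -0.0052 with glutamate on the log2 scale. Both shifts are smaller than the 2.5-fold that each feature had changed.

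The potassium response of the dac strains differed from that of the wild type with ammonium for 137 features, 56 with a higher and 81 with a lower change in the dac strains, by limma's test of the difference. With 75th percentile scaling 422 were called, 215 higher and 207 lower, and 120 of the calls were made with both scalings in the same direction, which argues against the spike-in scaling as their cause. The count was 80 and 68 without replicate 1 or 2 of the wild type at 0.1 mM KCl, 75 without its replicate 1 at 5 mM KCl, and 83 and 84 without replicate 1 or 2 of GP2223. It was 15 with normexp, 414 with quantile normalization, 357 when only the compared groups were fitted and 818 with the slide as a block. Potassium changes together with the nhaK allele in the dac strains, and the difference could come from either, with c-di-AMP, potassium and NhaK all untested as its source among the 120 features.

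RNA features outside the annotated genes, on which the paper does not report, were called as well. Of 1414 tested, 472 were called in GP2222, 488 by potassium with ammonium and 487 by potassium with glutamate, each against its control arrays. In GP2222, 319 of them, 67.6%, had a gene of the same strand within 200 bases that was called in the same direction, against 20.1% of the features that were not called. The log2 fold changes of feature and gene correlated (r = 0.697, 1225 features), and 43.4% of all genes were called. This is consistent with transcription shared with the neighbouring gene. With 75th percentile scaling 169 were called, 104 in the same direction as with the spike-ins, and for the other 368 the scaling is a possible explanation. For the 104 it is argued against. A regulation of their own was not tested, nor were the RNA features that respond to potassium.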

How the results depend on the processing

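All alternatives named here were chosen before the data were examined, except normexp background correction on the median signal, the scaling on all 10 spike-ins and the comparison of the potassium response between the strains, which were chosen only after the files or the result were seen. Unless a cause is given, the cause was not tested.

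In GP2222, against 2147 in the main setting, 626 features were called with 75th percentile scaling, 584 with quantile normalization and 1057 with normexp. In the same order, 1092, 1021 and 941 instead of 1855 were called by potassium with ammonium. By glutamate at 0.1 mM KCl 628, 633 and 528 were called instead of 1223, and in GP2223 at 5 mM KCl 323, 296 and 260 instead of 558. Normexp also lowered the counts by potassium with glutamate to 1218, from 1833, and between the dac strains to 499, from 933. For the comparison of the potassium response between the strains the counts were 422, 414 and 15 instead of 137, and 357 when only the compared groups were fitted, 818 with the slide as a block and 819 by 2.5-fold alone. All other counts, those from the deposited values included, were within 1.5 times the main count, apart from those without 1 array. The prior SD of limma was 0.23 with 75th percentile scaling and 0.48 with the spike-ins, as the offsets of the arrays enter the latter.

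Of 187 gene changes, 153 kept their direction and side of the threshold with 75th percentile scaling, 15 were no longer called, 4 were newly called, 4 without a test moved and 11 reversed. With quantile normalization these numbers were 151, 16, 4, 4 and 12, and with normexp 152, 31, 0, 4 and 0. None of the reversed changes was called in the main setting. Their log2 values with 75th percentile scaling and quantile normalization were, in GP2222, cydD -0.29 and -0.18, kimA -0.26 and -0.45, gltP -0.27 and -0.25 and rsiW -0.041 and -0.20, by potassium with ammonium ktrD -0.094 and -0.10, cdaA -0.61 and -0.65, disA -0.37 and -0.36 and ybeC -0.045 and -0.20, and in GP2223 at 5 mM KCl rsiW -0.13 and -0.035, radA -0.26 and -0.25 and mdtK -0.16 and -0.19. By glutamate at 5 mM KCl, lctE was -0.39 with quantile normalization. The median log2 fold change of all features, which these scalings bring closer to 0, was 1.09 in GP2222, 0.87 by potassium with ammonium and 0.54 in GP2223.

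Of the same changes, 183 kept direction and side with the mean over probes, 184 with all 10 spike-ins, 186 with the slide as a block, which also kept all 8 set shifts by potassium, 185 when only the compared groups were fitted, and 187 each without the filter and with an intensity trend and a robust prior. The replicate number as a replicate block kept all 187, with 2136 features called in GP2222, and it changed no gene set call. The number equals the scan day. The deviations of arrays with the same number correlated between 0.14 and 0.38 for 6 of the 7 pairs of groups compared, and at -0.048 for the nitrogen sources at 5 mM KCl. Because of the latter the numbers were not taken to pair all samples.

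Of 26 gene set shifts, 25 kept their call and direction with 75th percentile scaling. The number was 24 with quantile normalization, 24 with normexp and 25 with the intensity trend. The 75th percentile scaling adds the same amount to every feature in a comparison. A shift against all other features cannot change under it, so only the call was tested there. The shift of the Rex genes by potassium with glutamate, not significant, turned to -0.50 with quantile normalization, and that of the sporulation genes by potassium with ammonium was -0.34 with normexp, in the downward direction in camera. By glutamate at 0.1 mM KCl, the SigD genes no longer passed with 75th percentile scaling (-0.69) or quantile normalization (-0.71), nor the flagellar genes with normexp (-0.25) or the intensity trend (-0.50).

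An estimated correlation in camera left 10 of 26 calls unchanged. The adjusted p of the others is given with the range over all alternatives of that set. In GP2222 these were the late competence genes 0.169 (3.03e-15 to 0.169), the SigD genes 0.0813 (1.20e-39 to 0.0813), the flagellar genes 0.708 (7.78e-06 to 0.708) and the prophage genes 0.0691 (1.15e-12 to 0.0691). By potassium they were the Fur genes 0.169 (3.97e-18 to 0.169) with ammonium, and the Fur genes 0.593 (6.33e-05 to 0.593), the sporulation genes 0.0965 (1.01e-60 to 0.0965) and the eps genes 0.708 (1.18e-05 to 0.708) with glutamate. By glutamate at 0.1 mM KCl they were the SigD genes 0.714 (0.00968 to 0.934), the flagellar genes 0.770 (0.00140 to 0.770) and the eps genes 0.0965 (9.30e-29 to 0.0965). The values by glutamate at 5 mM KCl were the SigD genes 0.170 (9.42e-18 to 0.170), the flagellar genes 0.169 (1.01e-42 to 0.169), the TnrA genes 0.121 (8.85e-33 to 0.121), the tapA operon 0.210 (0.00129 to 0.210) and the eps genes 0.454 (2.48e-09 to 0.454). Under fry, which tests the change of a set itself and not against all other features, 19 calls were unchanged. In GP2222 the competence and SigD genes no longer passed and the flagellar genes turned: the late competence genes 0.0927 (3.03e-15 to 0.169), the SigD genes 0.0756 (1.20e-39 to 0.0813) and the flagellar genes 0.621 (7.78e-06 to 0.708). The direction also turned by glutamate at 0.1 mM KCl: the SigD genes 0.934 (0.00968 to 0.934) and the flagellar genes 0.581 (0.00140 to 0.770). Fry passed the Rex genes 0.0415 (0.0415 to 0.708) by glutamate at 5 mM KCl and the sporulation genes 0.0500 (0.0399 to 0.899) by potassium with ammonium, which camera did not.

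With 1 array left out, the remaining array of its group is assumed to vary like the other groups. In comparisons within slides, leaving out 1 array also breaks up the pair on its slide. The counts then ranged from 925 to 2657 in GP2222, 1141 to 1915 by potassium with ammonium, 461 to 2233 by glutamate at 0.1 mM KCl, 424 to 933 between the dac strains, 133 to 603 in GP2223 at 5 mM KCl and 1517 to 3152 for the interaction of potassium and nitrogen source. Shifts of over 1.5 times came from leaving out replicate 1 of GP2222 (925) and, by potassium with ammonium, replicate 1 at 5 mM KCl (1141). By glutamate at 0.1 mM KCl they came from replicates 1 and 2 with ammonium (568 and 564) and with glutamate (461 and 2233). Between the dac strains they came from replicate 2 of GP2222 (424) and replicates 1 and 2 of GP2223 (524 and 585), and in GP2223 at 5 mM KCl from replicates 1 and 2 of the wild type (265 and 180) and of GP2223 (322 and 133). For the interaction they came from replicate 1 with ammonium at 5 mM KCl (1517) and replicate 2 with glutamate at 5 mM KCl (1654). The split of the calls could turn where the total stayed within 1.5 times. By potassium with glutamate it was 1338 higher and 451 lower without replicate 1 and 920 and 1338 without replicate 2 at 0.1 mM KCl, and 954 and 1415 without replicate 1 and 1277 and 364 without replicate 2 at 5 mM KCl. By glutamate at 5 mM KCl it was 879 and 1400 without replicate 1 and 1162 and 347 without replicate 2 with glutamate, and 971 and 367 without replicate 1 with ammonium. In GP2223 at 5 mM KCl, where the total moved too, it was 90 and 90 without replicate 2 of the wild type.

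Leaving out any 1 array kept 142 of 187 gene changes and 21 of 26 set shifts as they were. Of the genes, 27 were no longer called at least once, 9 were newly called and 11 reversed. The ranges of those that reversed were -2.36 to 0.11 for cydC and -0.45 to 0.054 for nhaK in GP2222, -0.11 to 0.28 for cdaA by potassium with ammonium, -1.01 to 0.017 for ktrC and -0.36 to 0.87 for tapA by potassium with glutamate, -0.45 to 0.29 for hag and -0.24 to 0.84 for lctE by glutamate at 0.1 mM and 5 mM KCl, and -0.49 to 0.10 for cdaS, -0.36 to 0.10 for cdaR, -0.0060 to 0.73 for mdtK and -2.82 to 0.25 for hag in GP2223 at 5 mM KCl. The sign turned without replicate 2 (cydC) or 1 (nhaK) of the wild type at 0.1 mM KCl, without replicate 2 of GP2222 (nhaK), without replicate 1 (cdaA) with ammonium or 2 (ktrC) with glutamate at 5 mM KCl, without replicate 2 with glutamate at 0.1 mM KCl (tapA and hag), and without replicate 1 with glutamate at 5 mM KCl (tapA and lctE). In GP2223 at 5 mM KCl it turned without replicate 1 (cdaS) or 2 (hag) of GP2223 and without replicate 1 (cdaR) or 2 (cdaS and mdtK) of the wild type. Among the sets the ranges were -0.031 to 0.37 for the Rex genes and 2.10 to 2.53 for the eps genes by potassium with glutamate, -0.81 to -0.60 for the SigD genes and -0.57 to -0.41 for the flagellar genes by glutamate at 0.1 mM KCl, and -0.22 to -0.039 for the sporulation genes by potassium with ammonium. The direction of the Rex shift in camera turned, not significantly, without replicate 1 at 0.1 mM KCl and without replicate 2 at 5 mM KCl. The eps genes did not pass without replicate 2 at either concentration. The SigD and flagellar genes did not pass without replicate 1 with ammonium or without replicate 2 with glutamate, while the sporulation genes passed without replicate 2 at 0.1 mM KCl.

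Signal over background limits the folds of dim genes. Where under the share of 0.5 of the probes was well above background only a bound is stated, and normexp, whose offset of 50 compresses low signals by construction, lost the calls of 31 of the gene changes, more than any other single alternative. With 2 arrays per group, several changes near 2.5-fold passed or failed with a single array. The deposited values carry no gene names and gave counts only, and the shifts of the sets between slides were not fitted with a random block.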

Differences from the paper's values

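For ldh (lctE) in GP2222 against the wild type, the paper's text gives a repression of about 100-fold for the ldh-lctP and cydABCD operons together, and the value here was 32.7-fold lower. None of the alternatives set before the data were examined came within 1.5 times the paper's value, and all differed from it, between 25.1-fold and 57.6-fold. The paper's own intensities in S1 Table give a paper's fold of 39.6 for ldh and 90.5 for cydA. The bound for cydA here was at least 70.9-fold. The value of lctP, 70.0-fold lower, was within 1.5 times the paper's value, and so it was with all alternatives set before the data were examined (67.8-fold to 123-fold) but 1, without replicate 2 of the wild type (43.1-fold). With normexp, chosen after seeing the values, it was 37.2-fold. The paper gives no value for cydB itself, only about 100-fold for the operons together and, in S1 Table, the first gene cydA. Here cydB was 16.3-fold lower, and none of the alternatives came within 1.5 times 100-fold (7.38-fold to 33.2-fold).

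The paper states that the whole cydABCD operon is repressed in GP2222. Here cydA and cydB were called lower, while the log2 fold change of cydC was -1.13, below 2.5-fold, and that of cydD 0.53. The change of cydC was called with 75th percentile scaling, with quantile normalization and without replicate 1 of the wild type. That of cydD was called under none of the settings. S1 Table lists yqbG as lower, and here it changed by -1.30 and was not called, while the other 31 tested genes listed as lower were. It was called with 75th percentile scaling, with quantile normalization and without replicate 1 of the wild type, and with all 10 spike-ins, which was chosen after seeing the values. This last setting dropped none of the called genes of S1 Table, but it lost the calls of ktrA by glutamate at 0.1 mM KCl and of kimA in GP2223 at 5 mM KCl.

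The paper states that kimA rises without c-di-AMP. Here ktrA and ktrB were called higher in GP2222, while kimA changed by 0.56, with -0.26 and -0.45 under 75th percentile scaling and quantile normalization. Under the same settings ktrA (0.82 and 0.79) and ktrB (1.15 and 1.14) were not called either. Without replicate 2 of GP2222 they were at 0.89 and 1.20. No setting called kimA in this comparison. In GP2223 kimA was called higher than in the wild type at 5 mM KCl (1.37). That call was lost with 75th percentile scaling (0.84), with quantile normalization (0.83), with all 10 spike-ins and with the slide as a block. With 1 array left out the change lay between 0.98 and 1.76.

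The paper names kimA and ktrAB as the genes that potassium represses most in the wild type. With glutamate this held for kimA, and ktrA and ktrB were at positions 3 and 6 of the falls. With ammonium kimA was at position 8, ktrA at 59 and ktrB at 165 of all genes tested, an order that includes genes near background, and at 5, 31 and 110 of the genes well above background. The change of ktrB (-1.11) was called only with 75th percentile scaling and quantile normalization. The paper states that potassium lowers gdpP with glutamate. Here it changed by -1.15, below 2.5-fold, and was called without replicate 2 at 0.1 mM KCl or without replicate 1 at 5 mM KCl, and pgpH was called lower. The paper states that every potassium transporter is raised by glutamate at low potassium. All 5 genes were higher here, ktrA and ktrB called and kimA (1.11), ktrC (1.21) and ktrD (1.29) not. The latter pair was called without replicate 2 with glutamate at 0.1 mM KCl, and kimA under none of the settings.

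The paper states that potassium further raises the tapA and eps operons with glutamate. Here tasA and 15 of 17 genes with an eps name were called higher, while tapA changed by 0.26 and sipW by 0.73. The 17 are more than the letters A to O give, so the genes not called higher may lie outside the operon. The change of sipW was called without replicate 1 at 0.1 mM KCl and that of tapA under none of the settings. The paper states, without naming a nitrogen source, that most sporulation genes are off when potassium is limiting. With glutamate 91 of 100 were called higher at 5 mM KCl, and with ammonium 28.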

Other observations

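The tests on the neighbours of the deleted genes, on the levels of the Rex genes and on the scaling were chosen before the data were examined, and those on stable RNA and on the SigD genes of GP2223 only after the result was seen.

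Between GP2222 at 0.1 mM KCl and GP2223 at 5 mM KCl, 933 features were called, 758 higher in GP2223 and 175 lower, and with 75th percentile scaling 786, 440 higher and 346 lower. Among genes well above background on all arrays compared, the largest rises were those of spbC (4.72), ylqB (4.47) and sdpA (4.39), and the largest falls those of kimA (-3.02), mreBH (-2.75) and bmr (-2.64). Genes near background in GP2223 could fall further, as ndhF did (-3.19, at least 4.64-fold). Between GP2223 and the wild type at 5 mM KCl, 558 features were called, 423 higher and 135 lower, and with 75th percentile scaling 323, 127 higher and 196 lower. By the same limit the largest rises were those of vmlR (4.49), bmrC (3.77) and iseA (3.69), and the largest falls those of hemAT (-2.57), yxkH (-2.36) and pgdS (-2.16). Genes outside this limit, among them the 3 genes of the tapA operon, fell further. On the 75th percentile all 12 kept their direction and call. The last 3 falls were not called without replicate 2 of GP2223 (-1.27, -1.45 and -0.95).

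Most genes had a higher signal in GP2222 than in the wild type when scaled on the spike-ins, and the share of higher calls fell by 46.6 percentage points with 75th percentile scaling. The split of the calls thus depends on the scaling. A candidate explanation is less sample RNA for each spike-in on the wild type arrays. It would raise stable RNA by as much as the 0.99 that the genes rose on average. The median of 131 tRNA probes rose by 1.44 on the log2 scale, while that of 38 short rRNA probes rose by 0.25. The long rRNA probes did not rise (-0.042). Their mean unscaled log2 signal was 17.98 with an SD of 0.15 over the arrays. No spot was saturated, and a spike-in at 17.49 with an SD of 0.17 was kept for scaling. Whether signals this bright still follow the amount of RNA was not tested, so no conclusion was drawn from the long rRNA. The amount of RNA for each spike-in and a rise of most transcripts in GP2222 cannot be told apart, because the stable RNA classes disagree.

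For 5 of the 7 Rex genes, the wild type with ammonium at 0.1 mM KCl lay apart from every other condition. The exceptions were cydC, with a log2 signal of 7.38 against 7.06 with glutamate at 5 mM KCl and a change in GP2222 between -2.36 and 0.11 without 1 of the wild type arrays, and cydD, which was higher with glutamate at 5 mM KCl and, by 0.53, in GP2222 (-0.29 with 75th percentile scaling). The median of this wild type condition over the 7 genes was 5.48 above the median of the 4 conditions other than itself and GP2222, and 6.16 with 75th percentile scaling. GP2222 was 1.45 above these 4, and 1.35 with 75th percentile scaling, with gene values between 0.27 for lctP and 2.08 for lctE. The low Rex genes in GP2222 may therefore in part be their usual level outside the wild type condition with ammonium and 0.1 mM KCl. For lctE, nirC and cydA, GP2222 lay above each of these 4 conditions, which argues against this as the full account there. It was below glutamate at 0.1 mM KCl for lctP (6.12 against 6.39). Against glutamate at 5 mM KCl it was lower for cydB (5.78 against 6.91), cydC (6.25 against 7.06) and cydD (6.15 against 6.74). An effect of c-di-AMP on the NADH level was not measured on the arrays.

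The genes beside the deletions were examined for readout from the resistance cassettes, which would raise them in both dac strains. With 75th percentile scaling the lower of the changes in the 2 strains was 0.85 for yacL, beside disA, and 0.61 for yojK, beside cdaS, so readout is a possible explanation for these 2 genes. For cdaR and glmM, beside cdaA, it was -1.16 and -1.32, which argues against readout there. Their changes in the other strain were -0.65 and -1.25. A response of these genes to the lack of c-di-AMP was not tested apart from the deletions.

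The SigD genes differed between the 2 arrays of GP2223. All 15 were higher on the array of replicate 1, by a median of 2.55 on the log2 scale beyond all features and by 1.41 to 3.86 as measured. The median over all features was -0.064 with an SD of 0.54, which argues against a difference in signal of the whole array. In the other 5 conditions the same value lay between 0.086 and 0.40. The sigD gene differed by 0.38. Against the wild type at 5 mM KCl, hag was at -2.82 without replicate 1 of GP2223 and at 0.25 without replicate 2. Changes of motility genes in GP2223 therefore rest on cultures that differ, and no biological explanation was tested.

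The log2 fold changes of GP2222 against the wild type and of potassium with ammonium, which share their control arrays, correlated with r = 0.339 over 5273 features, and between 0.324 and 0.382 with the alternatives. Unchanged groups simulated against the same controls gave a mean of 0.50 and at most 0.530 in 100 simulations. These simulated groups hold no effects, and real effects that differ would lower r, so whether the comparisons are alike beyond their shared controls stays open. With separate control arrays r was 0.244 and 0.323. Of 1001 features called in both comparisons 923 had the same sign and 78 the opposite sign. After removal of each median shift, 62.5% of all features had the same sign.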
